# Early Response of *Sulfolobus acidocaldarius* to Nutrient Limitation

**DOI:** 10.3389/fmicb.2018.03201

**Published:** 2019-01-10

**Authors:** Lisa F. Bischof, M. Florencia Haurat, Lena Hoffmann, Andreas Albersmeier, Jacqueline Wolf, Astrid Neu, Trong Khoa Pham, Stefan P. Albaum, Tobias Jakobi, Stefan Schouten, Meina Neumann-Schaal, Phillip C. Wright, Jörn Kalinowski, Bettina Siebers, Sonja-Verena Albers

**Keywords:** Archaea, cell motility, signal transduction, transcription factors, nutrient depletion, stress response

## Abstract

In natural environments microorganisms encounter extreme changes in temperature, pH, osmolarities and nutrient availability. The stress response of many bacterial species has been described in detail, however, knowledge in Archaea is limited. Here, we describe the cellular response triggered by nutrient limitation in the thermoacidophilic crenarchaeon *Sulfolobus acidocaldarius*. We measured changes in gene transcription and protein abundance upon nutrient depletion up to 4 h after initiation of nutrient depletion. Transcript levels of 1118 of 2223 protein coding genes and abundance of approximately 500 proteins with functions in almost all cellular processes were affected by nutrient depletion. Our study reveals a significant rerouting of the metabolism with respect to degradation of internal as well as extracellular-bound organic carbon and degradation of proteins. Moreover, changes in membrane lipid composition were observed in order to access alternative sources of energy and to maintain pH homeostasis. At transcript level, the cellular response to nutrient depletion in *S. acidocaldarius* seems to be controlled by the general transcription factors TFB2 and TFEβ. In addition, ribosome biogenesis is reduced, while an increased protein degradation is accompanied with a loss of protein quality control. This study provides first insights into the early cellular response of *Sulfolobus* to organic carbon and organic nitrogen depletion.

## Introduction

Microorganisms are constantly challenged by changes of temperatures, pH, osmolarities or nutrient limitation in their direct environment. To be able to survive, mechanisms to adapt to or counteract these threats have been developed by microbes. Knowledge on the stress response in Archaea is limited and it is not yet understood how changes in the environment are sensed and processed within the cell. Responses to specific stress sources such as pH, oxygen, osmolarity or temperature have been reported (Maaty et al., 2009; Jia et al., 2015; Buetti-Dinh et al., 2016; Wheaton et al., 2016). For example, a temperature shift from 80 to 90°C leads to transcriptomic changes of 30% of protein coding genes in the thermophilic archaeon *Sulfolobus solfataricus* and a regulatory role of a small heat-shock induced transcriptional regulator was proposed in the heat shock response of *Pyrococcus furiosus* (Vierke et al., 2003; Tachdjian and Kelly, 2006). Phosphate starvation negatively affects growth and leads to adaptations in the cellular proteome of *S. acidocaldarius* and it was proposed that the protein content of the cell is exclusive to certain stress sources (Osorio and Jerez, 1996). Further, altered phosphorylation patterns in proteins were observed under phosphate starvation, proposing a regulatory role in the cellular adaptation to external conditions (Osorio and Jerez, 1996).

While knowledge on nutrient starvation in Archaea is limited, the regulatory events that trigger the stringent response in Bacteria are rather well understood. The stringent response represents an intracellular signaling pathway that ensures cellular survival under limiting conditions and is used by the vast majority of Gram-negative Bacteria (Irving and Corrigan, 2018). In *Escherichia coli*, the alarmone ppGpp (Guanosin-3′,5′-bispyrophosphate) is a global gene expression regulator which binds to the RNAP and targets transcription away from growth-related genes toward stress responsive genes whose promoters are controlled by the general stress response master regulator σ^s^ (Chatterji et al., 1998; Toulokhonov et al., 2001). σ^s^ controls expression of approximately 500 genes, including stasis-, oxidative- and osmotic stress survival genes (Magnusson et al., 2005; Weber et al., 2005; Hengge, 2009). However, σ factors are absent from archaeal genomes and RNAP is recruited to promoter regions by multiple general transcription factors, which are pre-assembled at the archaeal promoter (Burton and Burton, 2014; Blombach et al., 2016). Further, pp(p)Gpp is absent from Eury- and Crenarchaeota, raising the question of how nutrient starvation is sensed and the information processed to induce a cellular response (Cimmino et al., 1993; Cellini et al., 2004).

In the acidophilic crenarchaeon *S. acidocaldarius*, nutrient limitation induces directed cell movement toward more favorable conditions (Lassak et al., 2012; Shahapure et al., 2014). Motility in *S. acidocaldarius* is regulated by nutrient depletion dependent transcription factors, Lrs-like proteins and reversible protein phosphorylation (Reimann et al., 2012; Lassak et al., 2013; Orell et al., 2013; Hoffmann et al., 2016; Haurat et al., 2017; Li et al., 2017). However, so far the general cellular response to organic carbon and organic nitrogen depletion has not been addressed. To gain first insights into *S. acidocaldarius* early starvation response, we performed a comprehensive time course study over 4 h to understand how nutrient depletion affects the global transcriptome and proteome over time.

## Materials and Methods

### *Sulfolobus acidocaldarius* Cultivation and Sampling for Transcriptome and Proteome Analysis

The uracil auxotrophic strain *S. acidocaldarius* MW001 (wild type in this study) was grown aerobically at 75°C in Brock’s basal medium supplemented with 0.1% (w/v) NZ-amine, 0.2% (w/v) dextrin, and 10 μg/ml Uracil at pH 3.5 (Brock et al., 1972; Wagner et al., 2012). The minimal medium according to Brock et al. (1972, modified) contains (amount per liter): 1.3 g (NH_4_)_2_SO_4_, 0.28 g KH_2_PO_4_, 0.25 g MgCl_2_ × 7H_2_O, 0.07 g CaCl_2_ × 2H_2_O, 0.02 g FeCl_2_ × 4H_2_O, 1.8 mg MnCl_2_ × 4H_2_O, 4.5 mg Na_2_B_4_O_7_ × 10H_2_O, 0.22 mg ZnSO_4_ × 7H_2_O, 0.06 mg CuCl_2_ × 2H_2_O, 0.03 mg Na_2_MoO_4_ × 2H_2_O, 0.03 mg VOSO_4_ × 2H_2_O, and 0.01 mg CoCl_2_ × 6H_2_O. Cells were starved as previously described for organic carbon and nitrogen sources (Lassak et al., 2012, 2013; Hoffmann et al., 2016). Briefly, *S. acidocaldarius* MW001 was grown until OD_600_ 0.4–0.5 and subsequently harvested (Rotina 380 benchtop centrifuge, 4400 rpm. 10 min, 70°C) and the supernatant completely removed. The pelleted culture was resuspended in the original volume of 75°C pre-warmed basal Uracil containing Brock medium lacking nutrients (starvation culture). From this cell culture, a T0 reference sample was taken (amounts described below) and kept on ice. Samples were taken from the starvation culture after 0.5, 1, 1.5, 2, and 4 h for transcriptomic (10 ml) and proteomic (50 ml) analysis. Cells were grown in biological triplicates and duplicates of each time point were subjected to transcriptomic and proteomic analysis.

### Growth and Intracellular Acidification Measurements

To compare cell growth and pH in nutrient depletion to nutrient rich conditions, a second culture was treated identical to the starvation culture, but was resuspended in nutrient rich medium. The optical density of both cultures was determined after 0.5, 1, 1.5, 2, and 4 h. The experiment was performed in biological triplicates and each sample was taken in duplicate. Simultaneously, one ml of each time point of the nutrient-depleted and the nutrient rich grown culture was pelleted by centrifugation. The supernatant was thoroughly removed and 50 μl of the supernatant were kept. The cell pellet was resuspended to a theoretical optical density of 5 in H_2_0 supplemented with 50 mM KCl. 5x bromphenol-blue containing SDS-loading dye was added to a final concentration of 1x to the resuspended pellet fraction as well as to the supernatant sample (medium control).

### Nutrient Depletion Survival Assay

To assess the survival rate of cells at each time point during nutrient depletion (0.5, 1, 1.5, 2 and 4 h after nutrient depletion relative to timepoint 0 h), 100 μl of 10^-5^-fold diluted cells per time point were plated on Uracil-containing first-selection plates (Wagner et al., 2012). Plates were incubated at 75°C for 4 days and colonies were counted. The total number of colonies obtained for the time point 0 h reference sample was set to 100% and the percentage of colonies for all other time points was calculated relative to time point 0 h. Data from three independent biological replicates and three technical replicates were analyzed using a paired, two-tailed student’s *t*-test.

### RNA Isolation

RNA was isolated from all samples and replicates with Trizol (Thermo Fisher, Waltham, MA, United States) as described previously (Hottes et al., 2004). The obtained RNA samples were treated with RNase-free DNase (Qiagen) according to the manufacturer’s protocol and purified using ethanol precipitation. Ribosomal RNA was depleted using a RiboZero magnetic kit for bacteria (Illumina, San Diego, CA, United States) with a modified protocol in which only 90 μl magnetic beads were used and for the rRNA removal reaction 1 μg RNA was mixed with 4 μl removal solution in a total volume of 20 μl.

### RNA Sequencing and Data Analysis

Sequencing libraries for all samples and replicates were prepared with the TruSeq^®^ Stranded mRNA HT kit (Illumina) starting with the RNA fragmentation step after elution of precipitated RNA in 19 μl of the Fragment-Prime-Mix. Sequencing libraries were quantified with a High-Sensitivity Chip on a Bioanalyzer (Agilent, Böblingen, Germany) and a measurement with a Quant-iT PicoGreen^®^ dsDNA Assay Kit (Invitrogen, Carlsbad, CA, United States) on a Microplate Reader Tecan Infinite 200 (Tecan, Männedorf, Switzerland). Sequencing was performed on a HiSeq1500 instrument (Illumina) in rapid mode with a read length of 2 × 25nt or on a MiSeq instrument (Illumina) with a read length of 2 × 75nt. Sequencing reads were mapped with Bowtie2 (Langmead and Salzberg, 2012) against the reference genome. Since *S. acidocaldarius* MW001 is a deletion mutant of *S. acidocaldarius* DSM639, the latter was chosen as a reference (*S. acidocaldarius* DSM639, genome size: 2,225,959 nt, RefSeq ID: NC_007181.1). The data was visualized in the software ReadXplorer and mapped reads were counted for each gene (Hilker et al., 2014). For determination of regulated genes, a statistical analysis was performed using DESeq2 (Love et al., 2014). For significance, all genes with an adjusted *p*-value below 0.01 and an at least twofold change in transcription were considered as differentially transcribed.

### Protein Extraction and iTRAQ Labeling

Frozen cells of *S. acidocaldarius* MW001 collected at 0 and 0.5 h, 1.5 and 4 h after starvation were washed with ice-cold water before being re-suspended in 1 ml of protein extraction buffer (05% sodium dodecyl sulfate in 0.5 M triethylammonium bicarbonate, pH 8.5). Cell lysis was performed on ice using an ultra-sonicator (Sonifier 450, Branson) 8 times at 70% duty cycle (45 s of sonication and 45 s pause). Samples were collected by centrifugation at 21,000 *g* at 4°C for 30 min (Heraeus Multifuge, Thermo), supernatants (including soluble and insoluble proteins) were collected and protein concentrations were determined using a Bradford assay (Sigma, United Kingdom). A total of 100 μg proteins from each sample (Two biological replicates for each sampling point) was used for an 8-plex iTRAQ analysis with 8 iTRAQ tags used (113, 114, 115, 116, 117, 118, 119, and 121) (Sciex, United States), and the analysis was performed based on the manufacturer’s instructions. Briefly, the proteins were reduced by 2 μl of 50 mM tris- (2-carboxyethyl) phosphine at 60°C for 1 h and alkylated by 1 μl of 200 mM methyl methanethiosulfonate for 10 min at room temperature before being digested by trypsin MS grade (Promega, United Kingdom) with the ratio of trypsin:proteins 1:20. Digested proteins from different time points were then labeled with iTRAQ reagents as follows 0 h: 113 and 114 (control), 0.5 h: 115 and 116, 1.5 h: 117 and 118, and 4 h: 119 and 121, and incubated at room temperature for 2 h. All labeled peptides were then combined before being dried in a vacuum concentrator (Eppendorf Concentrator 5301, Germany).

### Fractionation of Labeled Peptides

Hydrophilic interaction chromatography (HILIC) was used for cleaning and fractionation of dried iTRAQ labeled peptides, in which peptides were re-suspended in 100 μl of HILIC buffer A [10 mM ammonium formate in 80% acetonitrile (ACN), pH 3.0] prior to loading onto a 4.6 × 200 mm Poly HYDROXYETHYL-A column (5 μm, 200Å, Hichrom Limited, United Kingdom) coupled with an uHPLC 3000 system (Dionex, Germany). An UV detector was used to monitor peptides’ abundance at a wavelength of 280 nm. Peptides were fractionated at a flow rate of 0.5 ml/min using a gradient with HILIC buffer B (10 mM ammonium formate in 5% ACN pH 5.0) composed of 10 min of 2% buffer B before ramping up to 20% of buffer B for 5 min, and to 60% of buffer B for 50 min, then ramped up to 100% of buffer B for 10 min and kept for 10 min, and finally 0% of buffer B for 5 min. Eluted peptides were collected every 2 min, dried in a vacuum concentrator, cleaned using C_18_ spinning tips (Nest Group, United States) and submitted to a mass spectrometer (MS).

### Nano LC-MS/MS Analysis

Cleaned peptides (from different fractions) were selected and re-dissolved in 20 μl of buffer A [0.1% formic acid (FA) in 3% CAN] and combined into six different fractions. 3 μl of sample was withdrawn and submitted onto a Q Exactive^TM^ Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo, Germany) coupled with a nano uHPLC 3000 system (Dinonex, United Kingdom) operated at a flow rate of 0.3 μl/min. Peptides were separated using a C_18_ column with a 105 min gradient of buffer B (0.1% FA in 97% ACN) as follows: 3% for 5 min, then ramped up to 10% for 5 min, 50% for 75 min, 90% for 1 min, then kept at 90% for 4 min before ramped back to 3% buffer B for 1 min then maintained at 3% for 14 min. The MS was operated in positive mode with resolutions of full MS and ddMS^2^ set at 60,000 and 15,000, respectively. AGC targets were set at 3.10^6^ and 5.10^4^ for full MS and ddMS^2^, respectively. Maximum IT times were set at 100 and 20 ms for full MS and ddMS^2^, respectively. A full mass scan ranging from 375 to 1500 m/z was applied for MS while the mass scan of 100–1500 m/z was applied for ddMS^2^; default charge state of ion was set to 2.

### Identification and Quantitation of Peptides/Proteins

All raw data files from MS analysis were submitted to MaxQuant version 1.5.3.8 for protein identification against *S. acidocaldarius* MW001 database (consisting of 2.361 entries). Modifications of iTRAQ reagents (on N-terminal and Lysine residue) and MMTS were set as fixed modifications while methionine oxidation was set as variable modification; trypsin digestion used with max missed cleavages of 2; minimum peptide length of 6 and maximum peptide mass of 4600 Da were set; tolerances of 20 and 4.5 ppm were applied for MS and MS/MS, respectively. A False Discovery Rate (FDR) of 0.01 was used for identification of both peptides and proteins; a minimum score of 40 was used for modified peptides.

All detected peptides containing intensities of iTRAQ reagents, from MaxQuant, were then submitted to an in-house proteomic pipeline for quantitation of protein and determination of regulated proteins (Pham et al., 2010; Bewley et al., 2011). Firstly, data imported from MaxQuant was filtered to remove both reversed and potential combination peptides, then proteins identified/quantified by a single peptide were removed before intensities of iTRAQ reporters of peptides being transformed into ln form for further analyses. The quantitation was also done using mean and isobaric corrections. *T*-tests (α = 0.01) were then performed at the peptide level (peptides corresponding to an identified protein) to determine regulated proteins for each phenotype comparison. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaíno et al., 2016) partner repository with the dataset identifier PXD009111. For full lists of detected peptides and quantified proteins as well as regulated proteins, please see detailed data in the ProteomeXchange identifier PXD00911.

### Determination of Lipid Composition

The biomass was refluxed in 2 mL 1.5 N HCl in methanol (MeOH) and stirred for 3 h. After cooling, the solvent was transferred and the pH was adjusted to 4–5 with 2 N KOH/MeOH. Subsequently, 2 mL dichloromethane (DCM) and 2 mL bidistilled H_2_O was added. The solvents were shaken and centrifuged at 3000 rpm for 2 min. The DCM layer was separated and the MeOH/H_2_O layer was extracted 2x with 2 mL DCM. The DCM layers were combined and dried under a N_2_ flow. The extracts were dissolved in DCM and water was removed with anhydrous Na_2_SO_4_ column and dried under a N_2_ flow. The extracts were dissolved in hexane/isopropanol (99:1, v/v) filtered using a 0.45 μm PTFE filter and analyzed using ultra high performance liquid chromatography (HPLC)/mass spectrometry (MS) as described previously (Hopmans et al., 2016).

### Data Availability Statement

#### Transcriptome

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113716 (Reviewer token: qdwxwsuarfadpcz).

#### Proteome

Data are available via ProteomeXchange with identifier PXD009111 (Username:  Password: WBFsvva6).

## Results

### Experimental Design

*Sulfolobus acidocaldarius* was grown in nutrient rich Brock medium (basal Brock medium supplemented with 0.2% dextrin and 0.1% NZ-amine) to an OD_600_ of 0.4 and subsequently transferred to medium lacking organic carbon and organic nitrogen sources (Brock et al., 1972; Lassak et al., 2012; Wagner et al., 2012). Cells were pelleted by centrifugation and the pelleted culture was resuspended in the original volume of 75°C pre-warmed basal Brock medium lacking organic nutrients (starvation culture). At time point 0 h the reference sample was taken from this starvation culture and kept and processed immediately on ice. The culture was further grown at 75°C and samples were taken after 0.5, 1, 1.5, 2, and 4 h for transcriptomic (10 ml) and proteomic (50 ml) analysis.

The optical density at 600 nm (OD_600_) of the starvation culture and a control culture, which was resuspended after centrifugation in the original volume of 75°C pre-warmed Brock medium supplemented with nutrients (0.2% dextrin and 0.1% NZ-amine), was monitored (Figure 1A). The measured OD_600_ did not increase in nutrient depleted cells, indicating that cells are arrested in growth while the control culture, which was exposed to nutrient rich medium grew normally (Figure 1A) (Wagner et al., 2012). The viability of the nutrient depleted cells during the time course of the experiment was determined using a plating assay. Therefore, cells from each time point were plated on nutrient rich gelrite plates and incubated at 75°C for 4 days (Wagner et al., 2012). Colonies were counted and the survival rate was determined relative to the time point 0 h reference sample. Colonies were obtained for all time points, indicating that *S. acidocaldarius* survives nutrient depletion (Figure 1B). Compared to time point 0 h, a low but significant decrease of survival of approximately 15% was detected after 2 and 4 h of nutrient depletion (Figure 1B). Thus, the majority of cells are viable and retain their ability to grow in nutrient rich conditions after being exposed to depletion conditions for 4 h.

**FIGURE 1:**
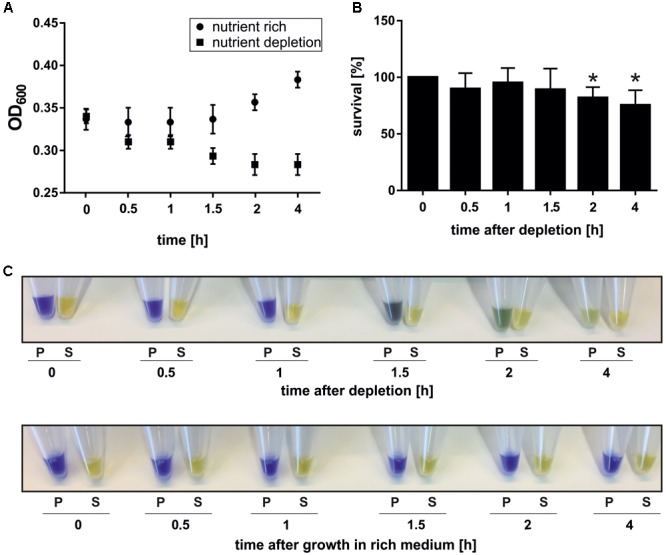
Growth **(A)**, survival **(B)**, and acidification **(C)** of cells exposed to nutrient depletion. **(A)** The OD_600_ was determined over a 4 h time course of nutrient depletion and in a control culture that was re-grown for 4 h in nutrient rich conditions. **(B)** The survival rate of cells exposed to nutrient limitation was determined. A sample from each time point was diluted 10^-5^-fold and 100 μl were plated on nutrient rich plates. After 4 days at 75°C, colonies were counted and the percentage of cell survival relative to time point 0 (100%) was determined. A paired, two-tailed students *t*-test was used to determine the significance. ^∗^ = significant change compared to time point 0, *p*-value < 0.05. Data were obtained from three independent biological replicates performed in triplicate. **(C)** Acidification of whole cells during nutrient depletion. 1 ml of culture was pelleted per time point, the supernatant completely removed and 50 μl kept as medium control. The cell pellet was resuspended in H_2_O supplemented with 50 mM KCl to a theoretical OD_600_ of 5 and SDS-loading dye (contains bromphenol-blue) was added to pellet (P) and supernatant (S) fractions.

Cell motility of *S. acidocaldarius* is a well-described process that is timely induced on transcript and protein level between 0 and 4 h after exposure to nutrient depletion. This process is orchestrated by a well-described hierarchical signaling network (Lassak et al., 2012, 2013; Reimann et al., 2012; Orell et al., 2013; Hoffmann et al., 2016; Haurat et al., 2017; Li et al., 2017). Therefore, our analysis of physiological, transcriptome and proteome changes in *S. acidocaldarius* was performed over a 4 h time course in which we aimed to understand how the cell responds to nutrient depletion on a more global level than motility regulation. 

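*S. acidocaldarius*, a thermoacidophilic archaeon, was grown at 75°C and pH 3.5 with 0.2% dextrin and 0.1% NZ-amine, and cells were shifted to the same medium without dextrin and NZ-amine. The paper states that 10 ml samples were taken from the starved culture at 0, 0.5, 1, 1.5, 2 and 4 h. Strand-specific RNA sequencing was done on 3 cultures per time point, which makes 18 samples, and the reads were mapped with Bowtie2 and counted on genes with ReadXplorer. Raw counts per gene were used here, as the authors made them and without normalization. The count table holds 36 sequencing runs, of which 12 are MiSeq runs and 24 are HiSeq runs. By the column names of the count table, culture 1 was sequenced on both instruments, culture 2 on the MiSeq only and culture 3 on the HiSeq only, on 2 lanes, at every time point. The sample records name the HiSeq alone, and whether the MiSeq and HiSeq runs of culture 1 come from 1 RNA preparation is not stated. Runs of the same culture and time point were summed, so that n = 3 cultures at each of 6 time points, and replicates 1, 2 and 3 are cultures 1, 2 and 3. The culture number and the mix of instruments cannot be told apart, but the mix is the same at every time point. Between 4775369 and 19105966 reads per sample were counted on genes, with medians of 12875964 at 0 h, 13410428 at 0.5 h, 12613544 at 1 h, 14169568 at 1.5 h, 12257561 at 2 h and 13622263 at 4 h. Replicate 2 had the fewest reads at each time point. Of 2223 genes with a position on the chromosome, 2221 passed edgeR's filter on low counts and were tested. The biological coefficient of variation between cultures was 28%. In a test on simulated counts, changes of 4-fold were put into 200 genes at 4 h. There edgeR recovered 183 genes with 3 false calls, and DESeq2 recovered 191 with 7 false calls. The counts were drawn for each sample on its own, so that samples of 1 culture did not vary together as in the data.

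**Figure D1:**
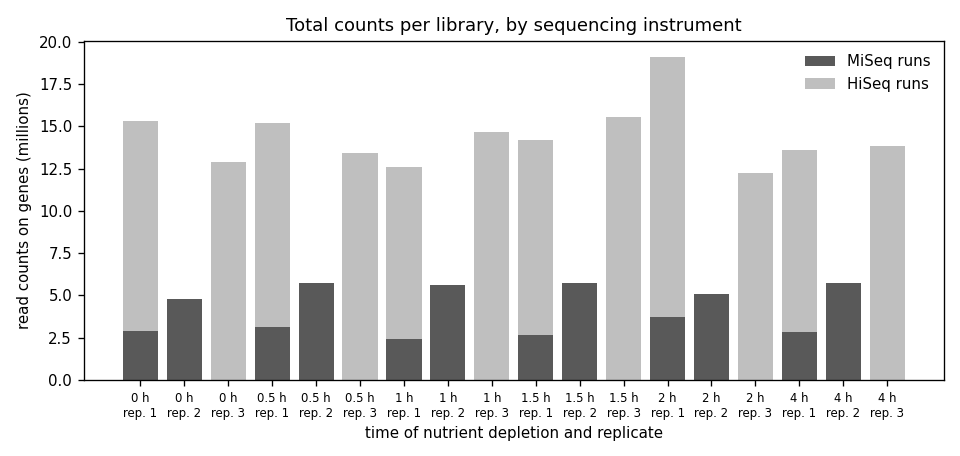
Counts on genes per sample at each time point, summed over the runs of each culture. Bars are split into MiSeq and HiSeq runs.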

Throughout this study, transcript level changes of genes are written in italics while affected proteins are presented as standard text. All genes with an adjusted *p*-value below 0.01 and an at least twofold change in transcription were considered as differentially transcribed. 

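Every time point was compared with 0 h by edgeR's quasi-likelihood test in 1 fit of all 18 samples, with sizes scaled by TMM and p adjusted by Benjamini-Hochberg over 2221 genes. Genes with an adjusted p below 0.01 and an absolute log2 fold change of at least 1 are named called here, elevated or reduced. Below, 5 values of a gene are in the order 0.5, 1, 1.5, 2 and 4 h. A value after ± is the SD of 3 cultures for CPM, edgeR's unit of normalized counts, and a derived standard error for log2 fold changes. That error is the size of the log2 fold change divided by the square root of its F statistic. Positions are the start and end on the chromosome of *S. acidocaldarius* DSM639, the reference genome of the paper, as given with the counts. Alternatives were DESeq2, RLE size factors, total counts only, other filters, a fit of the 2 compared time points alone (pair-only), and glmTreat, which tests against a change of 2 times. Others were leaving out each culture and each sample. Fits from the runs of 1 instrument, with a length offset and with runs as samples were chosen after the values had been seen. The paper names 94 genes in its sections on transcripts. In 470 tests of these genes, 126 were called elevated and 168 reduced. Of these 294 calls, DESeq2 lost 1, RLE size factors lost 1, total counts only lost 40, the pair-only fit lost 71 and glmTreat lost 187. Calls gained were 32 with DESeq2, 4 with RLE size factors and 50 with total counts only. Leaving out replicate 1 lost 91, replicate 2 lost 33 and replicate 3 lost 174. Scaled by total counts only, all genes had a median log2 fold change of -0.27, -0.33, -0.41, -0.46 and -0.57 in order of time, against values from -0.07 to -0.01 with TMM.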

The cut-off for protein level significance was set to *p*-values from one-paired *t*-tests ≤ 0.01.

### Effects of Depletion on the Cell Membrane and pH Homeostasis

Acidophilic microorganisms have developed mechanisms to maintain a near neutral cytoplasmic pH. These mechanisms include a highly impermeable cell membrane (e.g., tetraether lipid-containing membrane in Archaea), an inside positive membrane potential (ΔΨ), proton transporters from the respiratory chain (Dopson et al., 2002; Baker-Austin and Dopson, 2007), the production of cytoplasmic buffering molecules (basic amino acids and polyamines) and intracellular proton consuming reactions (Ferguson and Ingledew, 2008; Slonczewski et al., 2009). While living in an acidic environment *S. acidocaldarius* maintains an inside pH of 6.5, which is the main contributor to the proton motive force (PMF) and crucial for the energetic status of the cell (Slonczewski et al., 2009).

To test whether *S. acidocaldarius* can keep the cytoplasmic pH constant during the time course of the depletion experiment, cells from the examined time points were pelleted and resuspended in bromphenol-blue containing SDS-loading dye. Interestingly, a color change from blue to yellow of the resuspended cell pellet was observed during the time course suggesting a decrease in pH (Figure 1C). This effect was visible after 1.5 h and increased after 2 and 4 h (Figure 1C). A yellow color, which reflects the pH of the medium of 3.5, was observed upon addition bromphenol-blue containing SDS-loading dye to the supernatant from the all samples (Figure 1C). Therefore, we propose that the cell cytoplasm acidifies during nutrient depletion and investigated changes of membrane properties of cells grown under nutrient rich and depletion conditions.

As depicted in Supplementary Table S4, upon nutrient depletion, the overall amount of cyclopentane rings stayed constant (ring index 3.4) while in the presence of nutrients we observed a distinct shift toward tetraether lipids with a decreased amount of cyclopentane rings (Uda et al., 2004; Zhang et al., 2016). Differences between starved and non-starved cells were found especially in glycerol dialkylglycerol tetraether (GDGT) with -3,-4 and -5 rings. While in the presence of nutrients the percentage of GDGT-3 increased from 11 to 17.5% after 4 h of growth under nutrient rich conditions, it dropped to 9.9% in cells grown under nutrient limitation (Supplementary Table S4). A decrease from 67.6% (0 h) to 56.7% (4 h) was detected for GDGT-4 during nutrient rich growth, while under starvation after 4 h GDGT-4 constitutes still 64% of the membrane. Further, in the presence of nutrients, the overall amount of GDGT-5 dropped from initial 2.4% (4 h) while under nutrient depletion it increased to 3.9% (Supplementary Table S4). The number of cyclopentane rings determines membrane packing and permeability (Gabriel and Lee Gau Chong, 2000; Siliakus et al., 2017). Thus, under nutrient rich growth, membrane permeability increases as a consequence of a decreased number of rings, while under nutrient depletion the overall amount of rings does not change and thus the permeability of the membrane stays constant. In consequence, the membrane is more tightly packed and thus less permeable to protons under nutrient depletion than under normal growth conditions, which indicates that nutrient depletion induces cell envelope changes in *S. acidocaldarius*.

In addition, we detected upregulation of SoxEFGHIM terminal oxidase (described later). This complex translocates two protons. 

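Genes *soxE*, *soxF*, *soxG*, *soxH*, *soxI* and *soxM* had mean log2 fold changes of 0.73, 1.49, 1.78, 2.05 and 2.57 in order of time. The fry rotation test of limma gave adjusted p of 0.00072, 1.08e-06, 1.69e-07, 5.15e-08 and 9.27e-09 for the 6 genes as a set. The means of single cultures against their own 0 h sample were 0.54, 0.71 and 0.97 at 0.5 h and 2.52, 2.30 and 2.93 at 4 h for replicates 1, 2 and 3. Without any 1 sample, the mean at 0.5 h lay between 0.60 and 0.88 and that at 4 h between 2.48 and 2.74. With total counts only, the mean was 0.50 at 0.5 h and 2.03 at 4 h. The camera test with its preset correlation of 0.01 gave adjusted p of 0.0259 at 0.5 h and 2.93e-06 at 4 h. Under the correlation estimated from the data, no complex and no set of genes had an adjusted p under 0.05 at any time point, and for SoxEFGHIM it was 0.399 at 0.5 h and 0.189 at 4 h. From this upregulation the paper reasons that the activity of the complex could also counteract cytoplasm acidification.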

The activity of this complex could also be a mechanism to counteract cytoplasm acidification. To investigate this, we analyzed genes involved in cytoplasmic buffering mechanisms. We observed the upregulation of several permeases and symporters, such as the Na^+^/proline symporter, *saci_0383*. 

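The Na+/proline symporter gene *saci_0383* (329797 to 331356) had 796 ± 564 CPM at 0 h and 5202 ± 1498 CPM at 4 h. *saci_0383* had log2 fold changes of 2.05 ± 0.39, 2.09 ± 0.39, 1.91 ± 0.39, 1.91 ± 0.39 and 2.71 ± 0.40 in order of time. For *saci_0383*, the adjusted p were 0.000742, 0.00045, 0.00074, 0.000682 and 3.07e-05, and it was called elevated at all 5 time points. Of the 5 calls for *saci_0383*, 4 were lost in the pair-only fit and 4 with glmTreat. From fewer samples, *saci_0383* lost 4 without replicate 2, 4 without replicate 3, 4 from the MiSeq runs only and 4 from the HiSeq runs only. No call for *saci_0383* was lost when any 1 sample was left out.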

A number of predicted permeases encoding genes of the major facilitator superfamily (MFS) were upregulated at all time points (Supplementary Table S2).

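Supplementary Table S2 lists 12 genes under predicted permeases of the MFS. At 0.5, 1, 1.5, 2 and 4 h, 6, 9, 9, 9 and 10 of them were called elevated and 0 reduced, with the same counts when p was adjusted over the list alone. The list was chosen by the study from the same samples. Of the 12 genes, 11 were called elevated at least once, 5 at all 5 time points and 1 never. The mean log2 fold changes were 0.97, 1.79, 2.08, 2.29 and 2.36, the medians 1.02, 2.10, 2.22, 2.22 and 2.22, and single genes at 0.5 h ranged from -0.82 to 2.92. Tested as a set against all other genes, the permeases had adjusted p of 0.00237, 1.79e-06, 7.31e-07, 3.32e-07 and 8.99e-07 by limma's camera. By fry, the adjusted p were at most 0.000543. With the estimated correlation they were at least 0.15. With 1 sample left out, the mean at 0.5 h stayed between 0.89 and 1.07, and with total counts only it was 0.77. The table also gives *saci_2111*, under another heading, as a permease of the MFS, which is outside these 12. For *saci_2111* the log2 fold changes were -2.45, -2.20, -1.63, -1.25 and -1.23 in order of time, with adjusted p of 0.000197, 0.000276, 0.00207, 0.0109 and 0.0106, and it was called reduced at 0.5, 1 and 1.5 h.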

### Global Transcriptome Changes During Nutrient Depletion

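Over the 5 time points, 1073 of 2223 genes (48.3%) were called elevated or reduced at least once. At 0.5, 1.5 and 4 h alone, 1053 genes were called at least once. The F test of edgeR over all 6 time points, which has no limit on the fold change, gave an adjusted p below 0.01 for 1096 of 2221 genes (49.3%). Calls at any time point numbered 1122 with DESeq2, 1060 with RLE size factors, 1187 with total counts only and 454 with glmTreat. With 1 sample or 1 culture left out, the number lay between 596 without replicate 3 and 1101 without 4 h replicate 2. In the deposited comparisons of the authors, with the same limits, the paper's own count is 1118 genes over 5 time points and 1090 over 0.5, 1.5 and 4 h. On the first 2 principal components of log2 CPM, which held 47.9% and 21.3% of the variance, the 0 h samples lay between -46.4 and -34.2 on the first and the 4 h samples between 21 and 24.6. On the second they spanned 2.3 to 25.9 at 0 h and 18.7 to 21.4 at 4 h.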

Transcription of approximately 50% of protein-coding genes (1118 of 2223 genes) was affected by nutrient depletion (Figure 2A). 

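At 0.5 h, 435 of 2221 genes were called, 203 elevated and 232 reduced. DESeq2 called 489 genes and shared 430 of the 435. Total counts only gave 131 elevated and 333 reduced, the pair-only fit gave 208 calls and glmTreat 85. From the MiSeq runs only, 56 genes were called, and 368 from the HiSeq runs only. Leaving out 1 sample gave 511 calls without 0 h replicate 1, 334 without 0 h replicate 2, 355 without 0 h replicate 3, 335 without 0.5 h replicate 1, 432 without 0.5 h replicate 2 and 352 without 0.5 h replicate 3. Without replicate 1 at all time points, 298 genes were called, and 372 without replicate 2. Without replicate 3, edgeR called 0 genes at 0.5 h, with an unadjusted p below 0.05 for 730 genes and a smallest adjusted p of 0.0111, while DESeq2 called 322. The fold changes of replicates 1 and 2 at 0.5 h, each against its own 0 h sample, had a correlation over genes of 0.61, those of replicates 1 and 3 of 0.87 and those of replicates 2 and 3 of 0.77. In the authors' deposited comparison, the paper's calls by the same limits are 443 genes, 216 elevated and 227 reduced, of which 383 were also called here.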

After 0.5 h, 438 genes changed their transcription patterns (reduced transcript levels for 212 genes and elevated transcript levels for 226 genes). 

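At 1.5 h, 669 genes were called, 330 elevated and 339 reduced, and at 4 h 828 genes, 420 elevated and 408 reduced. DESeq2 called 709 and 871 genes, glmTreat 240 and 376, and the pair-only fit 600 and 679. Total counts only gave 209 elevated and 544 reduced at 1.5 h, and 228 elevated and 747 reduced at 4 h. With 1 sample left out, 541 to 693 genes were called at 1.5 h and 762 to 838 at 4 h. Without replicate 3, 296 genes were called at 1.5 h and 521 at 4 h. Time points were also compared with each other, at an adjusted p below 0.01 and with no limit on the fold change. Between 4 h and 0.5 h, 720 genes differed, 383 higher and 337 lower at 4 h. These were 229 higher and 540 lower with total counts only, and 302 genes differed without replicate 1 and 241 without replicate 3. Between 4 h and 1.5 h, 150 genes differed, and between 1.5 h and 0.5 h, 177. For these 2 comparisons DESeq2 gave 292 and 314 genes and glmTreat 2 and 17. A replicate block for the culture gave 319 and 334. Leaving out 1 sample changed the number between 4 h and 1.5 h to 25 without 1.5 h replicate 2, 56 without 1.5 h replicate 3, 79 without 4 h replicate 1, 88 without 1.5 h replicate 1, 91 without 4 h replicate 3 and 146 without 4 h replicate 2. The number between 1.5 h and 0.5 h became 95 without 1.5 h replicate 3, 98 without 1.5 h replicate 1, 100 without 0.5 h replicate 2, 108 without 0.5 h replicate 1, 110 without 0.5 h replicate 3 and 135 without 1.5 h replicate 2. Log2 fold changes at 0.5 h and 4 h had a correlation over genes of 0.60, and those at 1.5 h and 4 h of 0.87. These share the 0 h samples, and in simulations of unchanged groups the correlation reached 0.54 and 0.54.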

After 1.5 h 685 genes revealed changed transcript levels (transcript levels of 354 genes elevated and of 331 genes reduced) (Figure 2), peaking in a total number of 870 altered transcript after 4 h (elevated transcript levels for 454 genes and reduced transcript levels for 416 genes) (Figure 2). The transcript levels of 17 genes oscillated and both, elevated as well as reduced transcript levels were found relative to time point 0 h during the course of starvation (Supplementary Table S1). 

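At 1 time point elevated and at another reduced were 13 genes, of which 9 are in Supplementary Table S1. Of the 17 genes of the table, 9 were called in both directions, 5 only reduced, 1 only elevated and 2 never. All 17 had a negative log2 fold change at 0.5 h and a positive one at 4 h, with a largest adjusted p of 0.0252 at 0.5 h and 0.0617 at 4 h. Of the 13 genes, 4 were elevated first and reduced later. These were *saci_1483* (*glnA*), with log2 fold changes of 2.17, 1.65, 0.89, 0.13 and -1.79 in order of time, *saci_1624*, *saci_2145* and *saci_2146*. With any 1 sample left out, 6 of the 13 stayed called in both directions. DESeq2 called 26 genes in both directions, the pair-only fit 4, total counts only 11 and glmTreat 0. Leaving out 1 culture gave 2 without replicate 1, 21 without replicate 2 and 0 without replicate 3. In the deposited comparisons of the authors, the paper's calls by these limits hold 24 genes in both directions, 17 of them the genes of Supplementary Table S1, and 11 of the 24 were so called here.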

Transcript levels of genes whose products function in a variety of cellular processes were affected by nutrient depletion (Figure 2B). Unfortunately, the majority of genes were of unknown function as assigned to function unknown (S) or general function predicted (R) arCOG [archaeal cluster of orthologous genes (Wolf et al., 2012)], which hampers their functional analysis. Transcripts of multiple genes associated to metabolic arCOGs [i.e., energy metabolism (C), carbohydrate metabolism (G), nucleotide metabolism (F), inorganic ion transport and metabolism (P)] were affected in response to nutrient depletion indicating that the lack of nutrients lead to alterations and rerouting of metabolic pathways (Figure 2B). A detailed pathway analysis is described later. 

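The arCOG class J as a whole was not analysed here. Of its genes, 15 aminoacyl-tRNA synthetase genes, picked by their symbols in the reference annotation, had mean log2 fold changes of -0.03, -0.12, -0.14, -0.32 and -0.58 in order of time, and the medians were 0.02, -0.03, 0.13, -0.16 and -0.42, so that mean and median had different signs at 0.5 h and 1.5 h. Camera gave adjusted p of 0.717, 0.424, 0.449, 0.227 and 0.0532 for the 15 genes against all others. By fry, the adjusted p were 0.0403 at 2 h and 0.00348 at 4 h. Without 1 sample, the mean at 4 h was significant at 0.05 by camera without 0 h replicate 3, without 4 h replicate 1 and without 4 h replicate 2, with means between -0.71 and -0.46 over all samples left out. The mean with total counts only at 4 h was -1.14 (adjusted p = 0.0142). With the culture as a replicate block, the mean at 4 h was -0.60 (adjusted p = 0.0289 by camera). Of the 15 genes, 1 was called elevated and 4 reduced at least once, and 10 were never called. The ribosomal proteins and initiation factors are treated in their own sections.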

In general, transcript levels of genes assigned to translation (J) were reduced during nutrient depletion, while transcript levels of genes whose products are involved in transcription (K) show a differential regulation. Elevated transcript levels were found for the majority of genes assigned to lipid metabolism (arCOG I), indicating alterations in the cellular membrane during starvation. Further, as reported previously, transcript levels of genes encoding for motility related proteins (arCOG N) were elevated already after 0.5 h of starvation (Lassak et al., 2012, 2013; Hoffmann et al., 2016; Haurat et al., 2017). 

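The 7 genes of the archaellum operon, which stand here for the motility genes, had a mean log2 fold change of 1.04 at 0.5 h, with a median of 1.06 and values of single genes from -0.03 to 1.77. As a set they had an adjusted p of 0.0684 by fry and 0.0943 by camera. The means of replicates 1, 2 and 3 against their own 0 h samples were 0.61, 2.13 and 0.70. Without 0 h replicate 1, the mean was 1.48 and the set was significant at 0.05, and without any other sample it was not, with means down to 0.74. With total counts only, the mean at 0.5 h was 0.79 (adjusted p = 0.109). Over all genes, 1 of the 7 was called at 0.5 h, and 0 when p was adjusted over the 7 alone. The arCOG class N as a whole was not analysed here.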

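Among genes of the defense class, 12 with a symbol of CRISPR-associated proteins in the reference annotation had mean log2 fold changes of 0.24, 0.76, 1.00, 1.16 and 1.15 in order of time, with medians of 0.36, 0.73, 0.86, 0.99 and 1.09. Camera gave them adjusted p of 0.342, 0.0115, 0.00227, 0.000603 and 0.00244 as a set. By fry, the adjusted p at 0.5 h was 0.137 and was at most 0.000543 later. The mean with total counts only was 0.02 at 0.5 h and 0.60 at 4 h. Leaving out 1 sample did not change significance at 0.05 at any time point, while without replicate 1 altogether the mean at 1 h was 0.61 and not significant, and the means at 4 h stayed between 0.99 and 1.23. Of the 12 genes, 6 were called elevated at least once, 2 reduced at least once and 4 never. At 4 h, 6 were called elevated and 1 reduced, and the counts were the same when p was adjusted over the list alone. The other genes of arCOG class V were not analysed here.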

Apart from that, transcript levels of defense mechanism genes (arCOG V), such as genes encoding for CRISPR related proteins were elevated under nutrient depletion (Figure 2B).

**FIGURE 2:**
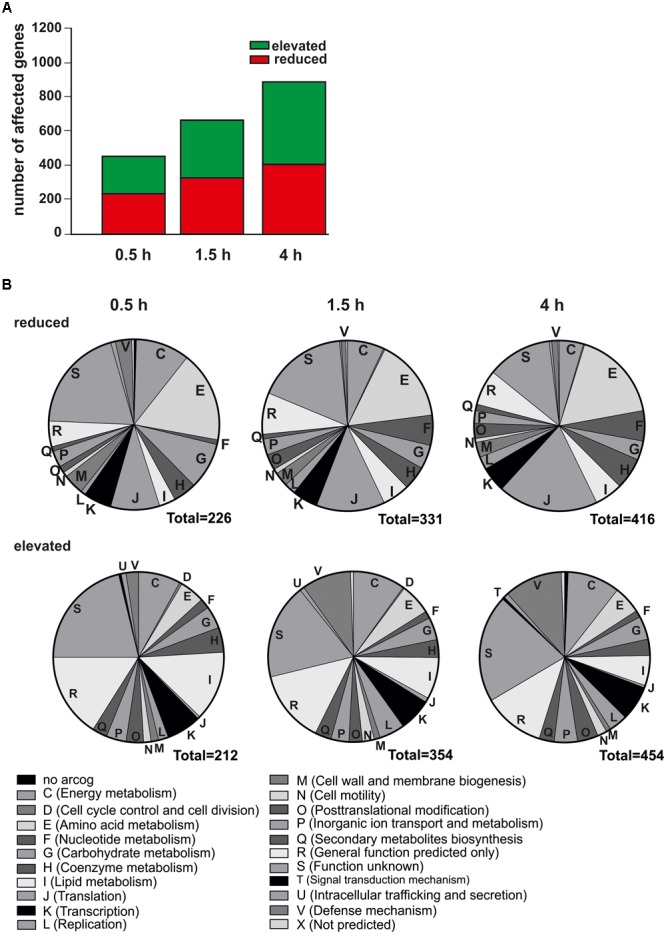
Transcriptomic changes over time in response to nutrient depletion. **(A)** Number of affected transcript levels after 0.5, 1.5, and 4 h of nutrient depletion relative to time point 0 h. Red indicates reduced transcript level of genes, green indicates elevated transcript levels of genes compared to time point 0 h **(B)** Functional classification of affected genes in their respective arCOGs [archaeal cluster of orthologous genes (Wolf et al., 2012)]. Reduced transcript levels (upper) and elevated transcript levels (lower) of genes after 0.5 h (left), 1.5 h (middle), and 4 h (right) of nutrient depletion.

### Global Proteome Changes During Nutrient Depletion

Next, we investigated changes in the proteome after nutrient depletion using iTRAQ (Figure 3). A total of 19,058 unique peptides corresponding to 1,578 proteins were detected and quantified and the amount of depletion responsive proteins was determined. The total number of proteins affected by starvation increased from 0.5 to 1.5 h and decreased at 4 h (Figure 3A). As shown in Figure 3B, relative protein levels of amino acid metabolism proteins (arCOG E) were severely affected. In agreement with the transcriptome analysis, elevated protein levels were found for lipid metabolism related proteins (arCOG I), proteins required for post-translational modification (arCOG O) and biosynthesis of secondary metabolites (arCOG Q). Relative protein levels of proteins assigned to arCOG J (translation) were affected in both directions, indicating acceleration of translation in the initial phases of nutrient depletion, as most aminoacyl-tRNA synthetases showed the highest upregulation at 0.5 and 1.5 h. Protein levels of ribosomal proteins were reduced after 4 h (Figure 3B, discussed later).

**FIGURE 3:**
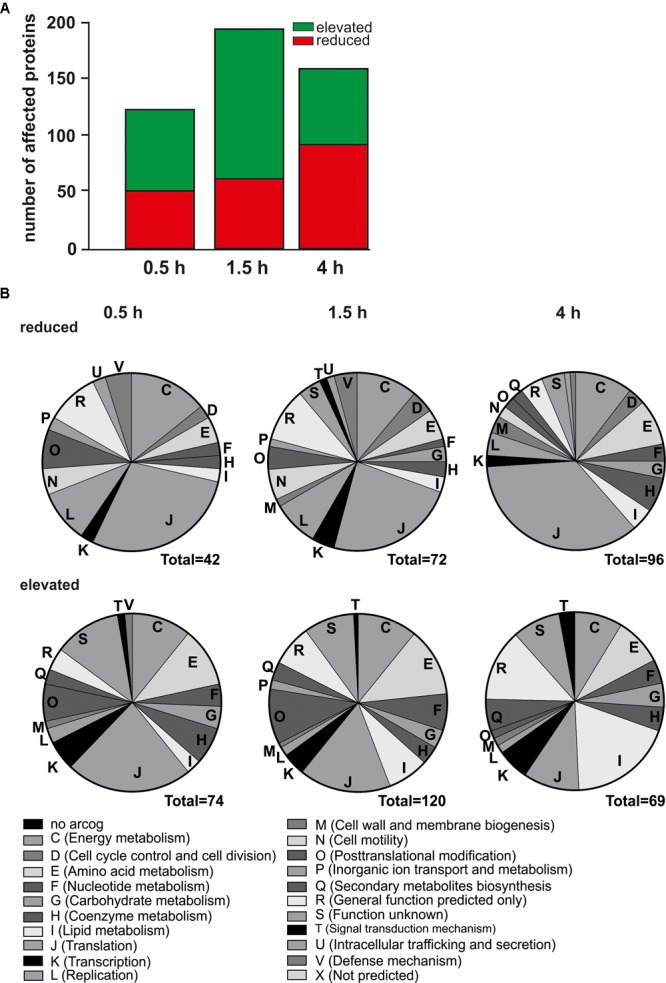
Proteomic changes over time in response to nutrient limitation. **(A)** Number of affected protein levels after 0.5, 1.5, and 4 h of nutrient depletion relative to time point 0 h. Red indicates reduced protein levels, green indicates elevated protein levels. **(B)** Functional classification of affected proteins in their respective arCOGs. Reduced protein levels (upper) and elevated protein levels (lower) after 0.5 h (left), 1.5 h (middle), and 4 h (right) of nutrient depletion.

The changes observed at transcript and protein level show that many biological processes are affected by nutrient depletion in *S. acidocaldarius*, which will be described in more detail below.

### Changes of the Central Carbohydrate Metabolism During Nutrient Depletion

Glycogen is a stable, easily accessible carbon and energy storage compound (Brasen et al., 2014). Transcript levels of genes whose products are involved in formation and degradation of glycogen were inversely affected during depletion (Figure 4). 

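NGPA (*saci_1259*, 1071421 to 1072116) had 798 ± 333 CPM at 0 h and 106 ± 20.6 CPM at 4 h. For NGPA, the log2 fold changes in order of time were -1.81 ± 0.29, -2.12 ± 0.29, -2.40 ± 0.30, -2.43 ± 0.30 and -2.92 ± 0.30. NGPA had adjusted p of 0.000193, 3.64e-05, 7.4e-06, 5.73e-06 and 7.97e-07 in the same order, and it was called reduced at all 5 time points. *agl2* (*saci_0422*, 360871 to 361644) had 262 ± 63.7 CPM at 0 h and 108 ± 1.65 CPM at 4 h. *agl2* had log2 fold changes of -1.33 ± 0.18, -1.46 ± 0.18, -1.42 ± 0.18, -1.32 ± 0.18 and -1.28 ± 0.18 in order of time. For *agl2*, the adjusted p were 7.29e-05, 1.17e-05, 8.82e-06, 1.61e-05 and 1.73e-05, and it was called reduced at all 5 time points. Of the 10 calls for NGPA and *agl2*, 6 were lost with glmTreat. From fewer samples, NGPA and *agl2* lost 3 without replicate 3 and 2 from the MiSeq runs only. NGPA and *agl2* lost no call when 1 sample was left out.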

Transcript levels of sugar-1-phosphate nucleotidylyltransferases encoding genes [NTP-glucose-1-phosphate nucleotidylyltransferase (NGPA); *saci_1259, saci_0422*], which are required for the formation of activated sugars (NDP-glucose) from G1P are reduced under starvation, indicating that glycogen synthesis is decreased (Figure 4 and Supplementary Table S2). 

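GLGP (*saci_0294*, 248681 to 250162) had 25.3 ± 4.93 CPM at 0 h and 118 ± 48.9 CPM at 4 h. GLGP changed by -0.33 ± 0.31, 0.15 ± 0.31, 0.62 ± 0.31, 1.30 ± 0.31 and 2.21 ± 0.32 on the log2 scale, in order of time. The p of GLGP, after adjustment, were 0.408, 0.716, 0.105, 0.00226 and 2.24e-05, and it was called elevated at 2 and 4 h. PGM (*saci_0806*, 645632 to 646996) had 564 ± 165 CPM at 0 h and 798 ± 53.4 CPM at 4 h. For PGM, the log2 fold changes in order of time were 1.25 ± 0.20, 1.19 ± 0.20, 1.17 ± 0.20, 0.99 ± 0.20 and 0.50 ± 0.20. PGM had adjusted p of 0.000223, 0.000213, 0.000189, 0.000707 and 0.0435 in the same order, and it was called elevated at 0.5, 1 and 1.5 h. Of the 5 calls for GLGP and PGM, 3 were lost with total counts only, 2 in the pair-only fit, 4 with glmTreat and 2 with a length offset. From fewer samples, GLGP and PGM lost 1 call without replicate 1, 2 without replicate 2, 3 without replicate 3, 3 from the MiSeq runs only and 2 from the HiSeq runs only. With any 1 sample left out, GLGP and PGM kept every call. Calls gained were PGM at 2 h without 0 h replicate 1 (1.34, adjusted p = 4.57e-05), PGM at 2 h without 2 h replicate 1 (1.02, adjusted p = 0.0023) and PGM at 2 h without 2 h replicate 3 (1.02, adjusted p = 0.00212). DESeq2 also called PGM at 2 h (1.05, adjusted p = 3.62e-07). From these transcripts the paper reasons that an increased degradation of glycogen allows a quick release of glucose intermediates.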

Transcript levels of enzymes required for degradation of glycogen via G1P to glucose 6-phosphate (G6P), such as the GLGP (*saci_0294*) and the PGM (*saci_0806*) were elevated (Figure 4 and Supplementary Table S2). Increasing the degradation of glycogen allows *S. acidocaldarius* to quickly release glucose intermediates. In addition, glycogen provides a source for trehalose synthesis via the TreY/TreZ pathway. Here, TreY (maltooligosyltrehalose synthase, *saci_1436*) catalyzes the formation of maltooligosyltrehalose. This is followed by the activity of maltooligosyltrehalose trehalohydrolase TreZ (*saci_1440*) and results in trehalose release (Maruta et al., 1996; Schiraldi et al., 2002). 

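*treZ* (*saci_1440*, 1229684 to 1231354) had 174 ± 39.7 CPM at 0 h and 693 ± 147 CPM at 4 h. *treZ* had log2 fold changes of 0.49 ± 0.21, 0.86 ± 0.21, 1.21 ± 0.21, 1.54 ± 0.21 and 1.99 ± 0.22 in order of time. For *treZ*, the adjusted p were 0.0712, 0.00345, 0.000192, 1.95e-05 and 1.26e-06, and it was called elevated at 1.5, 2 and 4 h. Of the 3 calls for *treZ*, 1 was lost with total counts only, 2 with glmTreat and 1 with a length offset. From fewer samples, *treZ* lost 1 call without replicate 3. No call for *treZ* was lost when any 1 sample was left out. New calls on leaving out 1 sample were *treZ* at 1 h without 0 h replicate 1 (1.08, adjusted p = 0.00114).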

Trehalose serves as a compatible solute in *Sulfolobus* spp. and in our analysis elevated transcript levels of *treZ* were detected (Figure 4 and Supplementary Table S2) (Martins et al., 1997). In *S. acidocaldarius* glucose is degraded via the branched Entner Doudoroff (ED) pathway (Kardinahl et al., 1999). 

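GDH (*saci_1079*, 880693 to 881787) had 660.1 ± 80.9 CPM at 0 h and 229.9 ± 19.4 CPM at 4 h. GDH changed by -0.42 ± 0.19, -0.63 ± 0.19, -0.56 ± 0.19, -0.68 ± 0.19 and -1.52 ± 0.19 on the log2 scale, in order of time. The p of GDH, after adjustment, were 0.0862, 0.0126, 0.02, 0.0066 and 5.73e-06, and it was called reduced at 4 h. GDH differed between 4 h and 0.5 h by -1.10 (adjusted p = 0.000224). The call for GDH held under all the alternatives of scaling, filter and test. GDH kept its call without any 1 of the replicates and from the runs of either instrument. GDH kept its call when 1 sample was left out.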

In the ED pathway, GDH (*saci_1079*, downregulated after 4 h) catalyzes the initial oxidation of glucose to gluconate. Transcript levels of the AOR [*saci_1099* (Kardinahl et al., 1999)] which catalyzes the oxidation of glyceraldehyde to glycerate are increased during nutrient depletion. 

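AOR (*saci_1099*, 897628 to 899109) had 22 ± 7.27 CPM at 0 h and 100.2 ± 16.8 CPM at 4 h. For AOR, the log2 fold changes in order of time were 1.44 ± 0.29, 2.02 ± 0.29, 2.49 ± 0.30, 2.61 ± 0.30 and 2.18 ± 0.30. AOR had adjusted p of 0.001, 5.68e-05, 5.76e-06, 2.88e-06 and 1.25e-05 in the same order, and it was called elevated at all 5 time points. Of the 5 calls for AOR, 1 was lost with total counts only, 1 in the pair-only fit and 1 with glmTreat. From fewer samples, AOR lost 1 call without replicate 1 and 1 without replicate 3. With any 1 sample left out, AOR kept every call.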

Its homolog *saci_1857* (physiological function unknown) follows the same pattern (Figure 4 and Supplementary Table S2). 

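*saci_1857* (1631234 to 1632679) had 451 ± 101 CPM at 0 h and 1798 ± 727 CPM at 4 h. *saci_1857* had log2 fold changes of 1.09 ± 0.43, 1.35 ± 0.44, 1.49 ± 0.44, 1.76 ± 0.44 and 1.99 ± 0.44 in order of time. For *saci_1857*, the adjusted p were 0.0551, 0.0184, 0.00951, 0.00313 and 0.00115, and it was called elevated at 1.5, 2 and 4 h. Of the 3 calls for *saci_1857*, 3 were lost with total counts only, 1 in the pair-only fit, 3 with glmTreat and 2 with a length offset. From fewer samples, *saci_1857* lost 3 without replicate 1, 3 without replicate 3 and 2 from the MiSeq runs only. Without 1 sample, lost calls were *saci_1857* at 1.5 h without 0 h replicate 1 (1.65, adjusted p = 0.0153), 2 calls without 0 h replicate 2 (log2 fold changes 1.36 to 1.65) and *saci_1857* at 1.5 h without 0 h replicate 3 (1.63, adjusted p = 0.0185). Also lost were *saci_1857* at 1.5 h without 1.5 h replicate 1 (1.33, adjusted p = 0.0329), *saci_1857* at 1.5 h without 1.5 h replicate 3 (1.43, adjusted p = 0.0269) and *saci_1857* at 2 h without 2 h replicate 3 (1.22, adjusted p = 0.027). DESeq2 also called *saci_1857* at 1 h (1.37, adjusted p = 0.00437). With the culture as a replicate block, calls gained were *saci_1857* at 0.5 h (1.13, adjusted p = 0.00225) and *saci_1857* at 1 h (1.34, adjusted p = 0.000529).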

Further, transcript levels of the ENO encoding gene *saci_1377*, which catalyzes the conversion PEP to 2-phosphoglycerate, are reduced from 1.5 to 4 h of nutrient depletion (Figure 4 and Supplementary Table S2).

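ENO (*saci_1377*, 1175851 to 1177101) had 284 ± 36.6 CPM at 0 h and 122 ± 15.3 CPM at 4 h. ENO changed by -0.95 ± 0.17, -1.32 ± 0.17, -1.48 ± 0.17, -1.54 ± 0.17 and -1.22 ± 0.17 on the log2 scale, in order of time. The p of ENO, after adjustment, were 0.000486, 2.21e-05, 4.65e-06, 2.58e-06 and 1.88e-05, and it was called reduced at 1, 1.5, 2 and 4 h. Of the 4 calls for ENO, 3 were lost with glmTreat. ENO kept every call without any 1 of the replicates and from the runs of either instrument. No call for ENO was lost when any 1 sample was left out. Gained without single samples were ENO at 0.5 h without 0 h replicate 3 (-1.01, adjusted p = 0.00126) and ENO at 0.5 h without 0.5 h replicate 2 (-1.07, adjusted p = 0.000599).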

**FIGURE 4:**
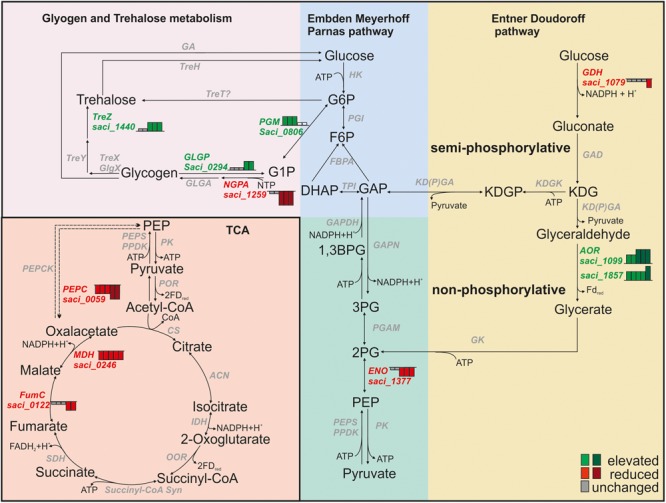
Transcript levels of central carbohydrate metabolism genes in *Sulfolobus acidocaldarius*. Height of Bars next to affected genes depict the respective fold change of transcript levels after 0.5, 1, 1.5, 2, and 4 h. Red indicates reduced transcript levels, green indicates elevated transcript levels, gray indicates basal levels compared to time point 0 h (log2 onefold: lighter colors, log2 twofold and higher: darker colors).

### Tricarboxylic Acid (TCA) Cycle

*Sulfolobus acidocaldarius* obtains energy by aerobic respiration and complete oxidation of organic compounds via the oxidative TCA cycle forming reduced electron carriers [i.e., NAD(P)H, Fd_red_ and FADH_2_]. Transcript levels of genes encoding phosphoenolpyruvate carboxylase (PEPC; *saci_0059*), the MDH (*saci_0246*) and the FumC (*saci_0122*) were reduced during depletion (Figure 4 and Supplementary Table S2). 

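PEPC (*saci_0059*, 44222 to 45793) had 826 ± 292 CPM at 0 h and 143 ± 39.7 CPM at 4 h. For PEPC, the log2 fold changes in order of time were -1.20 ± 0.38, -1.77 ± 0.38, -2.00 ± 0.39, -2.13 ± 0.39 and -2.53 ± 0.39. PEPC had adjusted p of 0.0187, 0.00138, 0.000458, 0.000258 and 4.79e-05 in the same order, and it was called reduced at 1, 1.5, 2 and 4 h. MDH (*saci_0246*, 206397 to 207317) had 807 ± 149.5 CPM at 0 h and 279 ± 50.1 CPM at 4 h. MDH had log2 fold changes of -1.41 ± 0.21, -1.57 ± 0.21, -1.41 ± 0.21, -1.48 ± 0.21 and -1.53 ± 0.21 in order of time. For MDH, the adjusted p were 0.00011, 2.48e-05, 4.03e-05, 2.12e-05 and 1.27e-05, and it was called reduced at all 5 time points. FumC (*saci_0122*, 91411 to 92727) had 541 ± 190.0 CPM at 0 h and 212 ± 22.4 CPM at 4 h. FumC changed by -0.25 ± 0.34, -0.71 ± 0.35, -0.99 ± 0.35, -1.13 ± 0.35 and -1.35 ± 0.35 on the log2 scale, in order of time. The p of FumC, after adjustment, were 0.601, 0.104, 0.0255, 0.0125 and 0.00354, and it was called reduced at 4 h. Of the 10 calls for PEPC, MDH and FumC, 8 were lost with glmTreat. From fewer samples, PEPC, MDH and FumC lost 3 without replicate 1, 5 without replicate 3 and 3 from the MiSeq runs only. With 1 sample left out, lost calls were 2 calls without 0 h replicate 2 (log2 fold changes -1.43 to -1.01), PEPC at 1 h without 1 h replicate 1 (-1.52, adjusted p = 0.0109) and FumC at 4 h without 4 h replicate 1 (-1.34, adjusted p = 0.0139). Lost in the same way were FumC at 4 h without 4 h replicate 3 (-1.28, adjusted p = 0.0163). Gains on leaving out 1 sample were PEPC at 0.5 h without 0.5 h replicate 2 (-1.57, adjusted p = 0.00749) and FumC at 2 h without 2 h replicate 2 (-1.50, adjusted p = 0.0038). DESeq2 also called PEPC at 0.5 h (-1.18, adjusted p = 0.00729) and FumC at 2 h (-1.08, adjusted p = 0.00696). The replicate block added PEPC at 0.5 h (-1.22, adjusted p = 3.07e-05) and FumC at 2 h (-1.14, adjusted p = 5e-05).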

The PEPC from *S. acidocaldarius* has an anaplerotic role in replenishing the TCA cycle with oxaloacetate. The enzyme is regulated by allosteric inhibition via L-aspartate and L-malate (Sako et al., 1997; Ettema et al., 2004). In contrast to the observations made on transcript level we observed a higher protein level of TCA cycle proteins, such as Saci_0122 (FumC), Saci_0246 (MDH), Saci_0982 (SDH) and Saci_2375 (aconitase ACN) (Supplementary Table S3).

### Respiratory Chain

Organisms can regulate the energy conservation efficiency according to their needs by simultaneously expressing several terminal oxidases. The *S. acidocaldarius* respiratory chain consists of NADH dehydrogenase, SDH and cytochromes (Lübben et al., 1992). Electrons from NADH and SDH complexes reduce quinones (CQ), which are first delivered to the cytochrome bc1 complex SoxNL-CbsAB-OdsN (Wakao et al., 1987; Moll and Schafer, 1991; Hiller et al., 2003) and subsequently to one of the three terminal oxidases, SoxABCDL (Lübben et al., 1992, 1994; Gleißner et al., 1997; Hiller et al., 2003), SoxEFGHIM (Lubben et al., 1994; Castresana et al., 1995; Komorowski et al., 2002) and DoxBCE (Purschke et al., 1997) (Figure 5). Finally, the electrons are transferred to O_2_, generating a pH gradient coupled to ATP synthesis (Moll and Schäfer, 1988). As depicted in Figure 5, SoxABCDL and DoxBCE pump protons with a different H^+^/e^-^ ratio than SoxEFGHIM (Gleißner et al., 1997; Komorowski et al., 2002). SoxEFGHIM has a lower redox potential than SoxABCD which impacts the electron donor options (Gleißner et al., 1997; Komorowski et al., 2002). It is unknown why several terminal oxidases are present in *S. acidocaldarius*. Each oxidase complex could provide an advantageous adaption system to respond to environmental changes such as pH, temperature, substrate availability or oxygen tension (Lubben et al., 1994; Simon et al., 2009). Therefore, we analyzed the effect of nutrient depletion on their transcript levels. 

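The NADH dehydrogenase genes are given first. *saci_2338* (2183672 to 2185057) had 581 ± 515 CPM at 0 h and log2 fold changes of -2.69 ± 0.49, -2.58 ± 0.48, -2.40 ± 0.48, -2.07 ± 0.47 and -1.52 ± 0.47, and was called reduced at 0.5, 1, 1.5 and 2 h. *saci_2339* (2185062 to 2188487) had 1706 ± 1403 CPM at 0 h and log2 fold changes of -2.56 ± 0.47, -2.23 ± 0.46, -1.89 ± 0.46, -1.49 ± 0.45 and -0.98 ± 0.45, and was called reduced at 0.5, 1 and 1.5 h. *saci_2340* (2188490 to 2188774) had 132 ± 108 CPM at 0 h and log2 fold changes of -1.81 ± 0.47, -1.45 ± 0.47, -1.28 ± 0.46, -0.96 ± 0.46 and -0.58 ± 0.46, and was called reduced at 0.5 h. *saci_2341* (2188774 to 2189280) had 352 ± 209 CPM at 0 h and log2 fold changes of -1.49 ± 0.36, -1.24 ± 0.36, -1.31 ± 0.36, -0.96 ± 0.36 and -0.63 ± 0.35, and was called reduced at 0.5 and 1.5 h. *saci_2342* (2189264 to 2189761) had 374 ± 185 CPM at 0 h and log2 fold changes of -1.64 ± 0.32, -1.34 ± 0.32, -1.15 ± 0.32, -0.90 ± 0.32 and -0.39 ± 0.31, and was called reduced at 0.5, 1 and 1.5 h. *saci_2343* (2189749 to 2190807) had 639 ± 308 CPM at 0 h and log2 fold changes of -1.46 ± 0.33, -1.20 ± 0.33, -1.06 ± 0.33, -0.79 ± 0.32 and -0.32 ± 0.32, and was called reduced at 0.5 and 1 h. For NADH dehydrogenase, adjusted p of the 15 calls lay between 0.000425 and 0.00727, and the other 15 adjusted p between 0.0102 and 0.411. *saci_2342* overlaps neighbouring genes on its own strand over 6.02% of its length. Of the 15 calls for NADH dehydrogenase, 12 were lost in the pair-only fit, 12 with glmTreat and 3 with a length offset. From fewer samples, NADH dehydrogenase lost 11 without replicate 1, 5 without replicate 2, 15 without replicate 3, 10 from the MiSeq runs only and 5 from the HiSeq runs only. Single samples left out lost 9 calls without 0 h replicate 2 (log2 fold changes -0.99 to -0.62), 3 calls without 0.5 h replicate 1 (log2 fold changes -1.59 to -1.28) and 3 calls without 0.5 h replicate 3 (log2 fold changes -1.58 to -1.30). Lost too were 2 calls without 1 h replicate 1 (log2 fold changes -1.28 to -1.14), 2 calls without 1 h replicate 3 (log2 fold changes -1.24 to -1.08) and 3 calls without 1.5 h replicate 1 (log2 fold changes -1.80 to -1.02). Further losses were 2 calls without 1.5 h replicate 2 (log2 fold changes -1.91 to -1.41), 3 calls without 1.5 h replicate 3 (log2 fold changes -1.81 to -0.98) and *saci_2338* at 2 h without 2 h replicate 3 (-1.92, adjusted p = 0.0103). Calls that held with a changed size were *saci_2338* at 0.5 h without 0 h replicate 2 (-1.67, adjusted p = 0.00164), *saci_2338* at 1 h without 0 h replicate 2 (-1.55, adjusted p = 0.00176), *saci_2338* at 1.5 h without 0 h replicate 2 (-1.33, adjusted p = 0.00417) and *saci_2339* at 0.5 h without 0 h replicate 2 (-1.63, adjusted p = 0.00231). Held at another size were *saci_2339* at 1 h without 0 h replicate 2 (-1.29, adjusted p = 0.00744). Added on leaving out 1 sample were 4 calls without 0 h replicate 1 (log2 fold changes -1.86 to -1.42) and 4 calls without 0 h replicate 3 (log2 fold changes -1.75 to -1.44). DESeq2 called 5 more, with log2 fold changes of -1.49 to -1.03. Total counts only gained 12 calls for NADH dehydrogenase. Added with the replicate block were *saci_2338* at 4 h (-1.30, adjusted p = 0.00406), *saci_2339* at 2 h (-1.31, adjusted p = 0.0025), *saci_2340* at 1 h (-1.25, adjusted p = 0.00068), *saci_2340* at 1.5 h (-1.06, adjusted p = 0.00193) and *saci_2341* at 1 h (-1.14, adjusted p = 0.000156).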

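The bc1 complex genes follow. *cbsA* (*saci_1858*, 1633061 to 1634449) had 769.7 ± 195 CPM at 0 h and log2 fold changes of -1.38 ± 0.40, -1.68 ± 0.40, -1.47 ± 0.40, -1.31 ± 0.40 and -0.35 ± 0.39, and was called reduced at 1 and 1.5 h. *cbsB* (*saci_1859*, 1634446 to 1635378) had 263 ± 67 CPM at 0 h and log2 fold changes of -1.49 ± 0.38, -1.72 ± 0.38, -1.33 ± 0.37, -1.11 ± 0.37 and -0.22 ± 0.37, and was called reduced at 0.5, 1 and 1.5 h. *soxL2* (*saci_1860*, 1635417 to 1636394) had 295 ± 77.2 CPM at 0 h and log2 fold changes of -1.64 ± 0.33, -1.85 ± 0.33, -1.83 ± 0.33, -1.82 ± 0.33 and -1.02 ± 0.32, and was called reduced at 0.5, 1, 1.5 and 2 h. *soxN* (*saci_1861*, 1636425 to 1638038) had 652 ± 174 CPM at 0 h and log2 fold changes of -1.57 ± 0.35, -1.82 ± 0.35, -1.69 ± 0.35, -1.52 ± 0.35 and -0.82 ± 0.34, and was called reduced at 0.5, 1, 1.5 and 2 h. *odsN* (*saci_1862*, 1638061 to 1638354) had 125 ± 47.8 CPM at 0 h and log2 fold changes of -1.61 ± 0.40, -2.12 ± 0.41, -1.69 ± 0.40, -1.66 ± 0.40 and -0.78 ± 0.39, and was called reduced at 0.5, 1, 1.5 and 2 h. For the bc1 complex, adjusted p of the 17 calls lay between 0.000253 and 0.00712, and the other 8 adjusted p between 0.0111 and 0.63. Of the 17 calls for the bc1 complex, 4 were lost in the pair-only fit, 17 with glmTreat and 2 with a length offset. From fewer samples, the bc1 complex lost 14 without replicate 1, 17 without replicate 3 and 17 from the MiSeq runs only. On leaving out 1 sample at a time, the losses were 4 calls without 0 h replicate 1 (log2 fold changes -1.60 to -1.24), 9 calls without 0 h replicate 3 (log2 fold changes -1.50 to -1.09) and 3 calls without 0.5 h replicate 1 (log2 fold changes -1.33 to -1.20). Other losses were 3 calls without 0.5 h replicate 3 (log2 fold changes -1.29 to -1.16), 2 calls without 1 h replicate 1 (log2 fold changes -1.61 to -1.60) and 2 calls without 1 h replicate 3 (log2 fold changes -1.62 to -1.60). The losses also included 3 calls without 1.5 h replicate 1 (log2 fold changes -1.61 to -1.25), 2 calls without 1.5 h replicate 2 (log2 fold changes -1.48 to -1.35) and 3 calls without 1.5 h replicate 3 (log2 fold changes -1.58 to -1.28). Calls lost as well were *odsN* at 2 h without 2 h replicate 3 (-1.62, adjusted p = 0.012). Calls that held with a changed size were *cbsB* at 0.5 h without 0.5 h replicate 2 (-2.34, adjusted p = 5.2e-05). Calls gained were *cbsA* at 0.5 h without 0.5 h replicate 2 (-2.30, adjusted p = 6.4e-05). DESeq2 also called *cbsA* at 0.5 h (-1.36, adjusted p = 0.00264) and *cbsA* at 2 h (-1.25, adjusted p = 0.0045). Total counts only gained 6 calls for the bc1 complex. A replicate block for the culture added *cbsA* at 0.5 h (-1.48, adjusted p = 0.00811) and *cbsA* at 2 h (-1.33, adjusted p = 0.0099).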

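Genes of SoxABCDL come last. *soxD* (*saci_2086*, 1903839 to 1903961) had 262 ± 175 CPM at 0 h and log2 fold changes of -1.95 ± 0.42, -2.67 ± 0.44, -2.25 ± 0.43, -1.51 ± 0.42 and 0.23 ± 0.41, and was called reduced at 0.5, 1, 1.5 and 2 h. *soxC* (*saci_2087*, 1903968 to 1905656) had 3095 ± 1754 CPM at 0 h and log2 fold changes of -1.89 ± 0.42, -2.56 ± 0.43, -2.12 ± 0.42, -1.44 ± 0.41 and 0.19 ± 0.40, and was called reduced at 0.5, 1, 1.5 and 2 h. *soxB* (*saci_2088*, 1905649 to 1907175) had 2749.9 ± 1299.8 CPM at 0 h and log2 fold changes of -1.83 ± 0.37, -2.25 ± 0.37, -1.66 ± 0.37, -1.05 ± 0.36 and 0.33 ± 0.36, and was called reduced at 0.5, 1 and 1.5 h. *soxA* (*saci_2089*, 1907202 to 1907708) had 1556 ± 405 CPM at 0 h and log2 fold changes of -1.80 ± 0.34, -2.06 ± 0.35, -1.50 ± 0.34, -0.97 ± 0.34 and 0.27 ± 0.33, and was called reduced at 0.5, 1 and 1.5 h. *soxL* (*saci_2090*, 1908235 to 1909221) had 1281 ± 141 CPM at 0 h and log2 fold changes of -1.78 ± 0.38, -1.91 ± 0.38, -1.14 ± 0.38, -0.51 ± 0.37 and 1.04 ± 0.37, and was called reduced at 0.5 and 1 h. For SoxABCDL, adjusted p of the 16 calls lay between 0.000148 and 0.0078, and the other 9 adjusted p between 0.0187 and 0.699. Of the 16 calls for SoxABCDL, 5 were lost in the pair-only fit, 11 with glmTreat and 2 with a length offset. From fewer samples, SoxABCDL lost 5 without replicate 1, 3 without replicate 2, 16 without replicate 3, 13 from the MiSeq runs only and 2 from the HiSeq runs only. Each sample left out in turn lost 6 calls without 0 h replicate 2 (log2 fold changes -1.32 to -0.75), 2 calls without 0.5 h replicate 1 (log2 fold changes -1.74 to -1.69) and 3 calls without 0.5 h replicate 3 (log2 fold changes -1.72 to -1.60). Also lost were *soxA* at 1.5 h without 1.5 h replicate 2 (-1.33, adjusted p = 0.0109), 2 calls without 1.5 h replicate 3 (log2 fold changes -1.51 to -1.35) and 2 calls without 2 h replicate 1 (log2 fold changes -1.69 to -1.65). Lost in the same way were 2 calls without 2 h replicate 2 (log2 fold changes -1.32 to -1.27) and 2 calls without 2 h replicate 3 (log2 fold changes -1.55 to -1.43). New calls on leaving out 1 sample were *soxL* at 1.5 h without 1.5 h replicate 1 (-1.45, adjusted p = 0.00921). DESeq2 also called *soxL* at 1.5 h (-1.10, adjusted p = 0.00795) and *soxL* at 4 h (1.09, adjusted p = 0.00744). With the culture as a replicate block, the call gained was *soxL* at 1.5 h (-1.22, adjusted p = 0.00677).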

Transcript levels of six NADH dehydrogenase encoding genes (*saci_2338 - saci_2343*) and *SoxNL-CbsAB-OdsN* and *SoxABCDL* were reduced (Figure 5 and Supplementary Table S2). 

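Genes of SoxEFGHIM are in the order of their locus tags. *soxI* (*saci_2258*, 2100162 to 2100608) had 159 ± 35.7 CPM at 0 h and log2 fold changes of 0.01 ± 0.20, 1.13 ± 0.20, 1.66 ± 0.20, 2.00 ± 0.20 and 2.84 ± 0.21, and was called elevated at 1, 1.5, 2 and 4 h. *soxH* (*saci_2259*, 2100611 to 2101051) had 205 ± 59.5 CPM at 0 h and log2 fold changes of 0.21 ± 0.24, 1.102 ± 0.24, 1.61 ± 0.25, 2.05 ± 0.25 and 2.79 ± 0.26, and was called elevated at 1, 1.5, 2 and 4 h. *soxG* (*saci_2260*, 2101038 to 2102558) had 607 ± 167 CPM at 0 h and log2 fold changes of 1.01 ± 0.26, 1.81 ± 0.26, 2.18 ± 0.27, 2.54 ± 0.27 and 3.00 ± 0.28, and was called elevated at all 5 time points. *soxF* (*saci_2261*, 2102564 to 2103316) had 445 ± 46.7 CPM at 0 h and log2 fold changes of 1.47 ± 0.21, 2.07 ± 0.21, 2.24 ± 0.22, 2.45 ± 0.22 and 2.82 ± 0.22, and was called elevated at all 5 time points. *soxE* (*saci_2262*, 2103446 to 2104060) had 248 ± 17.8 CPM at 0 h and log2 fold changes of 1.29 ± 0.20, 1.49 ± 0.21, 1.18 ± 0.20, 1.06 ± 0.20 and 1.00 ± 0.20, and was called elevated at 0.5, 1, 1.5 and 2 h. *soxM* (*saci_2263*, 2104738 to 2107104) had 2052 ± 637 CPM at 0 h and log2 fold changes of 0.41 ± 0.22, 1.34 ± 0.23, 1.83 ± 0.23, 2.19 ± 0.23 and 2.95 ± 0.24, and was called elevated at 1, 1.5, 2 and 4 h. For SoxEFGHIM, adjusted p of the 26 calls lay between 4.26e-08 and 0.00549, and the other 4 adjusted p between 0.000563 and 0.983. Of the 26 calls for SoxEFGHIM, 5 were lost with total counts only, 3 in the pair-only fit, 10 with glmTreat, 1 with a length offset and 1 with runs as samples. From fewer samples, SoxEFGHIM lost 3 without replicate 1, 1 without replicate 2, 8 without replicate 3 and 6 from the MiSeq runs only. When 1 sample was left out, the lost calls were *soxG* at 0.5 h without 0 h replicate 1 (1.00, adjusted p = 0.0156), 2 calls without 0 h replicate 3 (log2 fold changes 0.86 to 0.99) and *soxG* at 0.5 h without 0.5 h replicate 2 (0.79, adjusted p = 0.0301). Lost too were *soxG* at 0.5 h without 0.5 h replicate 3 (1.09, adjusted p = 0.0108) and *soxH* at 1 h without 1 h replicate 2 (0.91, adjusted p = 0.0102). Gained without single samples were *soxE* at 4 h without 0 h replicate 1 (1.09, adjusted p = 0.000987), *soxE* at 4 h without 0 h replicate 3 (1.01, adjusted p = 0.00229) and *soxE* at 4 h without 4 h replicate 2 (1.12, adjusted p = 0.000414). DESeq2 also called *soxE* at 4 h (1.05, adjusted p = 1.47e-06). The replicate block added *soxE* at 4 h (1.00, adjusted p = 0.000273).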

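*doxB* (*saci_0097*, 72935 to 74701) had 597 ± 123 CPM at 0 h and log2 fold changes of -0.62 ± 0.25, -0.12 ± 0.24, 0.66 ± 0.25, 1.30 ± 0.25 and 2.66 ± 0.26, and was called elevated at 2 and 4 h. *doxC* (*saci_0098*, 74714 to 75799) had 281 ± 35.1 CPM at 0 h and log2 fold changes of -0.69 ± 0.35, -0.36 ± 0.34, 0.59 ± 0.35, 1.34 ± 0.35 and 2.89 ± 0.37, and was called elevated at 2 and 4 h. *doxE* (*saci_0099*, 75808 to 75993) had 36.5 ± 16.4 CPM at 0 h and log2 fold changes of -0.68 ± 0.43, -0.10 ± 0.42, 0.42 ± 0.42, 1.54 ± 0.43 and 3.07 ± 0.45, and was called elevated at 2 and 4 h. For DoxBCE, adjusted p of the 6 calls lay between 4.55e-07 and 0.00654, and the other 9 adjusted p between 0.0342 and 0.862. Of the 6 calls for DoxBCE, 3 were lost with total counts only, 3 with glmTreat and 2 with a length offset. From fewer samples, DoxBCE lost 3 without replicate 1, 3 without replicate 3 and 3 from the MiSeq runs only. Calls lost on leaving out single samples were 2 calls without 0 h replicate 1 (log2 fold changes 1.33 to 1.41), *doxE* at 2 h without 0 h replicate 3 (1.49, adjusted p = 0.0235) and 2 calls without 2 h replicate 1 (log2 fold changes 1.24 to 1.47). Further losses were 2 calls without 2 h replicate 3 (log2 fold changes 1.32 to 1.51). Gains on leaving out 1 sample were 2 calls without 0.5 h replicate 2 (log2 fold changes -1.43 to -1.40).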

Transcript levels of *SoxEFGHIM DoxBCE* were elevated during depletion (Figure 5 and Supplementary Table S2).

**FIGURE 5:**
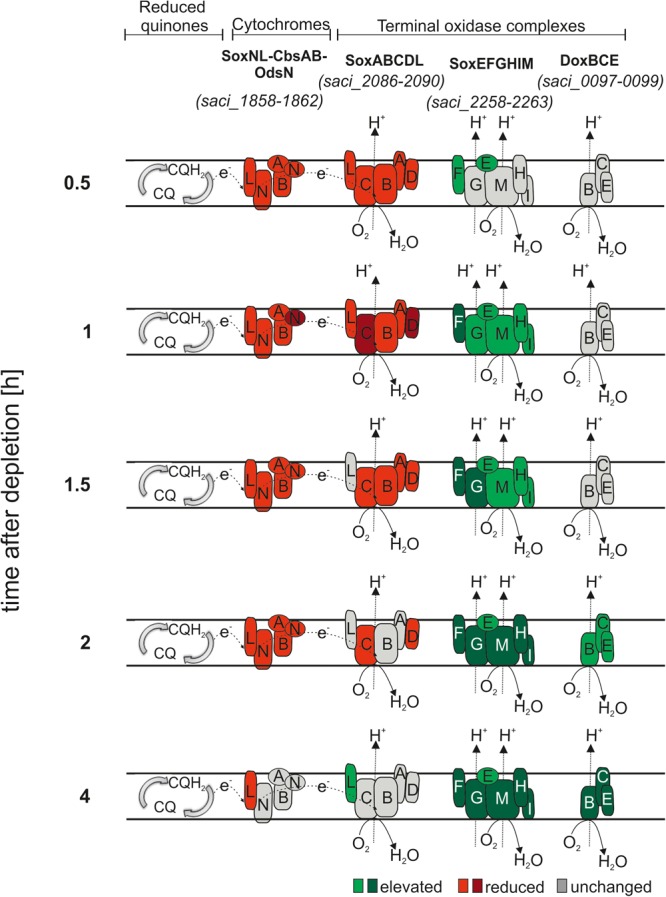
Transcript levels of the proposed aerobic respiratory chain protein coding genes of *S. acidocaldarius* during depletion. Immediately after the cells are shifted to nutrient depletion, transcript levels of the cytochrome oxidase bc1 complex (SoxNL-CbsAB-OdsN) and the terminal oxidase SoxABCDL are reduced (red) and after 2 h several subunits return to their basal level (gray). Inversely, elevated transcript levels are found for the terminal oxidase SoxEFGHIM under nutrient depletion (green). Elevated transcript levels of the DoxBCE complex are found after 2 h ours. CQ, caldariellaquinol. log2 onefold: lighter colors, log2 twofold and higher: darker colors.

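As a set, the 5 genes of the bc1 complex had mean log2 fold changes of -1.54, -1.84, -1.60, -1.48 and -0.64 in order of time, with adjusted p of 0.00116, 0.00172, 0.00352, 0.005 and 0.127 by fry. For SoxABCDL, the means were -1.85, -2.29, -1.73, -1.10 and 0.42 and the adjusted p 0.00113, 0.000579, 0.00214, 0.0236 and 0.234. The NADH dehydrogenase genes had means of -1.94, -1.67, -1.52, -1.19 and -0.74 with adjusted p of 0.00395, 0.0118, 0.0199, 0.0493 and 0.234. At 2 h, 3 of 5 bc1 genes and 2 of 5 SoxABCDL genes were called reduced, and 0 of either at 4 h. By camera, the adjusted p at 2 h were 0.0531 for bc1, 0.18 for SoxABCDL and 0.165 for NADH dehydrogenase. SoxABCDL at 2 h was not significant at 0.05 without 0 h replicate 2 and without 2 h replicate 2, with means down to -0.63. NADH dehydrogenase was not significant at 1.5 h without 0 h replicate 2, 1.5 h replicate 1 or 1.5 h replicate 3, where means reached -0.73, and at 2 h without 0 h replicate 2, 2 h replicate 1 or 2 h replicate 3, where they reached -0.39. At 2 h, replicates 1, 2 and 3 had SoxABCDL means of -0.28, -2.16 and -0.70. The bc1 means at 0.5 h were -2.28, -0.17 and -2.69 in the same replicates, and the mean of -1.54 became -2.31 without 0.5 h replicate 2 and -2.50 without replicate 2. That of NADH dehydrogenase at 0.5 h became -1.21 without 0 h replicate 2. With total counts only, the means at 4 h were -1.20 for bc1 (adjusted p = 0.0104) and -0.10 for SoxABCDL (adjusted p = 0.817). Tested between time points, SoxABCDL transcripts rose from 0.5 h to 4 h, by 2.18 for *soxD* (adjusted p = 0.000637) and by 2.83 for *soxL* (adjusted p = 3.97e-05). For bc1 the same comparison gave 1.27 for *cbsB* (adjusted p = 0.0108) and 0.62 for *soxL2* (adjusted p = 0.13).

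**Figure D2:**
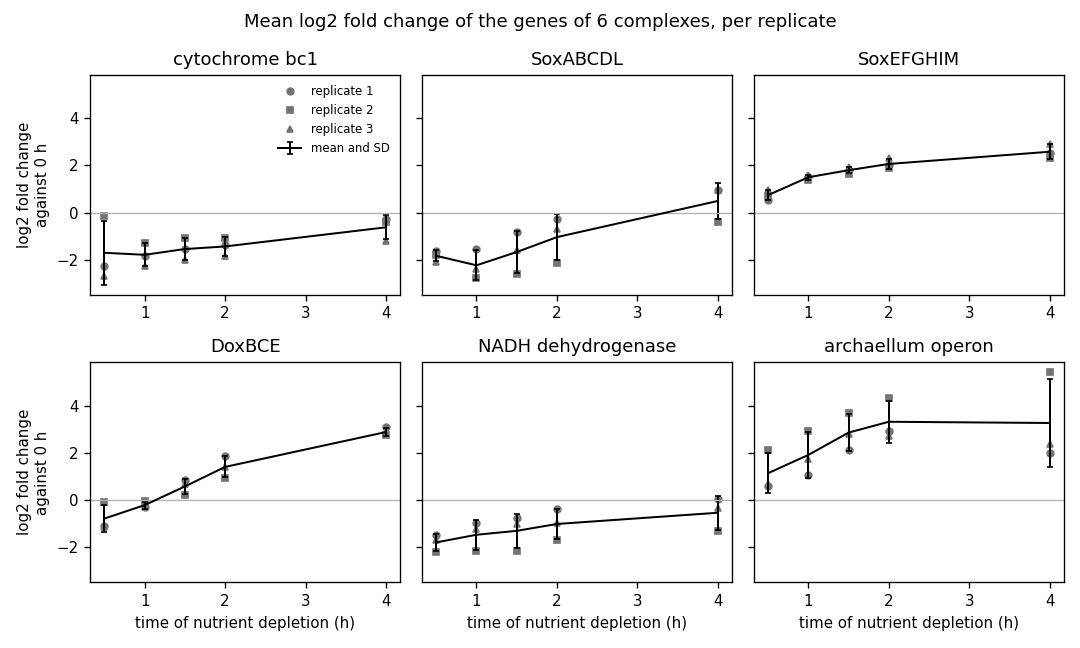
Mean log2 fold change of the genes of each complex against 0 h over time. Points are replicates 1, 2 and 3, each against its own 0 h sample.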

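The 3 genes of DoxBCE had mean log2 fold changes of -0.67, -0.19, 0.56, 1.39 and 2.87 in order of time, with adjusted p of 0.0386, 0.531, 0.0935, 0.00189 and 1.27e-05 by fry. The fall at 0.5 h was not significant at 0.05 without 0 h replicate 2, without 0 h replicate 3, without 0.5 h replicate 1 and without 0.5 h replicate 3, with means up to -0.37. Replicates 1, 2 and 3 had means of -1.09, -0.10 and -1.15 at 0.5 h and 1.86, 0.96 and 1.43 at 2 h. By camera, the adjusted p were 0.0983 at 2 h and 0.00489 at 4 h. The mean with total counts only was 1.02 at 2 h (adjusted p = 0.00467). Between 4 h and 1.5 h, *doxB* rose by 2.00 (adjusted p = 0.000419), *doxC* by 2.29 (adjusted p = 0.000903) and *doxE* by 2.65 (adjusted p = 0.00119).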

### Glutamate and Polyamine Metabolism

Polyamines, such as spermidine and putrescine are well known cytoplasmic buffering components that accumulate in Archaea and Bacteria to counteract cytoplasm acidification (Ferguson and Ingledew, 2008; Slonczewski et al., 2009). Arginine is a well-known precursor for spermidine synthesis in *Sulfolobus* spp. and recently, the lysine and arginine synthesis pathways of *S. acidocaldarius* were characterized (Ouchi et al., 2013). The pathway for spermidine and putrescine from glutamate biogenesis was reconstituted in *S. solfataricus* and the respective homologs were identified in *S. acidocaldarius* using bioinformatics (Esser et al., 2013). As shown in Figure 6, transcript levels of several genes involved in arginine, spermidine and putrescine synthesis were affected during depletion. 

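Genes of the pathway are given with their log2 fold changes in order of time. *lysZ* (*saci_0751*, 601207 to 601992) had 232 ± 61.9 CPM at 0 h and log2 fold changes of -0.89 ± 0.23, -1.09 ± 0.23, -1.29 ± 0.23, -1.45 ± 0.23 and -1.80 ± 0.24, and was called reduced at 1, 1.5, 2 and 4 h. *lysW* (*saci_0753*, 602479 to 602649) had 28.5 ± 0.365 CPM at 0 h and log2 fold changes of 0.49 ± 0.48, 1.02 ± 0.48, 0.81 ± 0.48, -0.08 ± 0.48 and -1.35 ± 0.50, and was not called. *lysY* (*saci_0750*, 600153 to 601205) had 387 ± 31.4 CPM at 0 h and log2 fold changes of -1.32 ± 0.26, -1.89 ± 0.26, -2.08 ± 0.26, -2.11 ± 0.27 and -2.71 ± 0.27, and was called reduced at all 5 time points. *argX* (*saci_1621*, 1384602 to 1385450) had 649 ± 250.0 CPM at 0 h and log2 fold changes of -1.68 ± 0.29, -1.69 ± 0.29, -1.57 ± 0.29, -1.44 ± 0.29 and -1.47 ± 0.29, and was called reduced at all 5 time points. *lysK* (*saci_0756*, 604611 to 605651) had 99.1 ± 20.9 CPM at 0 h and log2 fold changes of -0.44 ± 0.46, 0.43 ± 0.46, 1.03 ± 0.47, 0.94 ± 0.47 and -0.34 ± 0.46, and was not called. *argF* (*saci_1408*, 1200053 to 1200973) had 58.7 ± 18.2 CPM at 0 h and log2 fold changes of 1.05 ± 0.19, 0.80 ± 0.19, 0.58 ± 0.19, 0.37 ± 0.19 and 0.09 ± 0.19, and was called elevated at 0.5 h. *lysJ* (*saci_0755*, 603500 to 604663) had 132 ± 18.7 CPM at 0 h and log2 fold changes of 0.47 ± 0.60, 1.78 ± 0.61, 2.37 ± 0.62, 2.10 ± 0.62 and 0.05 ± 0.60, and was called elevated at 1.5 and 2 h. For the arginine pathway, adjusted p of the 17 calls lay between 5.69e-07 and 0.00924, and the other 18 adjusted p between 0.00301 and 0.953. Among the genes not called reduced were *lysW*, *lysK*, *argF* and *lysJ*. The smallest adjusted p of *lysW* for a fall was 0.0276 at 4 h, and *lysK* had 0.548 there. *lysK* overlaps neighbouring genes on its own strand over 6.63% of its length. Of the 17 calls for the arginine pathway, 2 were lost with total counts only, 4 in the pair-only fit, 12 with glmTreat, 1 with a length offset and 1 with runs as samples. From fewer samples, the arginine pathway lost 5 without replicate 1, 2 without replicate 2, 12 without replicate 3, 11 from the MiSeq runs only and 2 from the HiSeq runs only. Removing 1 sample at a time lost 3 calls without 0 h replicate 1 (log2 fold changes -0.96 to 2.52), 3 calls without 0 h replicate 2 (log2 fold changes 0.83 to 2.46) and 3 calls without 0 h replicate 3 (log2 fold changes -0.94 to 2.32). Other losses were *lysZ* at 1 h without 1 h replicate 1 (-0.996, adjusted p = 0.00917), *lysJ* at 1.5 h without 1.5 h replicate 2 (1.94, adjusted p = 0.0226) and *lysJ* at 2 h without 2 h replicate 1 (2.32, adjusted p = 0.0105). The losses also included *lysJ* at 2 h without 2 h replicate 2 (1.18, adjusted p = 0.0919). Added on leaving out 1 sample were *argF* at 1 h without 0 h replicate 1 (1.05, adjusted p = 0.0005), *lysZ* at 0.5 h without 0 h replicate 2 (-1.10, adjusted p = 0.00182) and 2 calls without 1 h replicate 2 (log2 fold changes 1.44 to 2.18). DESeq2 also called *lysJ* at 1 h (1.80, adjusted p = 0.00525). With the culture as a replicate block, *lysJ* at 2 h was 1.95 (adjusted p = 0.0129) and not called.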

In agreement with the observed downregulation of the transcriptional activator *lysM* (Saci_0752, see below) the transcript levels of all genes of the arginine biosynthesis pathway were decreased with the only exception of *lysJ* (*saci_0755*) (Figure 6 and Supplementary Table S2). Further, transcript levels of *argG* (*saci_1617*, argininosuccinate synthase), *argH* (argininosuccinate lyase), *speA* (*saci_1363*, arginine decarboxylase), *speB* [*saci_0863* (arginase family enzyme)] and *speE* (*saci_0643*, Spermidine synthase) were reduced (Supplementary Table S2 and Figure 6). However, proteome studies revealed an increased abundance of LysZ (Saci_0751) and ornithine carbamoyltransferase (ArgF; Saci_1408), suggesting that the transcriptional changes are not manifested at protein level.

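*argG* (*saci_1617*, 1377839 to 1379014) had 1606 ± 1195 CPM at 0 h and log2 fold changes of -1.40 ± 0.47, -1.95 ± 0.48, -2.38 ± 0.49, -2.52 ± 0.49 and -3.17 ± 0.51, and was called reduced at 1, 1.5, 2 and 4 h. *argH* (*saci_1618*, 1379015 to 1380358) had 1060.2 ± 742 CPM at 0 h and log2 fold changes of -1.34 ± 0.51, -1.62 ± 0.51, -1.84 ± 0.51, -1.93 ± 0.52 and -2.56 ± 0.53, and was called reduced at 1.5, 2 and 4 h. *speA* (*saci_1363*, 1165329 to 1165721) had 1836 ± 296 CPM at 0 h and log2 fold changes of -1.01 ± 0.20, -1.14 ± 0.20, -1.57 ± 0.20, -1.49 ± 0.20 and -1.16 ± 0.20, and was called reduced at all 5 time points. *speB* (*saci_0863*, 691161 to 692051) had 198 ± 16 CPM at 0 h and log2 fold changes of -0.23 ± 0.21, -0.78 ± 0.21, -1.31 ± 0.22, -1.43 ± 0.22 and -1.91 ± 0.22, and was called reduced at 1.5, 2 and 4 h. *speE* (*saci_0643*, 511688 to 512596) had 1101 ± 383 CPM at 0 h and log2 fold changes of -1.57 ± 0.28, -1.92 ± 0.28, -2.00 ± 0.28, -2.14 ± 0.28 and -2.47 ± 0.28, and was called reduced at all 5 time points. For these 5 genes, adjusted p of the 20 calls lay between 2.39e-06 and 0.00698, and the other 5 adjusted p between 0.00759 and 0.402. Of the 20 calls for *argG*, *argH*, *speA*, *speB* and *speE*, 1 was lost with DESeq2, 1 with RLE size factors, 5 in the pair-only fit, 12 with glmTreat and 2 with runs as samples. From fewer samples, *argG*, *argH*, *speA*, *speB* and *speE* lost 6 without replicate 1, 1 without replicate 2, 10 without replicate 3, 10 from the MiSeq runs only and 1 from the HiSeq runs only. Without 1 sample, lost calls were 3 calls without 0 h replicate 2 (log2 fold changes -1.13 to -1.04), 2 calls without 0 h replicate 3 (log2 fold changes -0.998 to -0.89) and *speA* at 0.5 h without 0.5 h replicate 1 (-0.99, adjusted p = 0.00489). Calls lost as well were *speA* at 0.5 h without 0.5 h replicate 2 (-0.9997, adjusted p = 0.0036), *argG* at 1 h without 1 h replicate 1 (-1.76, adjusted p = 0.0213) and 2 calls without 1 h replicate 3 (log2 fold changes -1.84 to -0.999). Also lost were *argH* at 1.5 h without 1.5 h replicate 1 (-1.54, adjusted p = 0.0446), *argH* at 1.5 h without 1.5 h replicate 3 (-1.70, adjusted p = 0.0356) and *argH* at 2 h without 2 h replicate 1 (-1.77, adjusted p = 0.0259). Lost in the same way were *argH* at 2 h without 2 h replicate 3 (-1.65, adjusted p = 0.0274). Calls that held with a changed size were *argG* at 1.5 h without 0 h replicate 2 (-1.52, adjusted p = 0.00738) and *argG* at 2 h without 0 h replicate 2 (-1.64, adjusted p = 0.00417). DESeq2 also called *argG* at 0.5 h (-1.40, adjusted p = 0.00942) and *argH* at 1 h (-1.62, adjusted p = 0.00355). Added with the replicate block were *argH* at 0.5 h (-1.11, adjusted p = 0.00773) and *argH* at 1 h (-1.54, adjusted p = 0.000709).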

**FIGURE 6:**
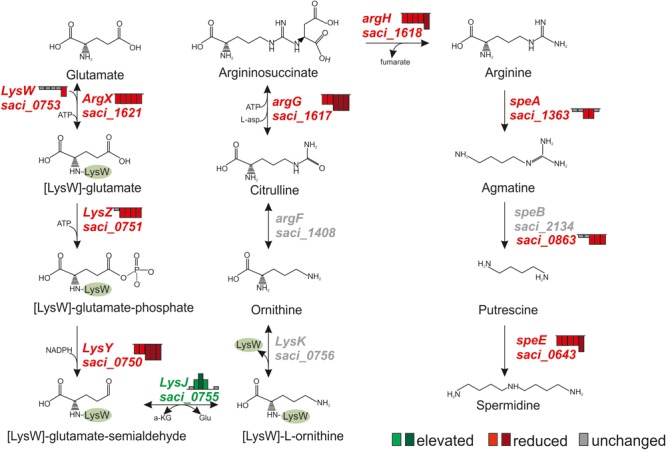
Transcript level changes of genes whose products function in the polyamine synthesis pathway in *S. acidocaldarius*. Height of Bars next to affected genes depict the respective fold change of transcript levels after 0.5, 1, 1.5, 2, and 4 h. Red indicates reduced transcript levels, green indicates elevated transcript levels, gray indicates basal levels compared to time point 0 h (log2 onefold: lighter colors, log2 twofold and higher: darker colors).

### Translation Machinery and Protein Quality Control

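*aIF2γ* (*saci_0832*, 666633 to 667883) had 740.1 ± 128 CPM at 0 h. For *aIF2γ*, the log2 fold changes in order of time were -0.63 ± 0.24, -0.79 ± 0.24, -0.90 ± 0.24, -1.14 ± 0.24 and -1.63 ± 0.24. *aIF2γ* had adjusted p of 0.0466, 0.0128, 0.00522, 0.000887 and 3.19e-05 in the same order, and it was called reduced at 2 and 4 h. *aIF1* (*saci_0964*, 771269 to 771595) had 250.3 ± 107 CPM at 0 h. *aIF1* had log2 fold changes of -0.51 ± 0.39, -1.02 ± 0.39, -1.13 ± 0.39, -1.27 ± 0.39 and -1.21 ± 0.39 in order of time. For *aIF1*, the adjusted p were 0.313, 0.0416, 0.0242, 0.0127 and 0.0141, and it was not called at any time point. *ABCE1* (*saci_0672*, 532970 to 534784) had 382 ± 25.9 CPM at 0 h. *ABCE1* changed by -0.78 ± 0.25, -0.86 ± 0.25, -0.96 ± 0.25, -1.12 ± 0.26 and -1.31 ± 0.26 on the log2 scale, in order of time. The p of *ABCE1*, after adjustment, were 0.0227, 0.0116, 0.00481, 0.0016 and 0.000408, and it was called reduced at 2 and 4 h. *aIF5A* (*saci_1311*, 1117011 to 1117406) had 386 ± 37.3 CPM at 0 h. For *aIF5A*, the log2 fold changes in order of time were -0.57 ± 0.28, -0.83 ± 0.28, -0.94 ± 0.28, -1.15 ± 0.28 and -1.45 ± 0.29. *aIF5A* had adjusted p of 0.118, 0.0241, 0.011, 0.00278 and 0.000436 in the same order, and it was called reduced at 2 and 4 h. Of the 6 calls for *aIF2γ*, *aIF1*, *ABCE1* and *aIF5A*, 2 were lost in the pair-only fit, 6 with glmTreat and 1 with a length offset. From fewer samples, *aIF2γ*, *aIF1*, *ABCE1* and *aIF5A* lost 5 without replicate 1, 5 without replicate 3 and 5 from the MiSeq runs only. With 1 sample left out, lost calls were 2 calls without 0 h replicate 1 (log2 fold changes -1.10 to -0.98), 2 calls without 0 h replicate 2 (log2 fold changes -1.003 to -0.92) and *aIF5A* at 2 h without 0 h replicate 3 (-1.12, adjusted p = 0.0108). Lost too were *aIF5A* at 2 h without 2 h replicate 1 (-1.16, adjusted p = 0.0112) and 3 calls without 2 h replicate 3 (log2 fold changes -0.94 to -0.90). Calls gained were 3 calls without 0 h replicate 2 (log2 fold changes -1.51 to -1.39) and *aIF2γ* at 1.5 h without 1.5 h replicate 2 (-1.001, adjusted p = 0.00824). DESeq2 also called *aIF1* at 2 h (-1.21, adjusted p = 0.00585) and *aIF1* at 4 h (-1.16, adjusted p = 0.00739). Total counts only gained 9 calls for *aIF2γ*, *aIF1*, *ABCE1* and *aIF5A*. A replicate block for the culture added *aIF1* at 1.5 h (-1.10, adjusted p = 5.41e-05), *aIF1* at 2 h (-1.23, adjusted p = 1.75e-05) and *aIF1* at 4 h (-1.17, adjusted p = 2.24e-05).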

Transcript levels of translation initiation factors were decreased (*alF2y*/*saci_0832* after 2-4 h, alF1/*saci_0964* after 1.5-4 h, *ABCE1*/*saci_0672* after 2–4 h and *alF5A*/*saci_1311* after 2–4 h) or not affected by starvation (Supplementary Table S2). On the proteome level we observed reduced protein levels for alF2y after 0.5 h and elevated protein levels of Saci_695 (alF5B) after 0.5-1.5 h and alF5A after 1.5 h (Supplementary Tables S2, S3). In addition, many ribosomal proteins of the 30S and 50S ribosomal subunits were mostly downregulated on transcript – and less abundant on protein level (Supplementary Tables S2, S3).

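Supplementary Table S2 lists 31 genes of ribosomal proteins. In order of time, 8, 10, 13, 14 and 26 of them were called reduced and 0 elevated, and all 31 log2 fold changes were negative at each time point. With p adjusted over the list alone the counts were 8, 10, 13, 14 and 29, and the list was chosen by the study from these samples. Called reduced at least once were 26, at all 5 time points 7, and never 5. The mean log2 fold changes were -0.84, -0.95, -1.02, -1.20 and -1.63 and the medians -0.86, -0.84, -0.85, -1.11 and -1.54. Single genes at 4 h ranged from -2.66 to -0.99. By camera the adjusted p of the set were 2.42e-06, 1.16e-06, 3.3e-06, 5.03e-07 and 1.12e-09. By fry they were at most 0.00081, and under the estimated correlation at least 0.194. Leaving out 1 sample gave means at 4 h from -1.77 to -1.43, and total counts only gave -2.20. Replicates 1, 2 and 3 had means of -1.45, -1.35 and -2.23 at 4 h.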

Archaeal ubiquitin-like (Ubl) modifier proteins are covalently attached to various targets (urmylation) and target them for degradation in the proteasome (Anjum et al., 2015). 

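*saci_0613* (490043 to 490771) had 787 ± 83.4 CPM at 0 h and 377 ± 81.2 CPM at 4 h. For *saci_0613*, the log2 fold changes in order of time were -0.02 ± 0.28, -0.42 ± 0.28, -0.63 ± 0.28, -0.92 ± 0.29 and -1.06 ± 0.29. *saci_0613* had adjusted p of 0.956, 0.246, 0.0737, 0.013 and 0.00457 in the same order, and it was called reduced at 4 h. *saci_0909* (728973 to 729584) had 632 ± 76.9 CPM at 0 h and 328 ± 90.2 CPM at 4 h. *saci_0909* had log2 fold changes of -1.06 ± 0.20, -1.28 ± 0.20, -1.34 ± 0.20, -1.38 ± 0.20 and -0.95 ± 0.20 in order of time. For *saci_0909*, the adjusted p were 0.000574, 8.5e-05, 3.88e-05, 2.6e-05 and 0.000617, and it was called reduced at 0.5, 1, 1.5 and 2 h. PAC2 (*saci_0658*, 521575 to 522297) had 385 ± 70.6 CPM at 0 h and 253 ± 31.4 CPM at 4 h. PAC2 changed by -1.01 ± 0.17, -1.06 ± 0.17, -1.18 ± 0.17, -1.07 ± 0.17 and -0.61 ± 0.17 on the log2 scale, in order of time. The p of PAC2, after adjustment, were 0.000227, 0.000106, 2.69e-05, 6.12e-05 and 0.00496, and it was called reduced at 0.5, 1, 1.5 and 2 h. PAC2 overlaps neighbouring genes over 8.02% of its length, and over 0.138% on its own strand. Of the 9 calls for *saci_0613*, *saci_0909* and PAC2, 1 was lost with at least 10 counts required in every sample, 1 in the pair-only fit, 9 with glmTreat and 4 with runs as samples. From fewer samples, *saci_0613*, *saci_0909* and PAC2 lost 2 without replicate 1, 4 without replicate 2, 6 without replicate 3, 4 from the MiSeq runs only and 5 from the HiSeq runs only. Single samples left out lost *saci_0613* at 4 h without 0 h replicate 1 (-0.96, adjusted p = 0.0203), 4 calls without 0 h replicate 2 (log2 fold changes -0.97 to -0.84) and 2 calls without 0 h replicate 3 (log2 fold changes -1.03 to -0.99). Further losses were 2 calls without 0.5 h replicate 1 (log2 fold changes -0.997 to -0.98), PAC2 at 0.5 h without 0.5 h replicate 3 (-0.98, adjusted p = 0.00191) and PAC2 at 1 h without 1 h replicate 1 (-0.96, adjusted p = 0.000859). Other losses were *saci_0613* at 4 h without 4 h replicate 1 (-1.12, adjusted p = 0.0118) and *saci_0613* at 4 h without 4 h replicate 3 (-0.90, adjusted p = 0.0261). New calls on leaving out 1 sample were *saci_0909* at 4 h without 0 h replicate 1 (-1.01, adjusted p = 0.000755), *saci_0613* at 2 h without 2 h replicate 2 (-1.11, adjusted p = 0.00941), *saci_0909* at 4 h without 4 h replicate 1 (-1.01, adjusted p = 0.0017) and *saci_0909* at 4 h without 4 h replicate 3 (-1.12, adjusted p = 0.000405). From these and the translation genes the paper proposes that protein synthesis and protein quality control seem to be reduced or shifted.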

Transcript levels of proteasome subunits (*saci*_*0613* and *saci*_*0909*) as well as the proteasome assembly chaperone PAC2 (*saci_0658*) were decreased during nutrient depletion (Supplementary Table S2). Thus, as a consequence of nutrient depletion protein synthesis as well as protein quality control seem to be reduced or shifted toward synthesis of proteins with essential function in cellular survival.

### Glycosylation

Many archaeal extracellular proteins are *N*-glycosylated and this modification is important for the stability of the cell envelope (S-layer) (Jarrell et al., 2014). 

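*aglH* (*saci_0093*, 70488 to 71474) had 245 ± 152 CPM at 0 h and 46.9 ± 9.66 CPM at 4 h. *aglH* had log2 fold changes of -2.47 ± 0.35, -2.53 ± 0.35, -2.68 ± 0.35, -2.47 ± 0.35 and -2.39 ± 0.34 in order of time. For *aglH*, the adjusted p were 8.64e-05, 3.31e-05, 1.19e-05, 2.08e-05 and 2.34e-05, and it was called reduced at all 5 time points. *aglB* (*saci_1274*, 1083596 to 1085860) had 1833 ± 960.3 CPM at 0 h and 506 ± 221 CPM at 4 h. *aglB* changed by -1.71 ± 0.42, -1.80 ± 0.42, -1.85 ± 0.42, -1.76 ± 0.42 and -1.86 ± 0.42 on the log2 scale, in order of time. The p of *aglB*, after adjustment, were 0.00425, 0.00252, 0.00174, 0.00223 and 0.00132, and it was called reduced at all 5 time points. The values of *agl2* are given with glycogen synthesis. Of the 10 calls for *aglH* and *aglB*, 2 were lost in the pair-only fit and 5 with glmTreat. From fewer samples, *aglH* and *aglB* lost 5 without replicate 1, 6 without replicate 3 and 1 from the MiSeq runs only. On leaving out 1 sample at a time, the losses were 5 calls without 0 h replicate 2 (log2 fold changes -1.32 to -1.17), *aglB* at 0.5 h without 0.5 h replicate 1 (-1.54, adjusted p = 0.0264) and *aglB* at 0.5 h without 0.5 h replicate 3 (-1.58, adjusted p = 0.0243). The losses also included *aglB* at 1 h without 1 h replicate 1 (-1.63, adjusted p = 0.0159), *aglB* at 1 h without 1 h replicate 3 (-1.70, adjusted p = 0.0149) and *aglB* at 1.5 h without 1.5 h replicate 1 (-1.63, adjusted p = 0.0146). Calls lost as well were *aglB* at 1.5 h without 1.5 h replicate 3 (-1.65, adjusted p = 0.0147), *aglB* at 2 h without 2 h replicate 1 (-1.70, adjusted p = 0.012) and *aglB* at 2 h without 2 h replicate 3 (-1.53, adjusted p = 0.0146).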

As depicted in Supplementary Table S2, transcript level of genes whose products function in the *N*-glycosylation pathway were decreased upon nutrient depletion [*aglH* (*saci_0093), agl2* (*saci_0422)*, aglB (*saci_1274*)] (Gavel and von Heijne, 1990; Meyer et al., 2011, 2017; Meyer and Albers, 2014). 

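*saci_1148* (960722 to 962470) had 252 ± 37.5 CPM at 0 h and 1882 ± 605 CPM at 4 h. For *saci_1148*, the log2 fold changes in order of time were 0.50 ± 0.26, 1.80 ± 0.27, 2.68 ± 0.28, 3.06 ± 0.28 and 2.90 ± 0.28. *saci_1148* had adjusted p of 0.141, 6.7e-05, 1.51e-06, 4.16e-07 and 3.92e-07 in the same order, and it was called elevated at 1, 1.5, 2 and 4 h. The rise between 0.5 h and 1.5 h was 2.18 (adjusted p = 8.69e-05). Of the 4 calls for *saci_1148*, 1 was lost with glmTreat. *saci_1148* kept every call without any 1 of the replicates and from the runs of either instrument. *saci_1148* lost no call when 1 sample was left out.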

Increased transcript levels were found for an asparagine amidase encoding gene (*saci_1148*), whose product is presumably removing asparagine-linked chains from glycoproteins and glycopeptides (Supplementary Table S2). This might constitute a recycling mechanism for glycans. In addition, multiple transcript levels of genes encoding for glycosyltransferases family 2 (*saci_0124, saci_0956, saci_1011*) were decreased at all time points (Supplementary Table S2). These findings suggest that nutrient depletion induces cell envelope changes in *S. acidocaldarius*.

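*saci_0124* (93482 to 94768) had 317 ± 64.5 CPM at 0 h and 82.5 ± 11.1 CPM at 4 h. *saci_0124* had log2 fold changes of -1.16 ± 0.20, -1.31 ± 0.20, -1.58 ± 0.20, -1.59 ± 0.20 and -1.94 ± 0.21 in order of time. For *saci_0124*, the adjusted p were 0.000374, 8.94e-05, 1.1e-05, 9.27e-06 and 1.03e-06, and it was called reduced at all 5 time points. *saci_0956* (764375 to 765568) had 185 ± 71 CPM at 0 h and 73.4 ± 12.1 CPM at 4 h. *saci_0956* changed by -1.60 ± 0.26, -1.51 ± 0.25, -1.58 ± 0.26, -1.43 ± 0.25 and -1.34 ± 0.25 on the log2 scale, in order of time. The p of *saci_0956*, after adjustment, were 0.00019, 0.000182, 9.63e-05, 0.000209 and 0.000304, and it was called reduced at all 5 time points. *saci_1011* (810925 to 811593) had 131 ± 40.3 CPM at 0 h and 55 ± 2.79 CPM at 4 h. For *saci_1011*, the log2 fold changes in order of time were -1.10 ± 0.22, -1.25 ± 0.22, -1.45 ± 0.22, -1.27 ± 0.22 and -1.25 ± 0.22. *saci_1011* had adjusted p of 0.000936, 0.000264, 5.46e-05, 0.000163 and 0.000147 in the same order, and it was called reduced at all 5 time points. Of the 15 calls for *saci_0124*, *saci_0956* and *saci_1011*, 1 was lost in the pair-only fit and 13 with glmTreat. From fewer samples, *saci_0124*, *saci_0956* and *saci_1011* lost 2 without replicate 1, 1 without replicate 2, 9 without replicate 3, 8 from the MiSeq runs only and 2 from the HiSeq runs only. Each sample left out in turn lost 5 calls without 0 h replicate 2 (log2 fold changes -0.97 to -0.83) and *saci_1011* at 0.5 h without 0.5 h replicate 1 (-0.99, adjusted p = 0.00742). *saci_1011* overlaps neighbouring genes over 8.67% of its length, and over 5.68% on its own strand. From the decrease of these transcripts the paper raises a change of the cell envelope on nutrient depletion, as a tentative reading.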

### Transcriptional Regulation of the Archaellum Operon During Nutrient Depletion

Motility is the only well-described physiological process that is regulated in response to nutrient limitation in *S. acidocaldarius* (Lassak et al., 2012, 2013). *S. acidocaldarius* uses a type IV pilus like structure, the archaellum, for motility. The archaellum of *S. acidocaldarius* is composed of seven essential proteins (FlaB, FlaX, FlaG, FlaF, FlaH, FlaI, and FlaJ) transcribed from an operon controlled by two promoters (p*flaB* and pf*laX*) (Lassak et al., 2012). 

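The operon *flaBXGFHIJ* had mean log2 fold changes over its 7 genes of 1.82, 2.73, 3.25 and 3.50 at 1, 1.5, 2 and 4 h, with adjusted p of 0.00641, 0.00076, 0.000446 and 0.000955 by fry and 0.0197, 0.00264, 0.00151 and 0.00352 by camera. Called elevated were 1, 3, 6, 7 and 7 of the 7 genes in order of time. The means of replicates 1, 2 and 3 were 2.11, 3.71 and 2.80 at 1.5 h and 2.01, 5.43 and 2.40 at 4 h. Without 1 sample, the mean at 4 h lay between 2.46 and 3.97. With total counts only it was 2.86 at 4 h. Fold changes fell from *flaB* to *flaJ* in the order of the genes at all 5 time points, with Spearman's rho of -1 and an exact permutation p of 0.000397 (2-sided, adjusted over 5 time points). In single cultures, rho was -1, -0.18 and -0.96 at 0.5 h and -1, -0.75 and -1 at 4 h for replicates 1, 2 and 3. The 7 genes share an operon and are not independent. Proteins were not analysed here.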

The analysis of the regulation of archaellum transcripts in this study was in accordance with earlier results (Lassak et al., 2012, 2013; Hoffmann et al., 2016; Haurat et al., 2017; Li et al., 2017) and thereby validated our current study (Figure 7 and Supplementary Table S2). Unfortunately, archaellum forming proteins were not found in our proteome analysis, which is presumably caused by their membrane and extracellular localization. However, the appearance of *fla* gene transcripts aligned well with earlier Western Blot studies on the expression of FlaB and FlaX (Hoffmann et al., 2016). Transcription of the operon is regulated by the archaellum regulatory network (Arn). The activity of several positive and negative transcription regulators of the Arn depends on reversible phosphorylation by the eukaryotic-like protein kinases ArnC, ArnD, and ArnS (Reimann et al., 2012; Hoffmann et al., 2016; Haurat et al., 2017). In the presence of nutrients, transcription of the archaellum operon is repressed by the ArnA-ArnB complex (Reimann et al., 2012). In this study elevated transcript levels of *arnB* and *arnC* were found after 2–4 h and 1.5 h, respectively (Figure 7 and Supplementary Table S2). 

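*arnB* (*saci_1211*, 1029690 to 1030832) had 1213 ± 267 CPM at 0 h and 3109.6 ± 1326 CPM at 4 h. *arnB* changed by 0.70 ± 0.41, 0.89 ± 0.41, 1.19 ± 0.42, 1.199 ± 0.42 and 1.36 ± 0.42 on the log2 scale, in order of time. The p of *arnB*, after adjustment, were 0.186, 0.0911, 0.0252, 0.023 and 0.0107, and it was not called at any time point. *arnC* (*saci_1193*, 1011620 to 1013611) had 923 ± 128 CPM at 0 h and 1954 ± 1985 CPM at 4 h. For *arnC*, the log2 fold changes in order of time were 0.49 ± 0.50, 0.70 ± 0.50, 1.22 ± 0.51, 1.61 ± 0.51 and 1.08 ± 0.51. *arnC* had adjusted p of 0.468, 0.278, 0.0562, 0.0149 and 0.077 in the same order, and it was not called at any time point. Gained without single samples were *arnB* at 4 h without 4 h replicate 3 (1.62, adjusted p = 0.00539). DESeq2 called 4 of these changes, with log2 fold changes of 1.22 to 1.67. With the culture as a replicate block, calls gained were *arnC* at 2 h (1.53, adjusted p = 0.00878), *arnB* at 1.5 h (1.15, adjusted p = 0.00726), *arnB* at 2 h (1.13, adjusted p = 0.00768) and *arnB* at 4 h (1.26, adjusted p = 0.00351). In the pair-only fit, *arnC* at 1.5 h (1.22, adjusted p = 0.00888) and *arnC* at 2 h (1.65, adjusted p = 0.00228) were called.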

Elevated transcript levels of the major transcriptional activator of the archaellum operon, *arnR*, was found, reaching its maximum at 1.5–2 h after nutrient depletion, confirming earlier results obtained by qRT-PCR (Haurat et al., 2017) (Figure 7 and Supplementary Table S2). 

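*arnR* (*saci_1180*, 994943 to 995752) had 266 ± 209 CPM at 0 h and 1150.2 ± 288 CPM at 4 h. *arnR* had log2 fold changes of 2.30 ± 0.51, 2.39 ± 0.51, 2.54 ± 0.51, 2.36 ± 0.51 and 2.11 ± 0.51 in order of time. For *arnR*, the adjusted p were 0.00207, 0.00124, 0.000677, 0.00105 and 0.00201, and it was called elevated at all 5 time points. The largest value was at 1.5 h. *arnR* differed between 4 h and 1.5 h by -0.43 (adjusted p = 0.583). Of the 5 calls for *arnR*, 1 was lost with total counts only, 5 in the pair-only fit and 4 with glmTreat. From fewer samples, *arnR* lost 1 call without replicate 1, 5 without replicate 3 and 5 from the MiSeq runs only. With any 1 sample left out, *arnR* kept every call.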

ArnR senses a so far unidentified signal, binds to the *flaB* promoter and induces operon transcription (Lassak et al., 2013). In contrast, transcript levels of *arnR1*, encoding an ArnR homolog, were strongly reduced at all time points (Supplementary Table S2). 

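*arnR1* (*saci_1171*, 987087 to 987896) had 346 ± 216 CPM at 0 h and 80.1 ± 9.33 CPM at 4 h. *arnR1* changed by -1.22 ± 0.39, -2.23 ± 0.40, -2.42 ± 0.41, -2.60 ± 0.41 and -2.11 ± 0.40 on the log2 scale, in order of time. The p of *arnR1*, after adjustment, were 0.0197, 0.000326, 0.000135, 6.42e-05 and 0.000304, and it was called reduced at 1, 1.5, 2 and 4 h. The 4 calls for *arnR1* held under all the alternatives of scaling, filter and test. From fewer samples, *arnR1* lost 4 without replicate 1, 4 without replicate 3 and 4 from the MiSeq runs only. No call for *arnR1* was lost when any 1 sample was left out. Gains on leaving out 1 sample were *arnR1* at 0.5 h without 0 h replicate 2 (-1.64, adjusted p = 0.000516). DESeq2 also called *arnR1* at 0.5 h (-1.20, adjusted p = 0.00822).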

Transcript levels of the Lrs14-type transcriptional biofilm and motility regulator *abfR1* were reduced during the initial phases (time points 0.5–1.5 h) of nutrient depletion (Figure 7 and Supplementary Table S2). 

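*abfR1* (*saci_0446*, 380078 to 380428) had 417 ± 235 CPM at 0 h and 316 ± 72.2 CPM at 4 h. For *abfR1*, the log2 fold changes in order of time were -2.60 ± 0.44, -2.44 ± 0.44, -1.87 ± 0.43, -1.30 ± 0.42 and -0.40 ± 0.41. *abfR1* had adjusted p of 0.000288, 0.000306, 0.00174, 0.0162 and 0.421 in the same order, and it was called reduced at 0.5, 1 and 1.5 h. *abfR1* rose between 0.5 h and 4 h by 2.20 (adjusted p = 0.000654). A gene on the other strand overlaps 8.55% of *abfR1*, and none on its own strand does. Of the 3 calls for *abfR1*, 1 was lost in the pair-only fit and 1 with glmTreat. From fewer samples, *abfR1* lost 1 call without replicate 2, 3 without replicate 3, 3 from the MiSeq runs only and 1 from the HiSeq runs only. When 1 sample was left out, the lost calls were *abfR1* at 1.5 h without 0 h replicate 2 (-1.39, adjusted p = 0.0138) and *abfR1* at 1.5 h without 1.5 h replicate 2 (-1.61, adjusted p = 0.0106). Added on leaving out 1 sample were *abfR1* at 2 h without 0 h replicate 1 (-1.59, adjusted p = 0.0018). DESeq2 also called *abfR1* at 2 h (-1.25, adjusted p = 0.00783).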

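*arnS* (*saci_1181*, 996022 to 997893) had 144 ± 60.0 CPM at 0 h and 398 ± 102 CPM at 4 h. *arnS* had log2 fold changes of 0.56 ± 0.27, 0.73 ± 0.27, 0.74 ± 0.27, 0.95 ± 0.27 and 1.46 ± 0.27 in order of time. For *arnS*, the adjusted p were 0.107, 0.0327, 0.0281, 0.00703 and 0.00023, and it was called elevated at 4 h. The call for *arnS* was lost with total counts only, in the pair-only fit and with glmTreat. *arnS* kept its call without any 1 of the replicates and from the runs of either instrument. *arnS* kept its call when 1 sample was left out. Calls gained were *arnS* at 2 h without 0 h replicate 1 (1.16, adjusted p = 0.00573) and *arnS* at 2 h without 0 h replicate 3 (1.26, adjusted p = 0.00303). DESeq2 also called *arnS* at 2 h (1.01, adjusted p = 0.000751).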

We observe increased transcript levels of the membrane-bound sensor kinase *arnS* at 4 h after nutrient depletion (Figure 7 and Supplementary Table S2) (Haurat et al., 2017). The hierarchal regulation by the Arn leads to a timed expression of the archaellum. Already 0.5 h after starvation, the transcript levels of the filament forming protein *flaB*, and the scaffold forming protein *flaX* as well as the stator component *flaG* are increased (Figure 7 and Supplementary Table S2). 

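*flaB* (*saci_1178*, 993370 to 994284) had 773 ± 363 CPM at 0 h and 21555 ± 9262 CPM at 4 h. For *flaB*, the log2 fold changes in order of time were 1.77 ± 0.49, 2.96 ± 0.51, 3.76 ± 0.53, 4.31 ± 0.55 and 4.80 ± 0.56. *flaB* had adjusted p of 0.0093, 0.00024, 2.72e-05, 8.36e-06 and 2.67e-06 in the same order, and it was called elevated at all 5 time points. *flaX* (*saci_1177*, 992542 to 993294) had 65.9 ± 33.9 CPM at 0 h and 1296 ± 1249.5 CPM at 4 h. *flaX* had log2 fold changes of 1.72 ± 0.53, 2.46 ± 0.55, 3.50 ± 0.57, 4.05 ± 0.59 and 4.29 ± 0.59 in order of time. For *flaX*, the adjusted p were 0.0174, 0.0017, 0.000107, 2.88e-05 and 1.49e-05, and it was called elevated at 1, 1.5, 2 and 4 h. *flaG* (*saci_1176*, 992085 to 992549) had 40.7 ± 20.5 CPM at 0 h and 731 ± 729 CPM at 4 h. *flaG* changed by 1.40 ± 0.55, 2.31 ± 0.57, 3.30 ± 0.59, 3.84 ± 0.61 and 4.16 ± 0.61 on the log2 scale, in order of time. The p of *flaG*, after adjustment, were 0.0545, 0.00353, 0.000243, 6.77e-05 and 2.91e-05, and it was called elevated at 1, 1.5, 2 and 4 h. Of the 13 calls for *flaB*, *flaX* and *flaG*, 1 was lost with total counts only, 1 in the pair-only fit and 3 with glmTreat. From fewer samples, *flaB*, *flaX* and *flaG* lost 1 call without replicate 1, 1 without replicate 2, 4 without replicate 3, 4 from the MiSeq runs only and 1 from the HiSeq runs only. Calls lost on leaving out single samples were 3 calls without 0 h replicate 2 (log2 fold changes 1.67 to 2.19), 3 calls without 0 h replicate 3 (log2 fold changes 1.50 to 2.38) and *flaB* at 0.5 h without 0.5 h replicate 1 (1.18, adjusted p = 0.0717). Also lost were *flaG* at 1 h without 1 h replicate 2 (2.05, adjusted p = 0.0129). New calls on leaving out 1 sample were *flaX* at 0.5 h without 0 h replicate 1 (2.21, adjusted p = 0.00966). DESeq2 also called *flaX* at 0.5 h (1.74, adjusted p = 0.00234).

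**Figure D3:**
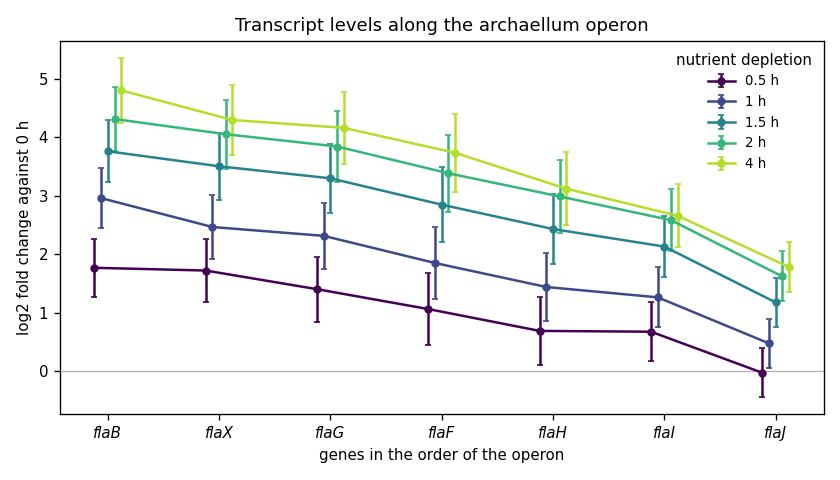
Log2 fold changes against 0 h of the 7 archaellum genes in operon order at each time point. Bars are standard errors derived from the F statistic.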

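*flaF* (*saci_1175*, 991589 to 992083) had 39.4 ± 21.3 CPM at 0 h and 528 ± 572 CPM at 4 h. *flaF* had log2 fold changes of 1.06 ± 0.61, 1.85 ± 0.62, 2.85 ± 0.64, 3.38 ± 0.66 and 3.73 ± 0.67 in order of time. For *flaF*, the adjusted p were 0.179, 0.0232, 0.00165, 0.000465 and 0.000182, and it was called elevated at 1.5, 2 and 4 h. *flaH* (*saci_1174*, 990906 to 991592) had 50.2 ± 26.3 CPM at 0 h and 439.8 ± 454 CPM at 4 h. *flaH* changed by 0.69 ± 0.58, 1.44 ± 0.59, 2.43 ± 0.60, 2.99 ± 0.62 and 3.12 ± 0.62 on the log2 scale, in order of time. The p of *flaH*, after adjustment, were 0.362, 0.0546, 0.00318, 0.000738 and 0.000461, and it was called elevated at 1.5, 2 and 4 h. Of the 6 calls for *flaF* and *flaH*, 2 were lost with glmTreat. From fewer samples, *flaF* and *flaH* lost 3 without replicate 1, 2 without replicate 3 and 2 from the MiSeq runs only. Removing 1 sample at a time lost *flaH* at 1.5 h without 0 h replicate 2 (2.14, adjusted p = 0.0164) and *flaH* at 1.5 h without 0 h replicate 3 (2.51, adjusted p = 0.0124). Calls that held with a changed size were *flaH* at 4 h without 4 h replicate 2 (1.82, adjusted p = 0.0027) and *flaF* at 4 h without 4 h replicate 2 (2.32, adjusted p = 0.000622). DESeq2 also called *flaF* at 1 h (1.87, adjusted p = 0.00386).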

After 1 h, transcript levels of the stator component *flaF* as well as the archaellum clock protein *flaH* are elevated (Figure 7 and Supplementary Table S2). 

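*flaI* (*saci_1173*, 989361 to 990902) had 88.8 ± 52 CPM at 0 h and 562 ± 499 CPM at 4 h. *flaI* changed by 0.67 ± 0.51, 1.26 ± 0.51, 2.13 ± 0.53, 2.58 ± 0.54 and 2.66 ± 0.54 on the log2 scale, in order of time. The p of *flaI*, after adjustment, were 0.307, 0.0546, 0.00308, 0.000764 and 0.000528, and it was called elevated at 1.5, 2 and 4 h. *flaJ* (*saci_1172*, 987941 to 989377) had 64.8 ± 34.8 CPM at 0 h and 224 ± 158 CPM at 4 h. For *flaJ*, the log2 fold changes in order of time were -0.03 ± 0.42, 0.47 ± 0.42, 1.18 ± 0.42, 1.62 ± 0.43 and 1.78 ± 0.43. *flaJ* had adjusted p of 0.963, 0.382, 0.0286, 0.00464 and 0.00212 in the same order, and it was called elevated at 2 and 4 h. Of the 5 calls for *flaI* and *flaJ*, 2 were lost with total counts only, 3 in the pair-only fit and 3 with glmTreat. From fewer samples, *flaI* and *flaJ* lost 4 without replicate 1, 1 without replicate 2, 3 without replicate 3, 3 from the MiSeq runs only and 1 from the HiSeq runs only. Without 1 sample, lost calls were 2 calls without 0 h replicate 2 (log2 fold changes 1.31 to 1.78), *flaJ* at 2 h without 2 h replicate 1 (1.45, adjusted p = 0.0194) and *flaJ* at 2 h without 2 h replicate 2 (1.61, adjusted p = 0.0105). Lost in the same way were *flaJ* at 4 h without 4 h replicate 2 (1.03, adjusted p = 0.0207). Calls that held with a changed size were *flaI* at 4 h without 4 h replicate 2 (1.63, adjusted p = 0.00337). DESeq2 also called *flaJ* at 1.5 h (1.22, adjusted p = 0.00954).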

Simultaneously, transcript levels of the archaellum motor ATPase *flaI* are elevated after 1.5 and 2 h of starvation and transcript levels of the membrane protein *flaJ* increase after 2 and 4 h (Figure 7 and Supplementary Table S2). Finally, a functional archaellum is assembled, which starts to rotate and mediates cellular motility (Lassak et al., 2012; Hoffmann et al., 2016; Haurat et al., 2017).

**FIGURE 7:**
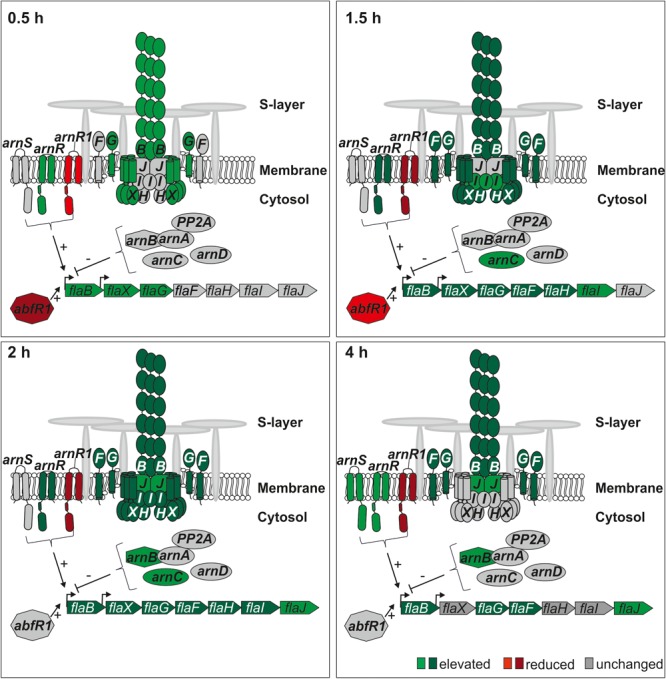
Transcript levels of archaellum proteins and archaellum regulators during nutrient depletion. Red indicates reduced transcript level of genes, green indicates elevated transcript levels of genes compared to time point 0 h. (log2 onefold: lighter colors, log2 twofold and higher: darker colors). Transcripts of archaellum component encoding genes are elevated or not regulated, while elevated and reduced transcript levels of archaellum regulator encoding genes were found.

### Transcript Levels of Transcription Factors and Regulators Are Affected by Nutrient Depletion

The archaeal transcription machinery resembles those of eukaryotes while archaeal transcription factors are homologous to those of bacteria and therefore bacterial-type regulators communicate with a eukaryotic-like machinery (Langer et al., 1995; Bell and Jackson, 1998; Ouhammouch and Geiduschek, 2005). Archaea encode general transcription factors (GTFs) which are homologs of the eukaryotic TATA box binding protein (TBP), the transcription factor TFIIB (TFB) and the transcription factor E (TFIIE in Eukaryotes, TFE in Archaea) (Facciotti et al., 2007). However, in contrast to Eukaryotes most Archaea encode multiple GTFs. *S. acidocaldarius* encodes for one TBP (*saci_1336*), three TFBs [TFB1 (*saci_0866*), TFB2 (*saci_1341*) and TFB3 (*saci_0665*)] and one TFE with α- and β- subunit (*saci_0652* and *saci_1342*, respectively) (Bell and Jackson, 2000; Blombach et al., 2015; Feng et al., 2018; Schult et al., 2018). Upon nutrient depletion, transcript levels of *TFB1, TFB2*, and *TFEβ* were elevated (Supplementary Table S2) whereas the transcription of *TBP, TFB3*, and *TFEα* was not affected. 

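*TFB1* (*saci_0866*, 692672 to 693607) had 522 ± 178 CPM at 0 h and log2 fold changes of 0.29 ± 0.25, 0.80 ± 0.25, 1.07 ± 0.25, 1.19 ± 0.25 and 1.36 ± 0.25, and was called elevated at 1.5, 2 and 4 h. *TFB2* (*saci_1341*, 1143246 to 1144121) had 379 ± 217 CPM at 0 h and log2 fold changes of 1.19 ± 0.65, 1.45 ± 0.66, 1.73 ± 0.66, 1.54 ± 0.66 and 0.70 ± 0.65, and was not called. *TFEβ* (*saci_1342*, 1144143 to 1144559) had 634 ± 104 CPM at 0 h and log2 fold changes of 0.73 ± 0.23, 1.19 ± 0.24, 1.34 ± 0.24, 1.64 ± 0.24 and 2.19 ± 0.24, and was called elevated at 1, 1.5, 2 and 4 h. *TBP* (*saci_1336*, 1139988 to 1140488) had 359.9 ± 74.4 CPM at 0 h and log2 fold changes of 0.47 ± 0.38, 0.26 ± 0.38, 0.08 ± 0.38, -0.14 ± 0.38 and -0.72 ± 0.39, and was not called. *TFB3* (*saci_0665*, 526865 to 527452) had 151 ± 60.9 CPM at 0 h and log2 fold changes of 0.81 ± 0.31, 0.92 ± 0.31, 0.92 ± 0.31, 0.98 ± 0.31 and 0.78 ± 0.31, and was not called. *TFEα* (*saci_0652*, 517187 to 517693) had 513 ± 74.7 CPM at 0 h and log2 fold changes of 0.81 ± 0.18, 0.83 ± 0.18, 0.76 ± 0.18, 0.72 ± 0.18 and 1.03 ± 0.18, and was called elevated at 4 h. For the 6 factors, adjusted p of the 8 calls lay between 1.55e-06 and 0.00194, and the other 22 adjusted p between 0.0015 and 0.883. The adjusted p of *TFB2* were 0.158, 0.0825, 0.0383, 0.059 and 0.369 in order of time, and that of *TFEα* at 4 h was 0.000149. Of the 8 calls for the 6 factors, 6 were lost with total counts only, 4 in the pair-only fit, 7 with glmTreat, 1 with a length offset and 1 with runs as samples. From fewer samples, the 6 factors lost 4 without replicate 1, 2 without replicate 2, 4 without replicate 3, 4 from the MiSeq runs only and 2 from the HiSeq runs only. With 1 sample left out, lost calls were 2 calls without 0 h replicate 2 (log2 fold changes 0.89 to 0.99) and *TFEα* at 4 h without 4 h replicate 2 (0.99, adjusted p = 0.000646). Gained without single samples were *TFB3* at 2 h without 0 h replicate 1 (1.25, adjusted p = 0.00781), *TFB3* at 2 h without 0 h replicate 2 (1.23, adjusted p = 0.00941) and *TFB1* at 1 h without 0 h replicate 3 (1.09, adjusted p = 0.00395). DESeq2 also called *TFB3* at 2 h (1.03, adjusted p = 0.00391) and *TFB2* at 1.5 h (1.77, adjusted p = 0.00918). With total counts only, *TBP* was called reduced at 4 h (-1.30, adjusted p = 0.0017). The replicate block added *TFB3* at 2 h (1.01, adjusted p = 0.00213).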

Unfortunately, these proteins were not found in our proteome analysis.

In addition to the GTFs, transcript and protein levels of several bacterial-type transcriptional regulators were affected by nutrient depletion. The transcriptional regulators of the Lrp/Asn family represent important regulators of amino acid metabolism and pili synthesis in Bacteria and homologs are also found in Archaea (Peeters and Charlier, 2010). 

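*saci_0092* (69496 to 70488) had 436 ± 149.8 CPM at 0 h. For *saci_0092*, the log2 fold changes in order of time were -1.70 ± 0.26, -1.92 ± 0.27, -2.09 ± 0.27, -2.07 ± 0.27 and -2.47 ± 0.27. *saci_0092* had adjusted p of 0.000155, 3.62e-05, 1.01e-05, 9.94e-06 and 1.44e-06 in the same order, and it was called reduced at all 5 time points. *saci_0731* (586789 to 587040) had 395 ± 86.2 CPM at 0 h. *saci_0731* had log2 fold changes of -0.76 ± 0.19, -0.69 ± 0.19, -0.88 ± 0.20, -1.25 ± 0.20 and -1.65 ± 0.20 in order of time. For *saci_0731*, the adjusted p were 0.00552, 0.00855, 0.00134, 6.76e-05 and 3.68e-06, and it was called reduced at 2 and 4 h. *saci_0944* (755607 to 755834) had 551 ± 177 CPM at 0 h. *saci_0944* changed by 0.99 ± 0.35, 1.23 ± 0.35, 1.07 ± 0.35, 0.88 ± 0.35 and 0.42 ± 0.35 on the log2 scale, in order of time. The p of *saci_0944*, after adjustment, were 0.0342, 0.0094, 0.0183, 0.043 and 0.306, and it was called elevated at 1 h. *saci_1658* (1413342 to 1414172) had 326 ± 49.5 CPM at 0 h. For *saci_1658*, the log2 fold changes in order of time were 1.58 ± 0.26, 1.76 ± 0.26, 2.00 ± 0.26, 1.84 ± 0.26 and 1.95 ± 0.26. *saci_1658* had adjusted p of 0.000227, 6.57e-05, 1.33e-05, 2.35e-05 and 1.17e-05 in the same order, and it was called elevated at all 5 time points. Of the 13 calls for *saci_0092*, *saci_0731*, *saci_0944* and *saci_1658*, 1 was lost with total counts only, 1 in the pair-only fit and 5 with glmTreat. From fewer samples, *saci_0092*, *saci_0731*, *saci_0944* and *saci_1658* lost 1 call without replicate 1, 1 without replicate 2, 5 without replicate 3, 3 from the MiSeq runs only and 1 from the HiSeq runs only. Single samples left out lost *saci_0944* at 1 h without 0 h replicate 1 (1.31, adjusted p = 0.0176), 2 calls without 0 h replicate 2 (log2 fold changes -0.99 to 1.01) and *saci_0944* at 1 h without 1 h replicate 1 (0.93, adjusted p = 0.0524). Lost too were *saci_0944* at 1 h without 1 h replicate 3 (1.30, adjusted p = 0.0183). DESeq2 also called *saci_0944* at 1.5 h (1.102, adjusted p = 0.00462). Added with the replicate block was *saci_0944* at 1.5 h (1.11, adjusted p = 0.00101).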

In *S. acidocaldarius*, transcript levels of different Lrp/Asn family type transcriptional regulators were affected by nutrient depletion (Supplementary Table S2) such as *saci_0092, saci_0731* (reduced transcript levels) and *saci_0944, saci_1658* (elevated transcript levels) (Supplementary Table S2). Elevated transcript as well as protein levels were found for Saci_1588 (Supplementary Tables S2, S3). 

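*saci_1588* (1355830 to 1356297) had 590.0 ± 272 CPM at 0 h and 517 ± 123 CPM at 4 h. *saci_1588* had log2 fold changes of 2.00 ± 0.28, 1.66 ± 0.28, 1.14 ± 0.27, 0.72 ± 0.27 and -0.19 ± 0.27 in order of time. For *saci_1588*, the adjusted p were 8.64e-05, 0.000176, 0.0025, 0.035 and 0.559, and it was called elevated at 0.5, 1 and 1.5 h. Of the 3 calls for *saci_1588*, 1 was lost with total counts only, 1 in the pair-only fit, 2 with glmTreat and 1 with runs as samples. From fewer samples, *saci_1588* lost 1 call without replicate 2, 3 without replicate 3, 3 from the MiSeq runs only and 1 from the HiSeq runs only. On leaving out 1 sample at a time, the losses were *saci_1588* at 1.5 h without 0 h replicate 2 (0.98, adjusted p = 0.0106) and *saci_1588* at 1.5 h without 0 h replicate 3 (1.05, adjusted p = 0.0124). Gains on leaving out 1 sample were *saci_1588* at 2 h without 0 h replicate 1 (1.25, adjusted p = 0.000402). Protein levels were not analysed here.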

Two Lrp-type amino-acid metabolism regulators were affected by nutrient depletion. The lysine responsive Lrp-type regulator LysM (*saci_0752*) activates transcription of the lysine biosynthesis operon and enhances lysine production under normal growth conditions (Brinkman et al., 2002). Reduced transcript levels of *lysM* were found from 1 h after nutrient limitation. 

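*lysM* (*saci_0752*, 601992 to 602414) had 303 ± 14.5 CPM at 0 h and 91 ± 11.4 CPM at 4 h. *lysM* changed by -0.80 ± 0.16, -0.87 ± 0.16, -1.34 ± 0.16, -1.34 ± 0.16 and -1.73 ± 0.16 on the log2 scale, in order of time. The p of *lysM*, after adjustment, were 0.000937, 0.00037, 5.84e-06, 4.74e-06 and 3.38e-07, and it was called reduced at 1.5, 2 and 4 h. Of the 3 calls for *lysM*, 2 were lost with glmTreat. *lysM* kept every call without any 1 of the replicates and from the runs of either instrument. With any 1 sample left out, *lysM* kept every call. *lysM* at 1 h, which had an adjusted p below 0.01 and a log2 fold change of under 1 in size, was called with total counts only (-1.19) and without replicate 2 (-1.002).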

Elevated transcript levels were found for BarR (*saci_2136*), a well-known activator of an aminotransferase (*saci_2137*, elevated transcript levels after 0.5 and 1 h) which is involved in degradation of β-alanine to acetyl-CoA and CO_2_ (Liu et al., 2014, 2016).

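*barR* (*saci_2136*, 1963887 to 1964411) had 68.6 ± 20.4 CPM at 0 h and 97.3 ± 28.5 CPM at 4 h. For *barR*, the log2 fold changes in order of time were 1.86 ± 0.27, 1.77 ± 0.27, 1.39 ± 0.27, 1.09 ± 0.27 and 0.51 ± 0.26. *barR* had adjusted p of 0.000106, 8.41e-05, 0.000438, 0.00271 and 0.111 in the same order, and it was called elevated at 0.5, 1, 1.5 and 2 h. *saci_2137* (1964516 to 1965850) had 98.5 ± 45.9 CPM at 0 h and 171 ± 40.7 CPM at 4 h. *saci_2137* had log2 fold changes of 1.45 ± 0.26, 1.27 ± 0.26, 1.02 ± 0.26, 0.93 ± 0.26 and 0.79 ± 0.26 in order of time. For *saci_2137*, the adjusted p were 0.000469, 0.000823, 0.00372, 0.00634 and 0.0145, and it was called elevated at 0.5, 1 and 1.5 h. Of the 7 calls for *barR* and *saci_2137*, 4 were lost with total counts only, 4 in the pair-only fit, 7 with glmTreat, 1 with a length offset and 2 with runs as samples. From fewer samples, *barR* and *saci_2137* lost 3 without replicate 2, 6 without replicate 3, 4 from the MiSeq runs only and 4 from the HiSeq runs only. Each sample left out in turn lost *saci_2137* at 1.5 h without 0 h replicate 2 (0.86, adjusted p = 0.0161), 2 calls without 0 h replicate 3 (log2 fold changes 0.92 to 1.01) and *saci_2137* at 1.5 h without 1.5 h replicate 2 (0.96, adjusted p = 0.0137). Further losses were *barR* at 2 h without 2 h replicate 3 (0.82, adjusted p = 0.0209). Calls that held with a changed size were *saci_2137* at 1.5 h without 0 h replicate 1 (1.54, adjusted p = 3.63e-05). Added on leaving out 1 sample were 2 calls without 0 h replicate 1 (log2 fold changes 1.27 to 1.47) and *saci_2137* at 2 h without 2 h replicate 1 (1.03, adjusted p = 0.00847).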

The Lrs14 family of transcriptional regulators is distantly related to the Lrp/Asn family and represents an archaea-specific family of small DNA-binding proteins (Pérez-Rueda and Janga, 2010). *S. acidocaldarius* harbors at least six Lrs14-like proteins of which five are affected by nutrient depletion on transcript and protein level (Supplementary Tables S2, S3) (Orell et al., 2013). Of these six regulators, the archaellum regulator AbfR1 is the best studied Lrs14 regulator (see previous section) (Li et al., 2017). Elevated transcript levels were found for *saci_1242, saci_0133*, and *saci_1219* and also protein levels of Saci_1242 and Saci_1219 show higher abundance of the regulators during nutrient depletion (Supplementary Tables S2, S3). 

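*saci_1242* (1057445 to 1057792) had 161 ± 18.7 CPM at 0 h and 611 ± 188 CPM at 4 h. *saci_1242* had log2 fold changes of 0.48 ± 0.28, 0.84 ± 0.28, 0.86 ± 0.28, 1.00 ± 0.28 and 1.92 ± 0.29 in order of time. For *saci_1242*, the adjusted p were 0.18, 0.022, 0.0176, 0.00683 and 3.19e-05, and it was called elevated at 2 and 4 h. *saci_0133* (103892 to 104302) had 293 ± 34.7 CPM at 0 h and 1271 ± 384 CPM at 4 h. *saci_0133* changed by 1.65 ± 0.27, 2.61 ± 0.28, 2.84 ± 0.28, 2.73 ± 0.28 and 2.12 ± 0.27 on the log2 scale, in order of time. The p of *saci_0133*, after adjustment, were 0.000215, 3.83e-06, 1.09e-06, 8.92e-07 and 6.95e-06, and it was called elevated at all 5 time points. *saci_1219* (1037782 to 1038165) had 353 ± 64.1 CPM at 0 h and 709 ± 214 CPM at 4 h. For *saci_1219*, the log2 fold changes in order of time were 1.34 ± 0.30, 1.62 ± 0.30, 1.48 ± 0.30, 1.41 ± 0.30 and 1.01 ± 0.30. *saci_1219* had adjusted p of 0.00219, 0.000418, 0.000709, 0.000963 and 0.00855 in the same order, and it was called elevated at all 5 time points. Of the 12 calls for *saci_1242*, *saci_0133* and *saci_1219*, 5 were lost with total counts only, 3 in the pair-only fit, 7 with glmTreat, 1 with a length offset and 1 with runs as samples. From fewer samples, *saci_1242*, *saci_0133* and *saci_1219* lost 4 without replicate 1, 7 without replicate 3 and 7 from the MiSeq runs only. When 1 sample was left out, the lost calls were *saci_1242* at 2 h without 0 h replicate 1 (1.00, adjusted p = 0.0181), 3 calls without 0 h replicate 2 (log2 fold changes 0.93 to 1.24) and 2 calls without 0 h replicate 3 (log2 fold changes 0.98 to 1.29). Other losses were *saci_1219* at 0.5 h without 0.5 h replicate 1 (1.17, adjusted p = 0.0126), *saci_1242* at 2 h without 2 h replicate 3 (0.62, adjusted p = 0.0616) and *saci_1219* at 4 h without 4 h replicate 1 (1.07, adjusted p = 0.0144). The losses also included *saci_1219* at 4 h without 4 h replicate 3 (0.74, adjusted p = 0.0536). With the culture as a replicate block, *saci_1242* at 2 h (0.95, adjusted p = 0.00259) and *saci_1219* at 4 h (0.99, adjusted p = 0.000657) were not called.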

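*saci_1223* (1041456 to 1041827) had 4330.0 ± 2289.7 CPM at 0 h and 2913 ± 1603 CPM at 4 h. For *saci_1223*, the log2 fold changes in order of time were -2.61 ± 0.42, -2.83 ± 0.43, -2.90 ± 0.43, -2.10 ± 0.42 and -0.57 ± 0.40. *saci_1223* had adjusted p of 0.000215, 7.83e-05, 4.23e-05, 0.00052 and 0.23 in the same order, and it was called reduced at 0.5, 1, 1.5 and 2 h. *saci_1223* rose between 1.5 h and 4 h by 2.33 (adjusted p = 0.00174). Of the 4 calls for *saci_1223*, 1 was lost with glmTreat. From fewer samples, *saci_1223* lost 1 call without replicate 3 and 1 from the MiSeq runs only. No call for *saci_1223* was lost when any 1 sample was left out. Protein levels of Saci_1223 were not analysed here.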

Reduced transcript and protein levels were found for *saci_1223* (Supplementary Tables S2, S3).

In addition, several predicted transcription regulators that contain helix-turn-helix-domains were affected by depletion on transcript as well as protein level (Supplementary Tables S2, S3).

In summary, we observed significant changes at transcript and protein levels of GTFs as well as different types of transcriptional regulators upon nutrient depletion, which makes them likely candidates for the regulation of the starvation response in *S. acidocaldarius*.

## Discussion

In this work we analyzed the early response of *S. acidocaldarius* to nutrient depletion. After growth in complex media (dextrin and NZ-amine), organic carbon and organic nitrogen sources were removed and the cellular response was followed by transcript- and proteomics over a 4 h time course.

Although we observed major changes at the transcript and protein levels, the overlap between both data sets was low. In previous studies in *S. solfataricus* where we analyzed the effect of growth on different carbon sources we observed a rather specific response with a good overlap between both data sets (Wolf et al., 2016; Stark et al., 2017). However, also from other studies as for example in *Thermoplasma thermophilus* (Sun et al., 2010), there is evidence that the response to stress conditions is much more complex and different levels of post-transcriptional and post-translational modification are involved.

With the limitation of energy, amino acids and nucleotides, the cell has to optimize gene expression and protein synthesis to survive starvation. In Bacteria, the cellular response is well studied and in *E. coli* the sigma factor RpoS and the stringent response have been identified as important global control systems (Magnusson et al., 2005; Battesti et al., 2011). In *S. acidocaldarius* we observed significant changes in the transcript levels of the general transcription factors TFB2 and TFEβ upon starvation. 

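*TFB2* had 868 ± 422 CPM at 0.5 h, 1034 ± 517 CPM at 1 h, 1259 ± 429.5 CPM at 1.5 h, 1100.5 ± 665 CPM at 2 h and 615 ± 560.3 CPM at 4 h (SD, n = 3), against 379 ± 217 CPM at 0 h. The SD shows the spread between cultures, and *TFB2* was called by edgeR at no time point. For *TFEβ*, the levels were 634 ± 104 CPM at 0 h, 1049.9 ± 28.4 CPM at 0.5 h, 1452 ± 214 CPM at 1 h, 1611 ± 278 CPM at 1.5 h, 1983 ± 378 CPM at 2 h and 2905 ± 792 CPM at 4 h.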

For TFB2, a cell-cycle dependent expression has been shown with induction upon transition from the G1 to the S-phase and a role in cell cycle regulation was proposed (Lundgren and Bernander, 2007). TFEβ stimulates transcription by stabilizing formation of the preinitiation complex and enhancing DNA melting (Blombach et al., 2015). Previous studies demonstrated that TFEβ is depleted in the stationary phase and upon oxidative stress (H_2_O_2_) leading to downregulation of TFEαβ dependent promoters and reprogrammed transcription in response to different growth phases (Blombach et al., 2015). Therefore, the observed upregulation upon depletion confirms an important regulatory role of TFEβ in transcription regulation similar to sigma factors in Bacteria. In addition, we observed numerous transcriptional regulators that were differentially regulated and probably regulate more specific cellular responses.

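Between 0.5 h and 4 h, *TFEβ* transcripts rose by 1.47 on the log2 scale (adjusted p = 0.000133 by edgeR), and between 1.5 h and 4 h by 0.85 (adjusted p = 0.0212). *TFEβ* overlaps a gene on the other strand over 5.75% of its length, and none on its own strand. Promoters that depend on TFEαβ were not analysed here. From the upregulation and earlier work that it cites on TFEβ, the paper concludes that TFEβ has an important regulatory role.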

During depletion, the cell is forced to re-direct its metabolism to supply biosynthetic precursors as well as energy in order to maintain the central cellular functions. *Sulfolobus* spp. and acidophiles in general have to preserve the cellular neutral pH and counteract acidification. Our data indicate that glycogen as internal carbon storage is degraded and either glucose-6 phosphate or trehalose [via the TreY/TreZ pathway (Maruta et al., 1996; Schiraldi et al., 2002)] are formed. Apart from its function as a compatible solute and in general stress response, as described for many bacteria (Strøm and Kaasen, 1993) (Martins et al., 1997), recent reports about trehalases in *Sulfolobales* suggest also an important function of trehalose as carbon source (Moon et al., 2016; Lee et al., 2018). Trehalose provides D-glucose, which can be catalyzed via the branched ED pathway. In addition, there is evidence that the cell reduces the *N*-glycosylation of S-layer proteins and removes and degrades glycans to provide additional carbon sources, which aids survival of environmental nutrient limitation.

With the depletion of dextrin and NZ-amine in the growth medium and thus depletion of accessible amino acids the cell is forced to synthesize amino acids using the inorganic nitrogen provided in the growth medium. However, this is energetically costly and requires active protein synthesis. Our data indicate that *S. acidocaldarius* responds by protein degradation, reduced protein quality control and reduced translation. The latter is reflected by a significant decrease in ribosomal proteins and translation initiation factors, which reflects active ribosomes.

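Between 4 h and 0.5 h, *aIF2γ* fell further by 1.001 on the log2 scale (adjusted p = 0.00293 by edgeR). For *ABCE1* and *aIF5A* the same comparison gave -0.53 (adjusted p = 0.0979) and -0.88 (adjusted p = 0.0188), and for *aIF1* -0.71 (adjusted p = 0.151). In the means of replicates 1, 2 and 3 over the 31 ribosomal protein genes, 0.5 h gave -1.03, -0.54 and -0.93. Protein levels were not analysed here. The paper reasons from the decrease of ribosomal proteins and initiation factors that translation was reduced.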

For *Sulfolobus* spp. one of the greatest challenges during nutrient depletion is the maintenance of the pH gradient (pH ∼3 outside of the cell and pH ∼6.5 inside of the cell), which is directly coupled to ATP synthesis via the PMF (proton motive force). During early nutrient depletion, *S. acidocaldarius* can use the ΔpH to produce ATP “for free,” but risks acidification of the cytoplasm. Therefore, *S. acidocaldarius* cells try to keep the pH homeostasis by switching to terminal oxidase complexes which transport more protons per translocation cycle (Figure 5) and by keeping the number of cyclopentane rings in the lipids high (Supplementary Table S4) as this decreases the proton permeability of the membrane (Gabriel and Lee Gau Chong, 2000; Siliakus et al., 2017). However, after 4 h of depletion these strategies seem to fail as the acidification of the cells was observed and the ΔpH cannot be used for energy conservation anymore. Therefore, with the assembly of the archaellum *S. acidocaldarius* decides to swim to more favorable conditions.

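In CPM, *soxB* of SoxABCDL had 775 ± 391 at 0.5 h and 3457 ± 474 at 4 h. *soxM* of SoxEFGHIM had 2726 ± 399.9 at 0.5 h and 15876 ± 1476 at 4 h. *doxB* of DoxBCE had 388 ± 152 and 3774 ± 167 CPM at these times (SD, n = 3). Between 4 h and 0.5 h, *soxM* rose by 2.54 (adjusted p = 1.23e-06 by edgeR) and *doxB* by 3.28 (adjusted p = 4.16e-07), while *soxB* also rose, by 2.16 (adjusted p = 0.000232). Against 0 h, *soxB* at 4 h had a log2 fold change of 0.33 (adjusted p = 0.445 by edgeR) and was not called. *soxM* and *doxB* were called elevated at 4 h against 0 h. Proton transport and lipids were not analysed here. From these transcripts and the lipids, the paper reasons that the cells switch terminal oxidases to keep the pH.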

Notably, only few of the changes we observed at the transcriptome level overlap with a previous study where the effect of osmotic and pH response in *S. acidocaldarius* was studied, suggesting that nutrient depletion has a different effect on the cellular response (Buetti-Dinh et al., 2016). Thus, we compared the changes observed during starvation to changes of genes that were recently described for osmotic or pH stress responses in *S. acidocaldarius* (Buetti-Dinh et al., 2016). For our analysis, we considered the changed transcription of genes when *S. acidocaldarius* cells were grown in optimal conditions and shifted to stressful conditions [starvation, pH (acidification) or reduced salt (potassium and/or sodium)] (Buetti-Dinh et al., 2016). Only 27 genes are likewise regulated exclusively under osmotic stress and starvation and seven genes are similar regulated in all three stress conditions (Supplementary Table S5). Therefore, starvation presents a specific challenge for the cell that requires major metabolic as well as cellular changes with tight control of transcription and translation for cell survival.

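Supplementary Table S5 lists 27 genes under osmotic stress and starvation, 12 as elevated and 15 as reduced. Of the 12, 4, 6, 6, 3 and 6 were called elevated in order of time, 10 at least once and 2 never. Adjusted over the list alone the counts were 5, 6, 6, 4 and 7. Their mean log2 fold changes were 0.88, 1.13, 1.30, 1.29 and 1.15 and the medians 1.05, 1.12, 1.18, 1.03 and 1.17. Of the 15, 4, 5, 6, 7 and 12 were called reduced, all of them at least once, with 4, 6, 6, 8 and 13 when adjusted over the list alone. Their means were -0.77, -1.02, -1.21, -1.29 and -1.66 and the medians -0.63, -0.79, -0.99, -1.14 and -1.51. Scaled by total counts only, the means at 4 h were 0.60 for the 12 and -2.22 for the 15. The list was chosen by the study with these samples, and the osmotic and pH stress samples of the earlier study were not analysed here.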

## Author Contributions

LH, MFH, and JW grew cells and took samples. AA, TP, and JW generated raw data. AA, JW, MN-S, and AN analyzed parts of the data and wrote parts of the manuscript. SA and TJ contributed to transcriptome data analysis. TP, PW, and JK analyzed the data. LB and MFH combined all data and wrote the manuscript. SS performed the lipid analysis. BS and S-VA coordinated the study and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

1,3BPG: 1,3-bisphosphoglycerate
2PG: 2-phosphoglycerate
ACN: aconitase
AOR: aldehyde oxidoreductase
argF: ornithine carbamoyltransferase
argG: argininosuccinic synthase
argH: argininosuccinic lyase
CS: citrate synthase
DHAP: dihydroxyacetonephosphate
ENO: enolase
FBP: fructose 1,6-bisphosphate
FBPA/ase: fructose-1,6-bisphosphate aldolase/phosphatase
FumR: fumarase
G1P: glucose 1-phosphate
GAA: glucan-1,4-α-glucosidase
GAD: gluconate dehydratase
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
GAPN: non-phosphorylating glyceraldehyde-3-phosphate dehydrogenase
GDH: glucose dehydrogenase
GK: glycerate kinase
GLGA: glycogen synthase
GLGP: glycogen phosphorylase
GlgX: glycogen debranching enzyme
HK: hexokinase
IDH: isocitrate dehydrogenase
KD(P)GA: 2-keto-3-deoxy-(6-phospho)gluconate/2-keto-3-deoxy-(6-phospho)galactonate aldolase
KD(P)Gal: 2-keto-3-deoxy-6-(phospho)galactonate
KDGK: 2-keto-3-deoxygluconate kinase
LysJ: [LysW]-glutamate semialdehyde transaminase
LysK: [LysW]-ornithine hydrolase
LysY: [LysW]-L-glutamate phosphate reductase
LysZ: [LysW]-Glutamate-kinase
MDH: malate dehydrogenase
NGPA: NTP-glucose-1-phosphate nucleotidyltransferase
OOR: α-ketoglutarate dehydrogenase
PEP: phosphoenolpyruvate
PEPC: phosphoenolpyruvate decarbocylase
PEPCK: phosphoenolpyruvate carboxykinase
PEPS: phosphoenolpyruvate synthetase
PGAM: phosphoglycerate mutase
PGI: glucose 6-phosphate isomerase
PGK: phosphoglycerate kinase
PGM: phosphoglucomutase
PHI/HPS: 3-hexulose-6-phosphate isomerase/3-hexulose-6-phosphate synthase
PK: pyruvate kinase
POR: pyruvate ferredoxin oxidoreductase
R5P: ribulose 5-phosphate
SDH: succinate dehydrogenase
speA: arginine decarboxylase
speB: agmatine ureohydrolase/polyamine synthase
speE: aminopropyl transferase
TK: transketolase
TPI: triosephosphate isomerase
TPP: trehalose-6-phosphate phosphatase
TPS: trehalose-6-phosphate synthase
TreH: trehalase
TreX: debranching enzyme
TreY: maltooligosyltrehalose synthase
TreZ: malotoligosyltrehalose hydrolase.ysW, carrier protein, argX [LysW]-Glutamate-ligase

# Supplementary material for: Early Response of Sulfolobus acidocaldarius to Nutrient Limitation
**Source:** Front Microbiol. 2019 Jan 10;9:3201. doi: 10.3389/fmicb.2018.03201
**Supplement:** Supplementary file 1

## ***Supplementary Material***

Early response of *Sulfolobus acidocaldarius* to nutrient limitation

Lisa F. Bischof, M. Florencia Haurat , Lena Hoffmann, Andreas Albersmeier, Jacqueline Wolf, Astrid Neu , Trong Khoa Pham, Stefan P. Albaum<sup>3</sup>, Tobias Jakobi<sup>3</sup>, Stefan Schouten, Meina Neumann-Schaal<sup>4</sup>, Phillip C Wright, Jörn Kalinowski, Bettina Siebers & Sonja-Verena Albers\*

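For the 17 genes of the table, the mean log2 fold changes against 0 h were -1.53, -1.19, -0.53, 0.11 and 1.42 at 0.5, 1, 1.5, 2 and 4 h, and the medians -1.55, -1.17, -0.43, -0.01 and 1.34, with different signs of mean and median at 2 h. Called reduced were 13, 8, 2, 0 and 0 of the 17 in order of time, and called elevated 0, 0, 0, 1 and 10. Adjusted over the list alone, 17, 10, 0, 0 and 0 were reduced and 0, 0, 0, 1 and 12 elevated. The mean with total counts only was -1.77 at 0.5 h and 0.87 at 4 h. The genes were chosen by the study for this pattern in the same samples.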

**Table S1** Genes with oscillating transcript levels during nutrient depletion. Changes after 0.5 h, 1 h, 1.5 h, 2 h and 4 h are depicted. Red indicates reduced transcript levels, green indicates elevated transcript levels, grey indicates basal transcript levels compared to time point 0 h (log2 1-fold: lighter colors, log2 2-fold and higher: darker colors).

| Locus            | Function                                                                                        | 0.5 h | 1 h | 1.5 h | 2 h | 4 h |
|------------------|-------------------------------------------------------------------------------------------------|-------|-----|-------|-----|-----|
| <i>Saci_0155</i> | gdhA, OB-fold domain and Zn-ribbon containing protein, possible acyl-CoA-binding protein        |       |     |       |     |     |
| <i>Saci_0815</i> | Acetyl-CoA acetyltransferase                                                                    |       |     |       |     |     |
| <i>Saci_1360</i> | Uncharacterized membrane protein                                                                |       |     |       |     |     |
| <i>Saci_1361</i> | acaB1, Glutamate dehydrogenase/leucine dehydrogenase                                            |       |     |       |     |     |
| <i>Saci_1763</i> | appC, ABC-type dipeptide/oligopeptide/nickel transport system, ATPase component                 |       |     |       |     |     |
| <i>Saci_1764</i> | ABC-type oligopeptide transport system, ATPase component                                        |       |     |       |     |     |
| <i>Saci_1765</i> | Uncharacterized membrane protein                                                                |       |     |       |     |     |
| <i>Saci_1766</i> | Rieske Fe-S protein                                                                             |       |     |       |     |     |
| <i>Saci_2090</i> | Uncharacterized membrane protein, SoxL                                                          |       |     |       |     |     |
| <i>Saci_2091</i> | Uncharacterized component of anaerobic dehydrogenase                                            |       |     |       |     |     |
| <i>Saci_2092</i> | Fe-S-cluster-containing dehydrogenase component                                                 |       |     |       |     |     |
| <i>Saci_2100</i> | Pyruvate:ferredoxin oxidoreductase or related 2-oxoacid:ferredoxin oxidoreductase, beta subunit |       |     |       |     |     |
| <i>Saci_2101</i> | HerA helicase                                                                                   |       |     |       |     |     |
| <i>Saci_2197</i> | ABC-type dipeptide/oligopeptide/nickel transport system, permease component                     |       |     |       |     |     |
| <i>Saci_2198</i> | TusA-related sulfurtransferase                                                                  |       |     |       |     |     |
| <i>Saci_2252</i> | porA, Rhodanese-related sulfurtransferase                                                       |       |     |       |     |     |
| <i>Saci_2253</i> | porB, ferredoxin oxidoreductase, alpha subunit                                                  |       |     |       |     |     |

**Table S2** Transcript levels of genes regulated during nutrient depletion that were analyzed in this study. Changes after 0.5 h, 1 h, 1.5 h, 2 h and 4 h are depicted. Red indicates reduced transcript levels, green indicates elevated transcript levels, grey indicates basal transcript levels compared to time point 0 h (log2 1-fold: lighter colors, log2 2-fold and higher: darker colors).

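The table names 170 genes, all of which were tested here. Called elevated were 25, 43, 50, 51 and 55 of them at 0.5, 1, 1.5, 2 and 4 h, and called reduced 48, 55, 58, 54 and 66. Adjusted over the list alone, 28, 45, 50, 54 and 56 were elevated and 51, 59, 59, 60 and 73 reduced. Called at least once were 158 genes, 67 elevated and 91 reduced, and 12 were never called. At all 5 time points 18 were elevated and 23 reduced. The mean log2 fold changes were -0.24, -0.13, -0.03, 0.02 and 0.02 and the medians -0.58, -0.54, -0.62, -0.76 and -0.58, so that mean and median had different signs at 2 h and 4 h. With total counts only, the mean at 4 h was -0.54. The table shows genes chosen by the study from the same samples, so these counts are not independent of it.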

| Transcription regulators | Locus            | Function                                       | 0.5h | 1 h | 1.5 h | 2 h | 4 h |
|--------------------------|------------------|------------------------------------------------|------|-----|-------|-----|-----|
|                          | <i>saci_0866</i> | Housekeeping general transcription factor TFB1 |      |     |       |     |     |
|                          | <i>saci_1341</i> | Transcription initiation factor TFB2           |      |     |       |     |     |
|                          | <i>saci_1342</i> | RNA polymerase III subunit, TFE $\beta$        |      |     |       |     |     |
|                          | <i>saci_0092</i> | geranylgeranyl pyrophosphate synthetase        |      |     |       |     |     |
|                          | <i>saci_0731</i> | Lrp/AsnC family C-terminal domain              |      |     |       |     |     |
|                          | <i>saci_0752</i> | Lrp-like transcriptional regulator LysM        |      |     |       |     |     |
|                          | <i>saci_0944</i> | Lrp/AsnC family C-terminal domain              |      |     |       |     |     |
|                          | <i>saci_1658</i> | Lrp family transcriptional regulator,          |      |     |       |     |     |
|                          | <i>saci_1588</i> | transcriptional regulator                      |      |     |       |     |     |
|                          | <i>saci_2136</i> | transcriptional regulator AsnC family, BarR    |      |     |       |     |     |
|                          | <i>Saci_2137</i> | aminotransferase,                              |      |     |       |     |     |
|                          | <i>saci_2040</i> | Lrp family transcriptional regulator           |      |     |       |     |     |
|                          | <i>saci_1342</i> | Lrp/AsnC family                                |      |     |       |     |     |
|                          | <i>saci_1979</i> | Transcriptional regulator, ArsR family         |      |     |       |     |     |
|                          | <i>saci_0449</i> | SRSR binding protein                           |      |     |       |     |     |
|                          | <i>saci_1242</i> | Lrs14 type regulator                           |      |     |       |     |     |
|                          | <i>saci_0133</i> | Lrs14 type regulator                           |      |     |       |     |     |
|                          | <i>saci_1219</i> | Lrs14 type regulator                           |      |     |       |     |     |
|                          | <i>saci_1223</i> | Lrs14 type regulator                           |      |     |       |     |     |
|                          | <i>saci_2167</i> | archaeal HTH DNA binding domain protein        |      |     |       |     |     |
|                          | <i>saci_2103</i> | Transcriptional regulator                      |      |     |       |     |     |
|                          | <i>saci_2116</i> | archaeal HTH DNA binding domain protein        |      |     |       |     |     |
|                          | <i>saci_2296</i> | archaeal HTH DNA binding domain protein        |      |     |       |     |     |
|                          | <i>saci_0355</i> | Lrp family transcriptional regulator           |      |     |       |     |     |
|                          | <i>saci_1523</i> | Transcriptional regulator                      |      |     |       |     |     |

|                                  |                  |                                                     |  |  |  |  |  |
|----------------------------------|------------------|-----------------------------------------------------|--|--|--|--|--|
| <b>Archaeum &amp; regulators</b> | <i>saci_1211</i> | archaeum repressor ArnB                             |  |  |  |  |  |
|                                  | <i>saci_1193</i> | protein kinase, ArnC                                |  |  |  |  |  |
|                                  | <i>saci_1178</i> | archaeum, flaB                                      |  |  |  |  |  |
|                                  | <i>saci_1177</i> | stator, flaX                                        |  |  |  |  |  |
|                                  | <i>saci_1176</i> | flaG                                                |  |  |  |  |  |
|                                  | <i>saci_1175</i> | flaF                                                |  |  |  |  |  |
|                                  | <i>saci_1174</i> | FlaH                                                |  |  |  |  |  |
|                                  | <i>saci_1173</i> | Aaa-Atpase, FlaI                                    |  |  |  |  |  |
|                                  | <i>saci_1172</i> | membrane protein FlaJ                               |  |  |  |  |  |
|                                  | <i>saci_0446</i> | Lrs14 type regulator abfR1                          |  |  |  |  |  |
|                                  | <i>saci_1181</i> | protein kinase, ArnS                                |  |  |  |  |  |
|                                  | <i>saci_1180</i> | archaeum activator, arnR                            |  |  |  |  |  |
|                                  | <i>saci_1171</i> | arnR1                                               |  |  |  |  |  |
|                                  | <i>saci_1259</i> | Nucleoside-diphosphate-sugar pyrophosphorylase NGPA |  |  |  |  |  |
|                                  | <i>saci_0294</i> | Glycogen phosphorylase GLGP                         |  |  |  |  |  |
| <b>Central carbon metabolism</b> | <i>saci_0806</i> | Phosphomannomutase PGM                              |  |  |  |  |  |
|                                  | <i>saci_1440</i> | 1,4-alpha-glucan branching enzyme TreZ              |  |  |  |  |  |
|                                  | <i>saci_1079</i> | gdh, dehydrogenase                                  |  |  |  |  |  |
|                                  | <i>saci_1099</i> | dehydrogenase (AOR)                                 |  |  |  |  |  |
|                                  | <i>saci_1377</i> | Enolase (ENO)                                       |  |  |  |  |  |
|                                  | <i>saci_1857</i> | dehydrogenase (AOR)                                 |  |  |  |  |  |
|                                  | <i>saci_0059</i> | Phosphoenolpyruvate carboxylase (PEPC)              |  |  |  |  |  |
|                                  | <i>saci_0246</i> | Malate/lactate dehydrogenase                        |  |  |  |  |  |
|                                  | <i>saci_0122</i> | Fumarase (FumC)                                     |  |  |  |  |  |
|                                  | <i>saci_0751</i> | LysZ, [LysW]-Glutamat-kinase                        |  |  |  |  |  |
| <b>Tricarboxylic acid</b>        | <i>Saci_0753</i> | LysW carrier protein                                |  |  |  |  |  |
|                                  | <i>saci_0750</i> | LysY, [LysW]-Glutamat-phosphat-reductase            |  |  |  |  |  |
|                                  | <i>saci_1621</i> | ArgX, [LysW]-Glutamate-ligase                       |  |  |  |  |  |
|                                  | <i>saci_0755</i> | LysJ, [LysW]-Glutamate semialdehyde transaminase    |  |  |  |  |  |
|                                  | <i>saci_1617</i> | Argininosuccinate synthase, argG                    |  |  |  |  |  |
| <b>Polyamine synthesis</b>       | <i>saci_1618</i> | Argininosuccinate lyase, argH                       |  |  |  |  |  |

**Translation  
machinery**

|                  |                                                   |  |  |  |  |  |
|------------------|---------------------------------------------------|--|--|--|--|--|
| <i>saci_1363</i> | Arginine decarboxylase, speA                      |  |  |  |  |  |
| <i>saci_0863</i> | Arginase family enzyme, speB                      |  |  |  |  |  |
| <i>saci_0643</i> | Spermidine synthase, speE                         |  |  |  |  |  |
| <i>saci_0832</i> | Translation initiation factor<br>aIF2y            |  |  |  |  |  |
| <i>saci_0964</i> | aIF1A                                             |  |  |  |  |  |
| <i>saci_0672</i> | ABCE1                                             |  |  |  |  |  |
| <i>saci_1311</i> | AlF5A                                             |  |  |  |  |  |
| <i>saci_0081</i> | 30S ribosomal protein S4P                         |  |  |  |  |  |
| <i>saci_0571</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0575</i> | 50s ribosomal protein                             |  |  |  |  |  |
| <i>saci_0576</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0577</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0578</i> | 50s ribosomal protein                             |  |  |  |  |  |
| <i>saci_0579</i> | 50s Ribosomal protein                             |  |  |  |  |  |
| <i>saci_0580</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0581</i> | 50 s ribosomal protein                            |  |  |  |  |  |
| <i>saci_0584</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0585</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0586</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0587</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0588</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0591</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0592</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0593</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0594</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0596</i> | : 5oS ribosomal protein                           |  |  |  |  |  |
| <i>saci_0597</i> | 50Sribosomal protein                              |  |  |  |  |  |
| <i>saci_0608</i> | Ribosomal protein                                 |  |  |  |  |  |
| <i>saci_0617</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0620</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0642</i> | Ribosomal protein                                 |  |  |  |  |  |
| <i>saci_0697</i> | 50 s ribosomal protein                            |  |  |  |  |  |
| <i>saci_0758</i> | 30s ribosomal protein                             |  |  |  |  |  |
| <i>saci_0829</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0831</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0853</i> | Ribosomal protein                                 |  |  |  |  |  |
| <i>saci_1469</i> | 30S ribosomal protein                             |  |  |  |  |  |
| <i>saci_1520</i> | 50S ribosomal protein                             |  |  |  |  |  |
| <i>saci_0613</i> | proteasome alpha subunit                          |  |  |  |  |  |
| <i>saci_0909</i> | proteaseome beta subunit<br>precursor             |  |  |  |  |  |
| <i>saci_0658</i> | Archaeal enzyme of ATP-<br>grasp superfamily PAC2 |  |  |  |  |  |
| <i>saci_1858</i> | cbsA cytochrome b558/556<br>subunit A             |  |  |  |  |  |
| <i>saci_1859</i> | cbsB cytochrome b558/556<br>subunit B             |  |  |  |  |  |
| <i>saci_1860</i> | SoxL                                              |  |  |  |  |  |

**Cytochrome bc 1  
complex**

|                                      |                  |                                                             |  |  |  |  |  |
|--------------------------------------|------------------|-------------------------------------------------------------|--|--|--|--|--|
| <b>Terminal oxidase complex</b>      | <i>saci_1861</i> | SoxN cytochrome b                                           |  |  |  |  |  |
|                                      | <i>saci_1862</i> | OsdN                                                        |  |  |  |  |  |
|                                      | <i>saci_2086</i> | soxD                                                        |  |  |  |  |  |
|                                      | <i>saci_2087</i> | SoxC cytochrome b                                           |  |  |  |  |  |
|                                      | <i>saci_2088</i> | soxB cytochrome c & quinol oxidase polypeptide I            |  |  |  |  |  |
|                                      | <i>saci_2089</i> | soxA conserved quinol oxidase polypeptide II                |  |  |  |  |  |
|                                      | <i>saci_2090</i> | soxL                                                        |  |  |  |  |  |
|                                      | <i>saci_2258</i> | SoxI                                                        |  |  |  |  |  |
|                                      | <i>saci_2259</i> | soxH cytochrome c oxidase subunit II                        |  |  |  |  |  |
|                                      | <i>saci_2260</i> | soxG cytochrome b                                           |  |  |  |  |  |
|                                      | <i>saci_2261</i> | soxF conserved archaeal Rieske domain protein               |  |  |  |  |  |
|                                      | <i>saci_2262</i> | soxE sulfocyanin, blue copper protein                       |  |  |  |  |  |
|                                      | <i>saci_2263</i> | soxM quinol oxidase polypeptide I/III                       |  |  |  |  |  |
|                                      | <i>saci_0097</i> | DoxB cytochrome c oxidase polypeptide I                     |  |  |  |  |  |
|                                      | <i>saci_0098</i> | DoxC conserved protein                                      |  |  |  |  |  |
|                                      | <i>saci_0099</i> | DoxE                                                        |  |  |  |  |  |
|                                      | <i>saci_2338</i> | NADH dehydrogenase                                          |  |  |  |  |  |
|                                      | <i>saci_2339</i> | NADH dehydrogenase subunit L                                |  |  |  |  |  |
|                                      | <i>saci_2340</i> | NADH dehydrogenase subunit k                                |  |  |  |  |  |
|                                      | <i>saci_2341</i> | NADH dehydrogenase subunit J                                |  |  |  |  |  |
|                                      | <i>saci_2342</i> | NADH dehydrogenase subunit I                                |  |  |  |  |  |
|                                      | <i>saci_2343</i> | NADH dehydrogenase subunit H                                |  |  |  |  |  |
| <b>Glycosylation</b>                 | <i>saci_0093</i> | aglH ,                                                      |  |  |  |  |  |
|                                      | <i>saci_0422</i> | AgI2, Glucose-1-p uridyltransferase                         |  |  |  |  |  |
|                                      | <i>saci_1274</i> | aglB,Oligosaccharyltransferase membrane subunit             |  |  |  |  |  |
|                                      | <i>saci_1865</i> | Glycosyl transferase family 2                               |  |  |  |  |  |
|                                      | <i>saci_1915</i> | Glycosyl transferase family 2                               |  |  |  |  |  |
|                                      | <i>saci_1148</i> | Peptide N-acetyl-beta-D-glucosaminyl asparaginase amidase A |  |  |  |  |  |
|                                      | <i>saci_0124</i> | Glycosyl transferase family 2                               |  |  |  |  |  |
|                                      | <i>saci_0956</i> | Glycosyl transferase family 2                               |  |  |  |  |  |
|                                      | <i>saci_1011</i> | Glycosyl transferase family 2                               |  |  |  |  |  |
|                                      | <i>saci_0675</i> | MFS family permease                                         |  |  |  |  |  |
| <b>major facilitator superfamily</b> |                  |                                                             |  |  |  |  |  |
|                                      |                  |                                                             |  |  |  |  |  |

**Common stress genes**

|                  |                                                                                       |  |  |  |  |  |
|------------------|---------------------------------------------------------------------------------------|--|--|--|--|--|
| <i>saci_1059</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1725</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1782</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1943</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1731</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_2076</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1671</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_0371</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1806</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1903</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_2095</i> | MFS family permease                                                                   |  |  |  |  |  |
| <i>saci_1036</i> | ABC-type dipeptide/oligopeptide/nickel transport system, permease component           |  |  |  |  |  |
| <i>saci_1155</i> | acetate decarboxylase                                                                 |  |  |  |  |  |
| <i>saci_0003</i> | membrane protein                                                                      |  |  |  |  |  |
| <i>saci_0383</i> | Na <sup>+</sup> /proline symporter                                                    |  |  |  |  |  |
| <i>saci_1304</i> | Isopropylmalate/homocitrate/citramalate synthase                                      |  |  |  |  |  |
| <i>saci_1762</i> | ABC-type dipeptide/oligopeptide/nickel transport system, permease component           |  |  |  |  |  |
| <i>saci_2317</i> | aapE, ATPase involved in adhesive pili biosynthesis                                   |  |  |  |  |  |
| <i>saci_2332</i> | Membrane protease subunit, stomatin/prohibitin homolog                                |  |  |  |  |  |
| <i>saci_0355</i> | transcriptional regulator, Lrp family                                                 |  |  |  |  |  |
| <i>saci_0094</i> | HAD superfamily hydrolase                                                             |  |  |  |  |  |
| <i>saci_0394</i> | cobM, Precorrin-4 methylase                                                           |  |  |  |  |  |
| <i>saci_0925</i> | Hypoxanthine phosphoribosyltransferase                                                |  |  |  |  |  |
| <i>saci_1241</i> | HGG motif-containing thioesterase, possibly involved in aromatic compounds catabolism |  |  |  |  |  |
| <i>saci_0254</i> | Sec-independent protein secretion pathway component TatC                              |  |  |  |  |  |
| <i>saci_0703</i> | SAM superfamily enzyme                                                                |  |  |  |  |  |
| <i>saci_0806</i> | Phosphomannomutase                                                                    |  |  |  |  |  |
| <i>saci_2055</i> | decarboxylase                                                                         |  |  |  |  |  |
| <i>saci_2135</i> | RecB family nuclease                                                                  |  |  |  |  |  |
| <i>saci_2137</i> | aminotransferase                                                                      |  |  |  |  |  |
| <i>saci_2225</i> | Acyl-CoA-synthase (AMP-forming)/AMP-acid ligase II                                    |  |  |  |  |  |
| <i>saci_2297</i> | Pirin-related protein                                                                 |  |  |  |  |  |

|                  |                                                                                   |  |  |  |  |  |
|------------------|-----------------------------------------------------------------------------------|--|--|--|--|--|
| <i>saci_2306</i> | Pyruvate:ferredoxin oxidoreductase or related 2-oxoacid:ferredoxin oxidoreductase |  |  |  |  |  |
| <i>saci_0073</i> | Acetyltransferase (GNAT) family                                                   |  |  |  |  |  |
| <i>saci_0260</i> | Biotin carboxylase                                                                |  |  |  |  |  |
| <i>saci_0175</i> | Diphtamide synthase subunit DPH2                                                  |  |  |  |  |  |
| <i>saci_0435</i> | HerA helicase                                                                     |  |  |  |  |  |
| <i>saci_0620</i> | Ribosomal protein S3AE                                                            |  |  |  |  |  |
| <i>saci_0750</i> | argC, Acetylglutamate semialdehyde dehydrogenase                                  |  |  |  |  |  |
| <i>saci_0832</i> | Translation initiation factor 2, gamma subunit eIF-2 gamma,                       |  |  |  |  |  |
| <i>saci_1523</i> | Transcriptional regulator,                                                        |  |  |  |  |  |
| <i>saci_1605</i> | GTP-binding protein,                                                              |  |  |  |  |  |
| <i>saci_1865</i> | Glycosyl transferase family 2                                                     |  |  |  |  |  |
| <i>saci_1642</i> | tRNA A37 threonylcarbamoyladenosine synthetase subunit TsaC/SUA5/YrdC             |  |  |  |  |  |
| <i>saci_2111</i> | MFS family permease                                                               |  |  |  |  |  |
| <i>saci_2200</i> | Uroporphyrinogen-III methylase                                                    |  |  |  |  |  |
| <i>saci_2267</i> | Rhodanese-related sulfurtransferase                                               |  |  |  |  |  |

**Table S3** Relative protein levels compared to time point 0 h during nutrient depletion that were analyzed in this study. Changes after 0.5 h, 2 h and 4 h are depicted. Red indicates reduced protein levels, green indicates elevated protein levels, grey indicates basal levels compared to time point 0 h. (log2 1-fold: lighter colors, log2 2-fold and higher: darker colors)

|                                   |           | Function                            | 0.5 h | 1.5 h | 4 h |
|-----------------------------------|-----------|-------------------------------------|-------|-------|-----|
| <b>Transcriptional regulators</b> | Saci_1588 | transcriptional regulator           |       |       |     |
|                                   | Saci_0449 | SRSR binding protein                |       |       |     |
|                                   | Saci_1242 | Lrs14 type regulator                |       |       |     |
|                                   | Saci_1219 | Lrs14 type regulator                |       |       |     |
|                                   | Saci_1223 | Lrs14 type regulator                |       |       |     |
|                                   | Saci_2167 | HTH DNA binding domain protein      |       |       |     |
| <b>Translation machinery</b>      | Saci_0832 | Translation initiation factor alF2y |       |       |     |
|                                   | Saci_1311 | AlF5A                               |       |       |     |
|                                   | Saci_0695 | alF5B                               |       |       |     |
|                                   | Saci_0080 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0081 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0082 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0084 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0086 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0571 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0575 | 50s ribosomal protein               |       |       |     |
|                                   | Saci_0576 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0577 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0578 | 50s ribosomal protein               |       |       |     |
|                                   | Saci_0579 | 50s Ribosomal protein               |       |       |     |
|                                   | Saci_0580 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0584 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0585 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0586 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0588 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0591 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0592 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0593 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0594 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0596 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0597 | 50Sribosomal protein                |       |       |     |
|                                   | Saci_0603 | elongation factor EF2               |       |       |     |
|                                   | Saci_0617 | 50S ribosomal protein               |       |       |     |
|                                   | Saci_0620 | 30S ribosomal protein               |       |       |     |
|                                   | Saci_0685 | elongation factor IF-2              |       |       |     |
|                                   | Saci_0688 | 30S ribosomal protein               |       |       |     |

|                                                                                                                                                                  |           |                                                                      |  |  |  |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|----------------------------------------------------------------------|--|--|--|
| <p><b>Electron donors</b></p> <p><b>Common stress genes</b></p> <p><b>Central carbon metabolism</b></p> <p><b>Tricarboxylic acid</b></p> <p><b>Polyamine</b></p> | Saci_0697 | 50 s ribosomal protein                                               |  |  |  |
|                                                                                                                                                                  | Saci_0758 | 30s ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_0829 | 30S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_0831 | 30S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_1458 | 50S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_1459 | 50S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_1469 | 30S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_1495 | 50S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_1520 | 50S ribosomal protein                                                |  |  |  |
|                                                                                                                                                                  | Saci_2343 | NADH dehydrogenase subunit H                                         |  |  |  |
|                                                                                                                                                                  | Saci_0979 | Succinate dehydrogenase                                              |  |  |  |
|                                                                                                                                                                  | Saci_0982 | Succinate dehydrogenase                                              |  |  |  |
|                                                                                                                                                                  | Saci_1304 | Isopropylmalate/homocitrate/citramalate synthase                     |  |  |  |
|                                                                                                                                                                  | Saci_2317 | aapE, ATPase involved in adhesive pili biosynthesis                  |  |  |  |
|                                                                                                                                                                  | Saci_0703 | radical SAM superfamily enzyme                                       |  |  |  |
|                                                                                                                                                                  | Saci_1816 | Glucan 1,4- $\alpha$ -glucosidase (GA)                               |  |  |  |
|                                                                                                                                                                  | Saci_0619 | Sugar phosphate nucleotidyl transferase (NGPA)                       |  |  |  |
|                                                                                                                                                                  | Saci_0166 | aldehyde dehydrogenase (AOR)                                         |  |  |  |
|                                                                                                                                                                  | Saci_0419 | BadF-type ATPase, related to human N-acetylglucosamine kinase (FBPA) |  |  |  |
|                                                                                                                                                                  | Saci_0424 | KDGK                                                                 |  |  |  |
|                                                                                                                                                                  | Saci_0837 | Phosphoglycerate mutase (PGAM)                                       |  |  |  |
|                                                                                                                                                                  | Saci_1355 | pgk ,phosphoglycerate kinase (PGK)                                   |  |  |  |
|                                                                                                                                                                  | Saci_1356 | Glyceraldehyde 3-phosphate dehydrogenase (GAPDH)                     |  |  |  |
|                                                                                                                                                                  | Saci_1965 | Alcohol dehydrogenase (GDH)                                          |  |  |  |
|                                                                                                                                                                  | Saci_0122 | Fumarate hydratase (FumC)                                            |  |  |  |
|                                                                                                                                                                  | Saci_0246 | lactate/malate dehydrogenase (MDH)                                   |  |  |  |
|                                                                                                                                                                  | Saci_0982 | sdhA succinate dehydrogenase flavoprotein subunit (SDH)              |  |  |  |
|                                                                                                                                                                  | Saci_2375 | isocitrate dehydrogenase (ACN)                                       |  |  |  |
|                                                                                                                                                                  | Saci_0751 | [LysW]-Glutamat-kinase, LysZ                                         |  |  |  |
|                                                                                                                                                                  | Saci_1408 | Ornithine carbamoyltransferase argF                                  |  |  |  |

**Table S4** Percentage of archaeol, GTGT (Glycerol trialkyl glycerol tetraether) and GDGT (Glycerol dialkyl glycerol tetraether with 0-5 cyclopentane rings. GDGT-X marked with ‘ or ‘’ represent isomeric forms (X= number of cyclopentane rings). Samples were taken in triplicate at T 0 and after 1.5 h and 4 h of starvation (-N) and after 1.5 h and 4 h in the presence of nutrients (+N) (upper part of table) and averaged as well as the ring index were calculated (lower part of table +N = grown in nutrient rich conditions. -N=grown under nutrient depletion.

|                      | Archaeol | GTG<br>T-0 | GD<br>GT-<br>0 | GD<br>GT-<br>1 | GDG<br>T-2' | GDGT<br>-2 | GDG<br>T-3' | GDG<br>T-3 | GDG<br>T-4' | GDG<br>T-4 | GDG<br>T-4'' | GDG<br>T-5 | Ring<br>index |
|----------------------|----------|------------|----------------|----------------|-------------|------------|-------------|------------|-------------|------------|--------------|------------|---------------|
| T 0 h<br>1.rep       | 0.2      | 0.2        | 4.1            | 6.8            | 0.1         | 6.0        | 0.4         | 11.0       | 1.0         | 67.3       | 0.2          | 2.4        | 3.4           |
| T 0 h<br>2.rep       | 0.2      | 0.2        | 4.0            | 6.7            | 0.1         | 5.9        | 0.4         | 11.1       | 0.8         | 67.7       | 0.2          | 2.4        | 3.4           |
| T 0 h<br>3.rep       | 0.2      | 0.2        | 4.1            | 6.7            | 0.1         | 5.9        | 0.4         | 11.0       | 0.9         | 67.7       | 0.2          | 2.3        | 3.4           |
| 1.5 h<br>+N<br>1.rep | 0.2      | 0.3        | 5.0            | 6.9            | 0.2         | 7.2        | 0.5         | 13.8       | 0.9         | 62.2       | 0.2          | 2.0        | 3.3           |
| 1.5 h<br>+N<br>2.rep | 0.2      | 0.3        | 5.5            | 7.9            | 0.2         | 7.7        | 0.4         | 14.8       | 0.8         | 60.1       | 0.2          | 1.8        | 3.2           |
| 1.5 h -N<br>2.rep    | 0.1      | 0.3        | 4.8            | 7.6            | 0.1         | 6.4        | 0.5         | 10.5       | 1.0         | 65.1       | 0.2          | 3.0        | 3.4           |
| 1.5 h -N<br>3.rep    | 0.1      | 0.3        | 4.8            | 7.8            | 0.1         | 6.3        | 0.5         | 10.6       | 0.9         | 65.1       | 0.2          | 2.9        | 3.4           |
| 4 h +N<br>1.rep      | 0.2      | 0.2        | 5.6            | 8.0            | 0.2         | 8.3        | 0.5         | 16.9       | 0.7         | 57.5       | 0.2          | 1.4        | 3.2           |
| 4 h +N<br>2.rep      | 0.2      | 0.2        | 5.7            | 8.2            | 0.2         | 8.5        | 0.5         | 17.7       | 0.7         | 56.3       | 0.1          | 1.4        | 3.2           |
| 4 h +N<br>3.rep      | 0.2      | 0.2        | 5.6            | 8.2            | 0.2         | 8.6        | 0.5         | 17.7       | 0.7         | 56.2       | 0.2          | 1.5        | 3.2           |
| 4 h -N<br>1.rep      | 0.1      | 0.3        | 5.1            | 7.9            | 0.2         | 6.4        | 0.5         | 9.7        | 1.0         | 64.2       | 0.3          | 3.9        | 3.4           |
| 4 h -N<br>2.rep      | 0.1      | 0.3        | 5.3            | 8.1            | 0.1         | 6.4        | 0.5         | 10.0       | 1.0         | 63.7       | 0.3          | 3.8        | 3.3           |
| 4 h -N<br>3.rep      | 0.1      | 0.3        | 4.8            | 7.7            | 0.1         | 6.2        | 0.5         | 10.1       | 1.0         | 64.6       | 0.3          | 3.9        | 3.4           |

average

|              |     |     |     |     |     |     |     |      |     |      |     |     |     |
|--------------|-----|-----|-----|-----|-----|-----|-----|------|-----|------|-----|-----|-----|
| T0           | 0.2 | 0.2 | 4.1 | 6.7 | 0.1 | 6.0 | 0.4 | 11.0 | 0.9 | 67.6 | 0.2 | 2.4 | 3.4 |
| 1.5 h<br>+N  | 0.2 | 0.3 | 5.3 | 7.4 | 0.2 | 7.5 | 0.5 | 14.3 | 0.9 | 61.2 | 0.2 | 1.9 | 3.3 |
| 4 h +N       | 0.2 | 0.2 | 5.6 | 8.1 | 0.2 | 8.5 | 0.5 | 17.5 | 0.7 | 56.7 | 0.2 | 1.4 | 3.2 |
| 1.5 h -<br>N | 0.1 | 0.3 | 4.8 | 7.7 | 0.1 | 6.3 | 0.5 | 10.5 | 1.0 | 65.1 | 0.2 | 3.0 | 3.4 |
| 4 h -N       | 0.1 | 0.3 | 5.1 | 7.9 | 0.1 | 6.3 | 0.5 | 9.9  | 1.0 | 64.2 | 0.3 | 3.9 | 3.4 |

**Table S5** Genes similarly regulated under starvation and osmotic stress limitation (A. Buetti-Dinh et al, Microbiol (United Kingdom) 162:1422-34, 2016)

| Upregulated genes                                                                                                             | Downregulated genes                                                                            |
|-------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------|
| <i>arnB</i> ( <i>saci_1211</i> )                                                                                              | <i>saci_0073</i> (Acetyltransferase (GNAT) family)                                             |
| <i>saci_0254</i> ( <i>tatC</i> )                                                                                              | <i>saci_0260</i> (Biotin carboxylase)                                                          |
| <i>saci_0355</i> (DNA-binding transcriptional regulator, Lrp family)                                                          | <i>saci_0175</i> (Diphthamide synthase subunit DPH2)                                           |
| <i>saci_0703</i> (Radical SAM superfamily enzyme)                                                                             | <i>saci_0435</i> (HerA helicase)                                                               |
| <i>saci_0806</i> (Phosphomannomutase)                                                                                         | <i>saci_0620</i> (Ribosomal protein S3AE)                                                      |
| <i>saci_1059</i> (MFS family permease)                                                                                        | <i>saci_0750</i> ( <i>argC</i> )                                                               |
| <i>saci_2055</i> (3-polyprenyl-4-hydroxybenzoate decarboxylase or related decarboxylase)                                      | <i>saci_0832</i> (Translation initiation factor 2, gamma subunit eIF-2 gamma, GTPase)          |
| <i>saci_2135</i> (RecB family nuclease with coiled-coil N-terminal domain, paREP7 family protein)                             | <i>saci_0892</i> (Uncharacterized Zn-finger containing protein)                                |
| <i>saci_2137</i> (4-aminobutyrate aminotransferase or related aminotransferase)                                               | <i>saci_1523</i> (Transcriptional regulator, contains ATP-binding and MarR family HTH domains) |
| <i>saci_2225</i> (Acyl-CoA synthetase (AMP-forming)/AMP-acid ligase II)                                                       | <i>saci_1605</i> (GTP-binding protein, GTP1/Obg family)                                        |
| <i>saci_2297</i> (Pirin-related protein)                                                                                      | <i>saci_1865</i> (Glycosyl transferase family 2)                                               |
| <i>saci_2306</i> (Pyruvate:ferredoxin oxidoreductase or related 2-oxoacid:ferredoxin oxidoreductase, alpha subunit and gamma) | <i>saci_1642</i> (tRNA A37 threonylcarbamoyladenosine synthetase subunit TsaC/SUA5/YrdC)       |
|                                                                                                                               | <i>saci_2111</i> (MFS family permease)                                                         |
|                                                                                                                               | <i>saci_2200</i> (Uroporphyrinogen-III methylase)                                              |
|                                                                                                                               | <i>saci_2267</i> (Rhodanese-related sulfurtransferase)                                         |

How the deposited data were processed for this re-analysis (not part of the article)

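RNA of *S. acidocaldarius* cultures was sequenced by the authors at 0, 0.5, 1, 1.5, 2 and 4 h of nutrient depletion. The counts of 18 samples were used here, 3 replicates at each of 6 time points. Replicates 1, 2 and 3 are biological replicates by the sample labels, and samples with the same number at different time points were read as the same culture followed over time, as the paper's procedure describes. The paper's methods state that duplicates of each time point were subjected to transcriptomic analysis, while 3 replicates have counts at every time point. The sample labels place the 0 h sample before starvation, and the paper takes it from the starvation culture at its start. Proteins, lipids, survival, pH and microscopy were not analysed here.

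Counts per gene come from the authors, who depleted rRNA, prepared strand-specific cDNA, sequenced on a HiSeq or a MiSeq instrument, mapped the reads with Bowtie2 to the DSM639 genome and counted them per gene in ReadXplorer. The count values are raw read counts as deposited, with no normalization, and are whole numbers for each gene and run. The count table has 2225 entries and 36 runs, 12 by MiSeq and 24 by HiSeq on 2 lanes, read so from the column names and the paper's methods. Replicate 1 was run on both instruments, replicate 2 on the MiSeq and replicate 3 on the HiSeq, in the same way at every time point. The sample records name the HiSeq alone, and whether both runs of replicate 1 come from 1 RNA preparation is not stated. The log2 values are the authors' log2 fold changes and standard errors by DESeq2, with 1 comparison against 0 h for each time point, per the file headers and the paper's methods. The p values are the Wald p and the adjusted p of the same DESeq2 fits, per the file headers. The score values are the mean normalized counts and the Wald statistic of the same fits by DESeq2, per the file headers. The paper states neither the version of DESeq2 nor the runs entered or the prior on fold changes. The sign of the authors' log2 values is that of 0 h over the time point, since their correlation with the fold changes computed here lay between -0.995 and -0.988, and it was turned before use.

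The runs of each replicate at each time point were summed to 1 sample. Of the 2225 entries, 2 without a genome position were left out with 0.0304% of the counts, which left 2223 genes. In the reference annotation, 2191 of these had an entry, 2185 as protein coding, 6 as pseudogenes and 0 as rRNA, tRNA or other non-coding genes. Positions are printed as the count table gives them. Of all genes, 1016 overlap another gene, and 25 over at least 20% of their length. The samples kept the strand, but whether the counting used it is not stated, so the overlap with genes on either strand is counted. For genes that the paper's results name, an overlap of at least 5% of the length is given with its strand where the gene is reported.

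Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its defaults, and glmQLFit and glmQLFTest with 1 coefficient for each time point. All 18 samples entered 1 fit, so that the groups share their estimate of the spread, and 2221 genes were tested. A gene is said to be called elevated or reduced when its p, adjusted by Benjamini-Hochberg within the comparison, is below 0.01 and its log2 fold change is at least 1 in size, which are the limits of the paper's methods. Errors of log2 fold changes are standard errors derived from that fit, as the size of the fold change over the square root of its F statistic. CPM, scaled by TMM over all genes, are means with their SD over 3 replicates. Changes over the time course were tested with the F test of all 5 time coefficients at an adjusted p below 0.01. Time points were compared with each other, 4 h with 0.5 h, 4 h with 1.5 h and 1.5 h with 0.5 h, at an adjusted p below 0.01 and with no limit on the fold change. Complexes and operons fixed from the paper were tested as sets with fry of limma 3.58.1, which has a directional p, and functional groups with camera of limma at an inter-gene correlation of 0.01. The p of both were adjusted by Benjamini-Hochberg over sets and time points and read at 0.05. The functional groups are the ribosomal proteins and MFS permeases of Supplementary Table S2, which the study chose from these samples, and the aminoacyl-tRNA synthetases and CRISPR-associated proteins by their symbols in the reference annotation. Membership by symbol, and by Table S2 for the permeases, was settled after the data were seen, since product names were not used here. The arCOG classes were not analysed here.

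The genes named in the text are those whose transcripts the paper's results name and the genes of Supplementary Tables S1, S2 and S5 as sets, whose values in the paper's tables were seen beforehand. Named as well are, at 0.5 h and at 4 h, the 5 largest rises and the 5 largest falls among called genes with a mean count of at least 50 whose 3 samples all lie above, or all below, the 3 samples at 0 h. This rule, the tests and the alternatives were set before the data were examined, except where the text says otherwise. Fold changes of single cultures are log2 ratios of CPM with 0.5 added, each against the culture's own 0 h sample. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

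Total counts per sample ranged from 4775369 to 19105966, with a median of 13143196, and the smallest totals were those of replicate 2 at every time point. Between 2 and 30 genes per sample had fewer than 10 counts. The biological coefficient of variation was 28%, and the median standard error of a log2 fold change at 4 h was 0.27. The spread of counts between the 2 lanes of a HiSeq run was checked as chi-square per degree of freedom and lay between 1.72 and 1.92. Between the MiSeq and the HiSeq run of replicate 1 its median was 44, between replicates 1 and 2 on the MiSeq 168 and between replicates 1 and 3 on the HiSeq 185. Whether samples of 1 number vary together was checked from their deviations from the means of their time points. These had a mean correlation of 0.36 over 45 pairs of the same number, from -0.34 to 0.84, and of -0.17 over 90 pairs of different numbers. The replicate block was kept as an alternative and not as the reported fit, with 891 genes called at 4 h.

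The steps were tested on simulated data with a log2 change of 2 put into 200 genes at 4 h. Counts were drawn for each sample on its own, with no differences shared by the samples of a culture. The reported fit called 183 of them with 3 false calls, DESeq2 1.42.0 191 with 7, and glmTreat 62% of them. The time course test found 89.5% with 1 false call.

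The alternatives set beforehand were DESeq2 1.42.0 with its own size factors, RLE size factors, total counts only, no filter on low counts, at least 10 counts in every sample, a fit of only the 6 samples of a comparison, the culture as a block, glmTreat against a log2 fold change of 1, each sample left out in turn, each replicate left out at all time points, and other set tests. Chosen after seeing the data were the MiSeq runs only, the HiSeq runs only, an offset on gene length by loess with a span of 0.5, and runs entered as separate samples. The last is DESeq2 with its prior on fold changes on the 2 MiSeq runs and lane 1 of the 2 HiSeq runs of each time point, or at 4 h with both lanes of replicate 3 and no HiSeq run of replicate 1. Where a group was left with 1 or 2 samples, these were taken to vary like the other groups. For each comparison, the 10 ways to split its 6 samples were counted, and 100 groupings of the 18 samples for the time course.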

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

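Of the tests in this part, those of gene length, of the sequencing instrument and of single 0 h samples for the ratio of gene counts, and those of single samples for the largest changes, were chosen only after the result was seen.

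Genes that differed between starved time points drew attention because the difference itself was tested. By edgeR, 720 genes differed between 4 h and 0.5 h (383 higher, 337 lower), 150 between 4 h and 1.5 h (97 higher, 53 lower) and 177 between 1.5 h and 0.5 h (115 higher, 62 lower). DESeq2 gave 857, 292 and 314 genes. The directions depend on the scaling, since total counts only gave 229 higher and 540 lower, 56 higher and 105 lower and 70 higher and 86 lower in the same order. The number between 4 h and 0.5 h became 302 without replicate 1 and 241 without replicate 3. For 4 h against 1.5 h it became 10 without replicate 1, 0 without replicate 3, 88 without 1.5 h replicate 1, 25 without 1.5 h replicate 2, 56 without 1.5 h replicate 3, 79 without 4 h replicate 1 and 91 without 4 h replicate 3, and between 1.5 h and 0.5 h 27 without replicate 1, 1 without replicate 3, 108 without 0.5 h replicate 1, 100 without 0.5 h replicate 2, 110 without 0.5 h replicate 3, 98 without 1.5 h replicate 1 and 95 without 1.5 h replicate 3. For the 0 by edgeR without replicate 3, 411 genes had an unadjusted p below 0.05 and DESeq2 gave 131. Of the 10 ways to split the 6 samples of each of these 3 comparisons into 3 and 3, 1, the real one, gave as many genes, and 10 splits are too few to exclude chance. The same holds for the comparisons of 0.5, 1, 1.5, 2 and 4 h with 0 h, each with 1 of 10 splits. The real split is 1 of 4 splits that part all 3 pairs of samples of a culture, and the other 3 of these, like the 6 that part fewer, gave 0 genes by edgeR in each of the 8 comparisons. These other splits mix samples of both time points, and had from 2 to 386 genes at an unadjusted p below 0.05.

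More genes were called at 4 h than at 0.5 h, 828 against 435, a ratio of 1.9. The tables argue against the tested technical causes as the whole of it. With every sample thinned to the smallest total, the ratio was 1.9, and with the 10 genes of the largest share left out and total counts only it was 2.00. Without the genes that overlap another it was 1.81, with a length offset 1.89, and within the HiSeq runs, the lower of the 2 instruments, 2.17. The lowest ratio without 1 of the 0 h samples was 1.61, without 0 h replicate 1. Without replicate 3 no gene was called at 0.5 h by edgeR (730 with an unadjusted p below 0.05, 322 called by DESeq2), and 521 were called at 4 h. GC content was not tested, since no genome sequence was used here. A wider response later in nutrient depletion, which the design names, may underlie the ratio, as a hypothesis found and tested on the same data.

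Gene counts at 1 h and 2 h drew attention because the paper gives its numbers of changed transcripts for 0.5, 1.5 and 4 h. At 1 h, 545 genes were called (281 elevated, 264 reduced), and at 2 h 689 (346 elevated, 343 reduced). DESeq2 called 608 and 737 genes, and 542 and 674 of them were among the calls of edgeR. Here too the directions depend on the scaling, with 164 elevated and 436 reduced at 1 h and 209 elevated and 597 reduced at 2 h with total counts only. Without replicate 3, 158 and 375 genes were called, and without any other replicate or sample the numbers stayed within 1.5 times those of all samples. Over the whole time course, 1 of 100 groupings of the 18 samples, the real one, gave as many genes as the 1096 of the F test, and the highest other grouping gave 187, so that chance can be excluded there. Both time points lie between those the paper counts, and the stated condition, nutrient depletion, remains the explanation that the design gives.

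Genes called in both directions drew attention because the effects at 2 time points have opposite signs, each past the limits for a call. Of 13 such genes, 9 fell first and rose later and 4 rose first and fell later. The size of their change between 0.5 h and 4 h follows from this choice and is no separate test, while its sign was free. Between these time points, 9 rose by 2.35 to 3.84 and 4 changed by -6.56 to -3.96 on the log2 scale. A wrong scaling factor would move all genes of a sample alike, so the opposite signs argue against it as the cause for all 13. For the 9 that fell first, which share 1 order, the signs cannot decide this. Each of the 4 genes called elevated first and reduced later does lose this status when 1 sample is left out. Of the 9 that fell first, all in Table S1, 9 were called in both directions with DESeq2, 8 with RLE size factors and 5 with total counts only. Single samples matter for about as many as not, since 7 of the 13 lose this status when 1 sample is left out. The other 6 were *saci_1764*, *saci_1765*, *saci_1766*, *saci_2100*, *saci_2101* and *saci_2253* (*porB*). The number of genes called in both directions became 2 without replicate 1, 21 without replicate 2, 0 without replicate 3, 8 without 0 h replicate 3 and 6 without 0.5 h replicate 1. Of the 4 genes that rose first, *glnA* had log2 fold changes of 2.17 at 0.5 h and -1.79 at 4 h, and *saci_1624* of 2.06 and -2.57. For *saci_2145* and *saci_2146* the fall at 4 h went from -3.05 to 0.31 and from -3.11 to -0.31 without 0 h replicate 1. A change of direction during nutrient depletion stays open as a hypothesis for the 6 genes that held without any 1 sample.

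At 0.5 h, the largest changes of genes that the paper does not discuss drew attention as a signal outside its account. Elevated were *saci_2212* by 3.76 ± 0.52 (adjusted p = 8.64e-05), *saci_2139* by 3.61 ± 0.91 (adjusted p = 0.00509), *saci_1804* by 3.60 ± 1.01 (adjusted p = 0.00961), *saci_2145* by 3.51 ± 0.90 (adjusted p = 0.00548) and *saci_2146* by 3.28 ± 0.89 (adjusted p = 0.00817). Each lay above its 0 h samples in 3 of 3 samples, as the rule for naming them requires. Of these 5, 4 lose their call when 1 sample is left out, each time through an adjusted p above 0.01. Their log2 fold changes stayed between 2.73 and 6.85 without each single sample, which argues against 1 sample as the source of the rises. At 0 h the SD of CPM exceeded the mean for these 4 genes, for example 72.7 ± 114 for *saci_2145*. *saci_2139* had 3.07 without 0 h replicate 2, 3.19 without 0 h replicate 3, 3.44 without 0.5 h replicate 1 and 3.44 without 0.5 h replicate 3, with adjusted p from 0.0134 to 0.0269, while without 0 h replicate 1 the call held at 5.75. *saci_1804* had 3.03 without 0 h replicate 2, 3.16 without 0 h replicate 3, 3.47 without 0.5 h replicate 1 and 3.28 without 0.5 h replicate 3, with adjusted p from 0.0151 to 0.0453, while without 0 h replicate 1 the call held at 6.09. *saci_2145* had 2.96 without 0 h replicate 2, 2.97 without 0 h replicate 3, 3.37 without 0.5 h replicate 1 and 3.54 without 0.5 h replicate 3, with adjusted p from 0.012 to 0.0157, while without 0 h replicate 1 the call held at 6.85. *saci_2146* had 2.73 without 0 h replicate 2, 2.78 without 0 h replicate 3, 3.25 without 0.5 h replicate 1, 3.11 without 0.5 h replicate 2 and 3.45 without 0.5 h replicate 3, with adjusted p from 0.0137 to 0.0325, while without 0 h replicate 1 the call held at 6.06. The rise of *saci_2212* held without each single sample, between 3.34 and 4.81.

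Among genes the paper does not name, reduced most at 0.5 h were *saci_1090* by -2.98 ± 0.39 (adjusted p = 6.75e-05), *saci_2110* by -2.89 ± 0.52 (adjusted p = 0.000473), *saci_1003* by -2.83 ± 0.38 (adjusted p = 7.04e-05) and *saci_2073* by -2.68 ± 0.25 (adjusted p = 1.2e-05). At 4 h, *saci_1770* by 6.05 ± 0.60 (adjusted p = 5.32e-07), *saci_1771* by 5.87 ± 0.49 (adjusted p = 1.2e-07), *saci_1855* by 5.75 ± 0.48 (adjusted p = 1.2e-07) and *saci_2235* by 5.50 ± 0.53 (adjusted p = 4.04e-07) rose most of these genes, and *saci_1701* by -5.41 ± 0.57 (adjusted p = 9.07e-07), *saci_2166* by -4.69 ± 0.80 (adjusted p = 0.000111), *saci_1090* by -4.65 ± 0.43 (adjusted p = 2.95e-07), *saci_1322* by -3.94 ± 0.27 (adjusted p = 2.42e-08) and *saci_1607* by -3.64 ± 0.46 (adjusted p = 6.55e-06) fell most, of which *saci_1322* is *albA* and *saci_1607* is *purC*. All lay above, or below, their 0 h samples in 3 of 3 samples. The number of these 12 genes, *saci_1090* being at both times, that lose a call listed here when 1 sample is left out was 0, which argues against a single sample as their source. Without replicate 3 at all time points, where no gene was called at 0.5 h by edgeR (730 with an unadjusted p below 0.05, 322 called by DESeq2), the 4 falls at 0.5 h had log2 fold changes from -3.04 to -2.28. The fall of *saci_2110* at 0.5 h was not called without replicate 2 either, nor that of *saci_2166* at 4 h without replicate 1 (-4.96) and without replicate 3 (-3.71).

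For all 17 genes of these lists, reads shared between overlapping genes and the sequencing instrument were tested as well. The number that overlap another gene over at least 20% of their length was 0, and the number that fall under a log2 fold change of 1, or change direction, within the runs of 1 instrument was 0. The first value argues against shared reads. The second says little about the instrument. The mix of instruments is the same at every time point, and the genes were chosen for large changes in these same runs. For these 12 genes with falls at 0.5 h or changes at 4 h, a response to nutrient depletion may be the source, as a hypothesis, with GC content not tested.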

How the results depend on the processing

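The tests with the MiSeq or HiSeq runs only, the length offset and the runs as samples were chosen only after the data were seen, and all other alternatives were set beforehand. A result is taken to change when a count moves by over 1.5 times, or a set mean passes to the other side of its threshold.

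With no filter on low counts, the 81 counts, correlations and set means all kept their direction and their side of the threshold, and so did the 31 counts and correlations with the length offset. RLE size factors and the requirement of 10 counts kept 80 of 81 each. Correlations of fold changes between time points kept within 1 SD of the replicates under all alternatives, with 1 exception, that of 4 h and 1.5 h, which was 0.85 without 4 h replicate 2. With RLE size factors, no longer significant at 0.05 was the mean of NADH dehydrogenase (-1.15 at 2 h). With at least 10 counts required in every sample, no longer significant at 0.05 was the mean of NADH dehydrogenase (-1.10 at 2 h). The scalings differ in the median log2 fold change of all genes, which at 4 h was -0.01 with TMM, 0.04 with RLE and -0.57 with total counts only. With total counts only, genes called were 131 elevated at 0.5 h, 164 elevated and 436 reduced at 1 h, 209 elevated and 544 reduced at 1.5 h, 209 elevated and 597 reduced at 2 h and 228 elevated and 747 reduced at 4 h. Genes that differed were 229 higher and 540 lower between 4 h and 0.5 h, 56 higher and 105 lower between 4 h and 1.5 h and 70 higher between 1.5 h and 0.5 h. Newly significant at 0.05 were the means of cytochrome bc1 (-1.20 at 4 h), NADH dehydrogenase (-1.26 at 4 h) and aminoacyl-tRNA synthetases (-1.14 at 4 h). The number of genes elevated fell and that of genes reduced rose at each time point with this scaling, as its construction without a composition correction brings about. For the loss at 2 h with RLE and with 10 counts required the cause was not tested.

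With DESeq2, genes that differed were 292 between 4 h and 1.5 h (186 higher, 106 lower) and 314 between 1.5 h and 0.5 h (193 higher, 121 lower). Over all time points, 26 genes were called in both directions. With the culture as a replicate block, genes that differed were 319 between 4 h and 1.5 h (189 higher, 130 lower) and 334 between 1.5 h and 0.5 h (200 higher, 134 lower). Newly significant at 0.05 was the mean of aminoacyl-tRNA synthetases (-0.60 at 4 h). Both alternatives give more genes between time points. With the replicate block the biological coefficient of variation was 22.4%, against 28% in the reported fit. Differences between cultures are thus part of the spread in the reported fit, which lowers its number of calls. For DESeq2 the cause was not tested. With runs as samples, over all time points, 23 genes were called in both directions. For genes called in both directions the cause was not tested. In the pair-only fit, genes called were 208 at 0.5 h (103 elevated, 105 reduced). Genes that differed were 209 lower between 4 h and 0.5 h and 55 between 4 h and 1.5 h (34 higher, 21 lower). Over all time points, 4 genes were called in both directions. No longer significant at 0.05 were the means of cytochrome bc1 (-1.54 at 0.5 h), DoxBCE (-0.66 at 0.5 h), NADH dehydrogenase (-1.93 at 0.5 h, -1.68 at 1 h, -1.50 at 1.5 h and -1.16 at 2 h) and SoxABCDL (-1.06 at 2 h). Newly significant at 0.05 was the mean of DoxBCE (0.56 at 1.5 h). That fit has only 6 samples to estimate the spread, and for the gain of DoxBCE the cause was not tested. With glmTreat, genes called were 85 at 0.5 h (49 elevated, 36 reduced), 160 at 1 h (96 elevated, 64 reduced), 240 at 1.5 h (137 elevated, 103 reduced), 282 at 2 h (161 elevated, 121 reduced) and 376 at 4 h (211 elevated, 165 reduced). Genes that differed were 153 between 4 h and 0.5 h (103 higher, 50 lower), 2 between 4 h and 1.5 h (2 higher, 0 lower) and 17 between 1.5 h and 0.5 h (10 higher, 7 lower). Over all time points, 454 genes were called at any of 5 time points, 434 were called at any of 0.5, 1.5 and 4 h and 0 were called in both directions. For the 0 genes lower between 4 h and 1.5 h by glmTreat, 34 had an unadjusted p below 0.05 and DESeq2 gave 106. Of genes in both directions, 0 by glmTreat, DESeq2 gave 26. By its construction, glmTreat tests against a log2 fold change of 1 in place of 0, so fewer genes pass.

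From the MiSeq runs only, genes called were 56 at 0.5 h (19 elevated, 37 reduced), 203 at 1 h (115 elevated, 88 reduced), 336 at 1.5 h (188 elevated, 148 reduced), 383 at 2 h (212 elevated, 171 reduced) and 541 in all and 249 reduced at 4 h. Genes that differed were 262 between 4 h and 0.5 h (154 higher, 108 lower), 3 between 4 h and 1.5 h (3 higher, 0 lower) and 0 between 1.5 h and 0.5 h (0 higher, 0 lower). Over all time points, 642 genes were called at any of 5 time points, 614 were called at any of 0.5, 1.5 and 4 h, 1 was called in both directions and 395 differed over the time course. No longer significant at 0.05 were the means of cytochrome bc1 (-1.11 at 0.5 h, -1.61 at 1 h, -1.34 at 1.5 h and -1.26 at 2 h), DoxBCE (-0.48 at 0.5 h), archaellum operon (1.78 at 1 h), SoxABCDL (-1.19 at 2 h) and NADH dehydrogenase (-1.25 at 2 h). For the 0 genes between 1.5 h and 0.5 h by edgeR from the MiSeq runs, 426 had an unadjusted p below 0.05 and DESeq2 gave 114. For the 0 lower between 4 h and 1.5 h these were 212 and 54. From the HiSeq runs only, genes that differed were 31 lower between 4 h and 1.5 h. Over all time points, 20 genes were called in both directions. No longer significant at 0.05 was the mean of SoxABCDL (-0.44 at 2 h). Newly significant at 0.05 were the means of DoxBCE (0.79 at 1.5 h), cytochrome bc1 (-0.68 at 4 h), SoxABCDL (0.99 at 4 h) and aminoacyl-tRNA synthetases (-0.64 at 4 h). The runs of each instrument hold 2 of the 3 replicates, so that both settings have fewer samples and fewer counts. For the results that gained significance or rose from the HiSeq runs the cause was not tested.

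With the inter-gene correlation estimated from the data, camera found no set at 0.05 at any time point. No longer significant were cytochrome bc1 (-1.54 at 0.5 h, -1.84 at 1 h, -1.60 at 1.5 h and -1.48 at 2 h), SoxABCDL (-1.85 at 0.5 h, -2.29 at 1 h, -1.73 at 1.5 h and -1.10 at 2 h), SoxEFGHIM (0.73 at 0.5 h, 1.49 at 1 h, 1.78 at 1.5 h, 2.05 at 2 h and 2.57 at 4 h), DoxBCE (-0.67 at 0.5 h, 1.39 at 2 h and 2.87 at 4 h) and NADH dehydrogenase (-1.94 at 0.5 h, -1.67 at 1 h, -1.52 at 1.5 h and -1.19 at 2 h). The same held for archaellum operon (1.82 at 1 h, 2.73 at 1.5 h, 3.25 at 2 h and 3.50 at 4 h), ribosomal proteins of Table S2 (-0.84 at 0.5 h, -0.95 at 1 h, -1.02 at 1.5 h, -1.20 at 2 h and -1.63 at 4 h), MFS permeases of Table S2 (0.97 at 0.5 h, 1.79 at 1 h, 2.08 at 1.5 h, 2.29 at 2 h and 2.36 at 4 h) and CRISPR-associated proteins (0.76 at 1 h, 1.00 at 1.5 h, 1.16 at 2 h and 1.15 at 4 h). The means themselves do not change with the set test. With camera for complexes, no longer significant were DoxBCE (-0.67 at 0.5 h and 1.39 at 2 h), NADH dehydrogenase (-1.52 at 1.5 h and -1.19 at 2 h), cytochrome bc1 (-1.48 at 2 h) and SoxABCDL (-1.10 at 2 h), and with fry for functional groups newly so were aminoacyl-tRNA synthetases (-0.32 at 2 h and -0.58 at 4 h). For the differences between set tests the cause was not tested.

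Without 1 sample or 1 replicate, results are given as their lowest and highest values. Genes called numbered 0 to 511 at 0.5 h, 158 to 603 at 1 h, 296 to 693 at 1.5 h, 375 to 717 at 2 h and 521 to 838 at 4 h. Those elevated numbered 0 to 238 at 0.5 h, 98 to 309 at 1 h, 177 to 364 at 1.5 h, 215 to 381 at 2 h and 279 to 425 at 4 h, and those reduced 0 to 273 at 0.5 h, 60 to 294 at 1 h, 119 to 329 at 1.5 h, 160 to 348 at 2 h and 242 to 418 at 4 h. All the lowest of these are without replicate 3. The highest are without 0 h replicate 1, except at 4 h for all calls and those reduced and at 2 h for those reduced, where they are without replicate 2 of that time point. Without replicate 3 edgeR called 0 genes at 0.5 h, with 730 at an unadjusted p below 0.05, while DESeq2 called 322. Of the comparison of 4 h with 0.5 h, 241 to 701 genes differed, 149 to 382 were higher and 92 to 319 were lower. For 4 h against 1.5 h the numbers were 0 to 146 in all, 0 to 106 higher and 0 to 41 lower, and between 1.5 h and 0.5 h 1 to 162 in all, 1 to 105 higher and 0 to 57 lower. Without replicate 3, which gives these lowest values, 411 and 390 genes had an unadjusted p below 0.05, and DESeq2 gave 131 and 115. Called at any of 5 time points were 596 to 1101 genes, at any of 0.5, 1.5 and 4 h 564 to 1077, in both directions 0 to 21, and 373 to 1124 differed over the time course. The correlations of fold changes were 0.57 to 0.66 for 4 h and 0.5 h, 0.85 to 0.89 for 4 h and 1.5 h and 0.79 to 0.85 for 1.5 h and 0.5 h. By construction fewer samples remain in each of these settings, yet without 0 h replicate 1 the genes called at 0.5, 1, 1.5 and 2 h rose in number, those at 4 h becoming 823, and the cause was not tested. What replicate 3 does at 0.5 h is taken up below.

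Set means over the same samples left out were, in order of time, cytochrome bc1 (-2.50 to -1.05, -2.07 to -1.60, -1.81 to -1.31, -1.61 to -1.19 and -0.88 to -0.30), SoxABCDL (-2.26 to -1.45, -2.61 to -1.88, -2.11 to -1.18, -1.37 to -0.46 and 0.20 to 0.97) and SoxEFGHIM (0.60 to 0.88, 1.40 to 1.66, 1.72 to 1.99, 1.99 to 2.27 and 2.42 to 2.75). Those of DoxBCE (-1.27 to -0.37, -0.43 to 0.00, 0.49 to 0.77, 1.28 to 1.66 and 2.77 to 3.02), NADH dehydrogenase (-2.35 to -1.21, -1.91 to -0.92, -1.71 to -0.73, -1.41 to -0.39 and -0.97 to 0.02) and archaellum operon (0.66 to 1.48, 1.39 to 2.31, 2.43 to 3.24, 2.88 to 3.77 and 2.20 to 4.27) are given in the same order, and so are those of ribosomal proteins of Table S2 (-0.99 to -0.71, -1.06 to -0.78, -1.07 to -0.85, -1.35 to -0.96 and -1.77 to -1.40), MFS permeases of Table S2 (0.78 to 1.16, 1.66 to 1.97, 2.05 to 2.23, 2.13 to 2.54 and 2.07 to 2.61), aminoacyl-tRNA synthetases (-0.19 to 0.13, -0.24 to 0.11, -0.24 to 0.08, -0.45 to -0.16 and -0.71 to -0.46) and CRISPR-associated proteins (0.17 to 0.36, 0.61 to 0.90, 0.93 to 1.11, 1.07 to 1.30 and 0.99 to 1.26). Significance at 0.05 was lost for cytochrome bc1 at 0.5 h without replicate 1 and replicate 3, DoxBCE at 0.5 h without replicate 1, replicate 3, 0 h replicate 2, 0 h replicate 3, 0.5 h replicate 1 and 0.5 h replicate 3, NADH dehydrogenase at 0.5 h without replicate 1 and replicate 3, cytochrome bc1 at 1 h without replicate 3, NADH dehydrogenase at 1 h without replicate 1 and replicate 3, archaellum operon at 1 h without replicate 3 and cytochrome bc1 at 1.5 h without replicate 1 and replicate 3. It was lost as well for SoxABCDL at 1.5 h without replicate 3, NADH dehydrogenase at 1.5 h without replicate 1, replicate 3, 0 h replicate 2, 1.5 h replicate 1 and 1.5 h replicate 3, cytochrome bc1 at 2 h without replicate 1 and replicate 3, SoxABCDL at 2 h without replicate 1, replicate 2, replicate 3, 0 h replicate 2 and 2 h replicate 2, DoxBCE at 2 h without replicate 3, NADH dehydrogenase at 2 h without replicate 1, replicate 3, 0 h replicate 2, 2 h replicate 1 and 2 h replicate 3 and CRISPR-associated proteins at 1 h without replicate 1. Gained was significance for archaellum operon at 0.5 h without 0 h replicate 1, DoxBCE at 1.5 h without replicate 2, cytochrome bc1 at 4 h without replicate 2, SoxABCDL at 4 h without replicate 2 and aminoacyl-tRNA synthetases at 4 h without replicate 2, 0 h replicate 3, 4 h replicate 1 and 4 h replicate 2. Each of these settings has fewer samples by its construction, and for the gains the cause was not tested.

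Single genes were followed at each time point and between time points, 130 genes with 1024 values. Of 21235 values under the alternatives, 18640 kept their direction and their side of the limits, 1981 lost a call, 609 gained one and 5 changed direction while called in at least 1 of the 2 settings compared. The number of values that kept both was 941 of 1024 with DESeq2, 1012 of 1024 with RLE size factors, 893 of 1024 with total counts only, 1024 of 1024 without the filter, 999 of 1016 with at least 10 counts required, 883 of 1024 in the pair-only fit, 938 of 1024 with the replicate block, 709 of 1024 with glmTreat, 809 of 1024 without replicate 1, 892 of 1024 without replicate 2, 703 of 1024 without replicate 3, 730 of 1024 from the MiSeq runs, 888 of 1024 from the HiSeq runs, 960 of 1024 with the length offset and 572 of 639 with runs as samples. All 5 values that changed direction are of *saci_2145*, which stood at -0.96 at 1.5 h, -2.02 at 2 h and -3.05 at 4 h. Without replicate 1 it was 2.52 at 1.5 h and 1.50 at 2 h, and without 0 h replicate 1 it was 2.44, 1.39 and 0.31 at 1.5, 2 and 4 h. Over all samples and replicates left out, its lowest values were -1.56, -2.72 and -3.58. Its CPM at 0 h was 72.7 ± 114, and the fit without 0 h replicate 1 lacks 1 of the 3 samples behind that mean.

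Some alternatives gave no value. A correction for GC content was not run, since no genome sequence was used here, and among the genes matched to the reference annotation no rRNA, tRNA or other non-coding gene was there to leave out. Sets were not tested with DESeq2, for which only their means were taken, and the F test of the time course has no counterpart in the pair-only fit and was not used with glmTreat. The length offset and the runs as samples were not used for set tests. Depth limits the genes with few counts, of which 2 to 30 per sample had fewer than 10, and the requirement of 10 counts in every sample left 2176 of 2221 genes.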

Differences from the paper's values

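The tests with the MiSeq or HiSeq runs only, the length offset and the runs as samples were chosen only after the result was seen.

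None of the numbers of changed transcripts that the paper states lies more than 1.5 times from the number found here. At 0.5 h the text of the paper has more transcripts elevated than reduced, and here 203 were elevated and 232 reduced. The pie chart for 0.5 h in Fig. 2B has the order found here. Elevated genes were more numerous at 0.5 h with glmTreat (49 and 36) and without replicate 1 (152 and 146), and without any 1 sample they were not. At 1.5 h the paper again has more elevated than reduced, and here 330 were elevated and 339 reduced. Elevated were more at 1.5 h with DESeq2 (366 and 343), with RLE size factors, with at least 10 counts required, in the pair-only fit and with glmTreat. The same order at 1.5 h came without replicate 1 (284 and 237), replicate 3 (177 and 119), 0 h replicate 1 (364 and 329), 0 h replicate 2 (288 and 253), 0 h replicate 3 (301 and 277), 1.5 h replicate 1 (316 and 259), 1.5 h replicate 2 (316 and 315) and 1.5 h replicate 3 (308 and 240). It came as well from the MiSeq runs only and with runs as samples, both chosen after seeing the values, which dropped 132 of the 266 and 10 of the 266 calls made here in a direction and at a time the paper states. At 4 h both have more elevated. The authors' own deposited comparison at 0.5 h has 443 genes past their limits, 216 elevated and 227 reduced.

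For single genes, 90 have a direction stated in the paper's text, and 79 of them were called in it at a stated time. Of 27 genes with time points named, 18 were called at all of them. Of the arginine pathway, which the paper has as reduced apart from *lysJ*, *lysZ*, *lysY* and *argX* were called reduced and *lysJ* elevated. *lysW* was not called, with -1.35 ± 0.50 at 4 h (adjusted p = 0.0276), nor was *lysK*, with log2 fold changes of -0.44 at 0.5 h, 1.03 at 1.5 h and -0.34 at 4 h. *argF* was called elevated, with 1.05 ± 0.19 at 0.5 h (adjusted p = 0.000559), and *lysK* and *argF* were not called reduced in any setting run. For *aIF1*, which the paper has as reduced from 1.5 h on, the changes were -1.13 ± 0.39 at 1.5 h (adjusted p = 0.0242), -1.27 ± 0.39 at 2 h (adjusted p = 0.0127) and -1.21 ± 0.39 at 4 h (adjusted p = 0.0141), and none was called. The other 3 initiation factors were called reduced at the time points stated. *TFB2*, which the paper has as elevated, had 1.73 ± 0.66 at 1.5 h (adjusted p = 0.0383) and 1.54 ± 0.66 at 2 h (adjusted p = 0.059) and was not called at any time point, while *TFB1* and *TFEβ* were called elevated. *TFEα*, which the paper has as unaffected, was called elevated at 4 h with 1.03 ± 0.18 at 4 h (adjusted p = 0.000149).

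Among the regulators of motility, the paper has *arnB* and *arnC* as elevated, and neither was called. *arnB* had 1.199 ± 0.42 at 2 h (adjusted p = 0.023) and 1.36 ± 0.42 at 4 h (adjusted p = 0.0107), and *arnC* 1.22 ± 0.51 at 1.5 h (adjusted p = 0.0562). The paper has *arnR1* as reduced at all time points, and at 0.5 h, with -1.22 ± 0.39 at 0.5 h (adjusted p = 0.0197), it was not called, while it was at the other 4. *lysM*, which the paper has as reduced from 1 h on, was not called at 1 h with -0.87 ± 0.16 at 1 h (adjusted p = 0.00037), and was from 1.5 h on. For the start of the rise of the archaellum genes, *flaB* was called at 0.5 h as the paper has it. *flaX* had 1.72 ± 0.53 at 0.5 h (adjusted p = 0.0174) and *flaG* 1.40 ± 0.55 at 0.5 h (adjusted p = 0.0545), where the paper has both elevated, and neither was called. The same holds for *flaF* with 1.85 ± 0.62 at 1 h (adjusted p = 0.0232) and *flaH* with 1.44 ± 0.59 at 1 h (adjusted p = 0.0546). In Fig. 7, *flaX*, *flaH* and *flaI* are grey at 4 h, and here they were called elevated there, with 4.29 ± 0.59 at 4 h (adjusted p = 1.49e-05), 3.12 ± 0.62 at 4 h (adjusted p = 0.000461) and 2.66 ± 0.54 at 4 h (adjusted p = 0.000528). Of these 3 calls, that of *flaI* was lost in the pair-only fit and no other was lost in any setting run.

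DESeq2 called *TFB2* at 1.5 h, *aIF1* at 2 and 4 h, *arnB* at 2 and 4 h, *arnR1* and *flaX* at 0.5 h and *flaF* at 1 h. With the replicate block, *aIF1* was called at 1.5, 2 and 4 h and *arnB* at 2 and 4 h, the latter with log2 fold changes of 1.13 and 1.26. Total counts only gave calls for *lysW* at 4 h, *aIF1* at 2 and 4 h, *arnR1* at 0.5 h and *lysM* at 1 h. *arnB* at 4 h was called with RLE size factors and with at least 10 counts required, and in the pair-only fit *lysW* at 4 h and *arnC* at 1.5 h were. Without replicate 2, *lysW* at 4 h, *aIF1* at 1.5, 2 and 4 h, *arnR1* at 0.5 h and *lysM* at 1 h were called. Single samples left out gave calls for *aIF1* at 1.5, 2 and 4 h (-1.39, -1.51 and -1.51) and *arnR1* at 0.5 h (-1.64) without 0 h replicate 2, for *flaX* at 0.5 h without 0 h replicate 1 (2.21) and for *arnB* at 4 h without 4 h replicate 3 (1.62). *TFEα* at 4 h was not called with total counts only, in the pair-only fit, with glmTreat, without replicate 2 and without replicate 3. It was not called either without 0 h replicate 2 (0.99) or without 4 h replicate 2 (0.992).

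Runs as samples, chosen after seeing the values, called *TFB2* at 1.5 and 2 h, *lysW* at 4 h, *aIF1* at 1.5, 2 and 4 h, *arnB* at 2 and 4 h, *arnC* at 1.5 h, *arnR1*, *flaX* and *flaG* at 0.5 h and *flaF* and *flaH* at 1 h, left *TFEα* uncalled, and dropped 10 of the 266 calls made here in a direction and at a time the paper states. With both lanes of replicate 3 at 4 h, also chosen after seeing the values, *lysW*, *aIF1* and *arnB* were called at 4 h, which dropped 1 of the 50 such calls at 4 h. The HiSeq runs only, chosen after seeing the values as well, called *lysW* at 4 h, *aIF1* at 1.5, 2 and 4 h and *arnR1* at 0.5 h, left *TFEα* uncalled, and dropped 30 of the 266. With the length offset, chosen after seeing the values too, *aIF1* was called at 2 and 4 h and *arnB* at 4 h, and 18 of the 266 were dropped. From the MiSeq runs only, a choice made after seeing the values, *TFEα* was not called, and 132 of the 266 were dropped.

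Supplementary Table S1 lists 17 genes as reduced at first and elevated later. All 17 had a negative log2 fold change at 0.5 h and a positive one at 4 h, and 9 of them were called in both directions. DESeq2 called 16, adding *saci_1360*, *saci_1361*, *saci_2090*, *saci_2091*, *saci_2092*, *saci_2197* and *saci_2252*. The replicate block added *saci_1360*, *saci_1361* and *saci_2252*, for 12 in all. With at least 10 counts required *saci_1361* was added. With RLE size factors *saci_1361* was added and 1 of the 9 lost, and without replicate 2 *saci_2091*, *saci_2092* and *saci_2252* were added and 2 of the 9 lost. In all, 5 were called in both directions with total counts only, 4 in the pair-only fit, 0 with glmTreat, 2 without replicate 1 and 0 without replicate 3. Without 4 h replicate 1 *saci_2197* was added, and without 4 h replicate 3 *saci_1361*, each for 10 in all. With single samples left out, it fell to 7 without 0 h replicate 1, 7 without 0 h replicate 2, 7 without 0 h replicate 3, 6 without 0.5 h replicate 1, 8 without 0.5 h replicate 2, 6 without 0.5 h replicate 3 and 8 without 4 h replicate 2. Runs as samples, chosen after seeing the values, added *saci_1360*, *saci_1361*, *saci_2090*, *saci_2091*, *saci_2092* and *saci_2252* and dropped 0 of the 9, and with both lanes of replicate 3 at 4 h, chosen likewise after seeing the values, 14 were so called, with *saci_1361*, *saci_2090*, *saci_2091*, *saci_2092* and *saci_2197* added, and 0 of the 9 were dropped. The HiSeq runs only, chosen after seeing the values, added *saci_2091*, *saci_2092* and *saci_2252* and dropped 2 of the 9, the length offset, chosen in the same way after seeing the values, added *saci_2092* and dropped 0 of the 9, and the MiSeq runs only, chosen after seeing the values too, added *saci_1360* and dropped 9 of the 9. *saci_2198* was in no setting called in both directions.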

Other observations

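Of the tests in this part, those of the composition correction, of the number of samples, of the order of genes in the operon and of the runs behind the deposited comparisons were chosen only after the result was seen.

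Log2 fold changes of different time points correlate over genes, with r of 0.81 for 0.5 and 1.5 h, 0.60 for 0.5 and 4 h and 0.87 for 1.5 and 4 h. All share their 0 h samples, which alone brings about a correlation. In 20 simulations of unchanged groups with shared 0 h samples, the highest r was 0.53, 0.54 and 0.54 for the same pairs. This argues against the shared 0 h samples alone as the whole of it, less clearly for 0.5 and 4 h. For that pair, replicates 1, 2 and 3 had r of 0.51, 0.64 and 0.62, replicate 1 within the simulated 0.47 to 0.54. Samples of 1 number also vary together, with a mean correlation of 0.36 of their deviations. That as a source of r was not tested and stays open. In the simulations 66.6% of genes had the same sign at 0.5 and 4 h, and 72.3% in the data, so that the excess is small for this pair. A response shared between time points may account for the rest, as a hypothesis.

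Genes elevated and genes reduced are near equal in number at 4 h, with 50.7% of calls elevated. TMM takes most genes to be unchanged, and without this correction of composition 23.4% of calls at 4 h were elevated. The balance thus depends on the scaling, and which scaling holds for the amount of RNA per cell was not tested, since no spike-in was used here. Among the other scalings, the share was 53.4% with RLE size factors and 52.7% with DESeq2. The correction of composition may account for the near equal numbers.

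Without replicate 3, edgeR called 0 genes at 0.5 h, with 730 at an unadjusted p below 0.05 and 322 called by DESeq2. A smaller number of samples alone does not bring this about, since 298 genes were called without replicate 1 and 372 without replicate 2. Nor does the lower depth of replicate 2, since replicates 1 and 3, with replicate 3 thinned to the totals of replicate 2, gave 367 genes. Replicates 1 and 2 respond least alike at 0.5 h, with an r over genes of 0.61 between their fold changes, against 0.87 for replicates 1 and 3 and 0.77 for replicates 2 and 3. This may account for a part of the missing calls, but at 1 h the r of replicates 1 and 2 was 0.60 and 158 genes were called without replicate 3. At 0.5 h the smallest adjusted p without replicate 3 was 0.0111, against a limit of 0.01. Replicates 1 and 2 are also those of the MiSeq runs, and replicate 3 has HiSeq runs only, so that a difference of cultures and one of instruments are not separated by these values.

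Along the archaellum operon, from *flaB* to *flaJ*, log2 fold changes fall with gene order. Spearman's rho of order and fold change over the 7 genes was -1 at each of 5 time points (exact permutation p = 0.000397 at each, adjusted p the same), and from the first to the last gene the log2 fold change fell by 1.79 at 0.5 h and 3.02 at 4 h. Gene length had a rho with the fold change of -0.39 at each time point, which argues against it. Whether the order rests on single samples cannot be told apart, since over the single cultures rho lay nearest to 0 in replicate 2 at 0.5 h, at -0.18. Replicate 2 had rho of -0.43 at 1 h, -0.79 at 1.5 h, -0.64 at 2 h and -0.75 at 4 h, and replicates 1 and 3 between -1 and -0.93 at all 5. Distance from the first gene goes with gene order and was not tested apart from it. Transcription or decay that differs along the operon may be a source, as a hypothesis that these values leave open. Promoters inside the operon were not analysed here, nor was GC content.

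The 3 genes *doxB*, *doxC* and *doxE* had a mean log2 fold change of -0.67 at 0.5 h (fry, adjusted p = 0.0386) and of 2.87 at 4 h (fry, adjusted p = 1.27e-05). By culture, the mean was -1.09, -0.10 and -1.15 at 0.5 h in replicates 1, 2 and 3, and positive in 3 of 3 at 4 h. The fall at 0.5 h held its direction without each sample, and its weakest mean was -0.37, without 0.5 h replicate 1, which argues against a single sample as the source of the direction. Its significance was lost there and without 0 h replicate 2 (-0.53), 0 h replicate 3 (-0.61), 0.5 h replicate 3 (-0.46), replicate 1 (-0.51) and replicate 3 (-0.45). Without 0.5 h replicate 2 the mean was -1.27 and without replicate 2 -1.13, both significant. None of the 3 genes was called at 0.5 h, and all 3 differed between 4 h and 0.5 h. Over its alternatives the adjusted p at 0.5 h ranged from 0.000464 to 0.569. An early fall of these transcripts before their rise stays open as a hypothesis.

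The authors' deposited comparisons were set against mean normalized counts computed from different choices of runs. For 0.5, 1, 1.5 and 2 h, the runs of the 2 MiSeq replicates and lane 1 of the 2 HiSeq replicates, entered as 4 separate samples, gave median absolute log2 differences of at most 0.00682. Runs summed per culture gave between 0.0408 and 0.0528 there. For 4 h, the difference was 0.00592 with the MiSeq runs and both lanes of replicate 3, and 0.0479 with the runs that came nearest at the other time points. The deposited comparisons may thus hold runs of 1 culture as separate samples, and at 4 h a different choice of runs, as a hypothesis. Their fold changes and those computed here correlate with r between 0.988 and 0.995, and at 4 h 765 of their 870 calls were made here too, 0 in the opposite direction.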
